# Stearoyl-CoA Desaturase inhibition reverses immune, synaptic and cognitive impairments in an Alzheimer’s disease mouse model

**DOI:** 10.1038/s41467-022-29506-y

**Published:** 2022-04-20

**Authors:** Laura K. Hamilton, Gaël Moquin-Beaudry, Chenicka L. Mangahas, Federico Pratesi, Myriam Aubin, Anne Aumont, Sandra E. Joppé, Alexandre Légiot, Annick Vachon, Mélanie Plourde, Catherine Mounier, Martine Tétreault, Karl J. L. Fernandes

**Keywords:** Neurology, Diseases of the nervous system

## Abstract

The defining features of Alzheimer’s disease (AD) include alterations in protein aggregation, immunity, lipid metabolism, synapses, and learning and memory. Of these, lipid abnormalities are the least understood. Here, we investigate the role of Stearoyl-CoA desaturase (SCD), a crucial regulator of fatty acid desaturation, in AD pathogenesis. We show that inhibiting brain SCD activity for 1-month in the 3xTg mouse model of AD alters core AD-related transcriptomic pathways in the hippocampus, and that it concomitantly restores essential components of hippocampal function, including dendritic spines and structure, immediate-early gene expression, and learning and memory itself. Moreover, SCD inhibition dampens activation of microglia, key mediators of spine loss during AD and the main immune cells of the brain. These data reveal that brain fatty acid metabolism links AD genes to downstream immune, synaptic, and functional impairments, identifying SCD as a potential target for AD treatment.

## Abstract (web summary)

Alzheimer’s disease (AD) is characterized by lipid abnormalities which are not well understood. Here, the authors investigate the role of Stearoyl-CoA desaturase (SCD) in a mouse model of AD. They show that inhibiting SCD activity induces major brain and immune cell transcriptional changes and restores dendritic structure and learning and memory.

## Introduction

Alzheimer’s disease presents in familial and sporadic forms. Familial AD is caused by autosomal dominant mutations that alter processing of the amyloid precursor protein. In contrast, while there is no single cause of sporadic AD, its incidence is increased by gene variants implicated in lipid metabolism, immunity and synaptic function. Despite their distinct genetic basis, familial and sporadic forms develop similar cognitive deficits and virtually indistinguishable neuropathology, including abnormalities in amyloid, tau, lipids, immunity, and synapses. The precise links between these pathologies and their respective roles in the development of AD remain unclear.

Lipid abnormalities have been the least investigated and understood of these pathologies. Lipids are a fundamental class of biomolecules comprising thousands of individual species, and their appropriate metabolism (uptake, synthesis and/or modification) is crucial for providing cellular energy substrates, bioactive molecules and building blocks of cellular structure. Alterations in lipid species are observed in both familial and sporadic AD^1–4^. Along these lines, the single greatest genetic risk factor for sporadic AD is the ApoE4 variant, an apolipoprotein that transports fatty acids and cholesterol^5,6^, and ApoE4 likewise accelerates the development of familial AD^7–9^. Such findings support the idea that lipid metabolism disturbances are a common mechanism in all forms of AD.

Stearoyl-CoA desaturase (SCD) is the rate-limiting enzyme in the conversion of saturated fatty acids to delta-9 monounsaturated fatty acids (MUFA), such as oleic acid^10^. Intriguingly, studies on large AD cohorts have shown increased MUFA levels in the plasma^2^, and both MUFA and SCD expression are increased in the brains of AD patients and negatively correlate with cognitive status^11–13^. In a previous study, we identified periventricular lipid deposits in post-mortem AD brains and in an AD mouse model that, at least in mice, contained MUFA-rich triglycerides^3^. Intriguingly, infusion of an SCD inhibitor (SCDi) into the ventricles of pre-symptomatic AD mice reduced accumulation of MUFA-rich triglycerides and rescued the early decline of periventricular and hippocampal neural stem cell activity^3^. Since the hippocampus is a key locus of dysfunction in AD, here we investigated whether administering SCDi to symptomatic AD mice can improve hippocampal function. We found that a 1-month SCDi infusion rescued learning and memory deficits to wildtype levels and had widespread effects on immune cell activation and synaptic defects, three core features of AD. We believe these findings have important clinical implications for AD, since SCD inhibitors are currently in clinical trials for obesity and Parkinson’s disease.

## Results

### The 3xTg hippocampus exhibits transcriptomic changes in MUFA metabolism and in the central pathways of sporadic AD: lipids, immunity and synapses

The 3xTg model of AD^14^ carries the human APP_Swe_, tau_P301L_, and PS1_M146V_ mutations and develops symptoms of learning and memory impairments as early as 6 months of age, prior to onset of overt amyloid plaques and neurofibrillary tangles^14,15^. To better understand the genetic state of the early symptomatic 3xTg hippocampus, we performed whole-hippocampus RNA-sequencing on 8-month-old female WT and 3xTg mice. This revealed 1114 differentially expressed genes (DEGs) (Fig. 1a, b), with 632 down-regulated and 482 up-regulated DEGs (Fig. 1c). Gene Ontology (GO) analysis showed that the up-regulated DEGs were enriched in GO Biological Process gene sets relating to cellular responses, immune system and protein metabolism (Fig. 1d). The down-regulated DEGs were enriched in GO Biological Process gene sets relating to nervous system development, neuronal differentiation and morphogenesis, and cell and synaptic adhesion (Fig. 1e). The down-regulated DEGs were also enriched in GO Molecular Function gene sets that included membrane channel activity, ion binding, and lipid metabolism. Interestingly, the lipid metabolism gene sets included MUFA metabolism and SCD activity specifically (stearoyl-CoA 9-desaturase activity, *p* = 0.031; Acyl-CoA desaturase activity, *p* = 0.036; palmitoyl-CoA 9-desaturase activity, *p* = 0.009; Medium-chain fatty acid-CoA ligase activity, *p* = 0.036) (Fig. 1f and Supplemental Data File 1).

**Fig. 1:**
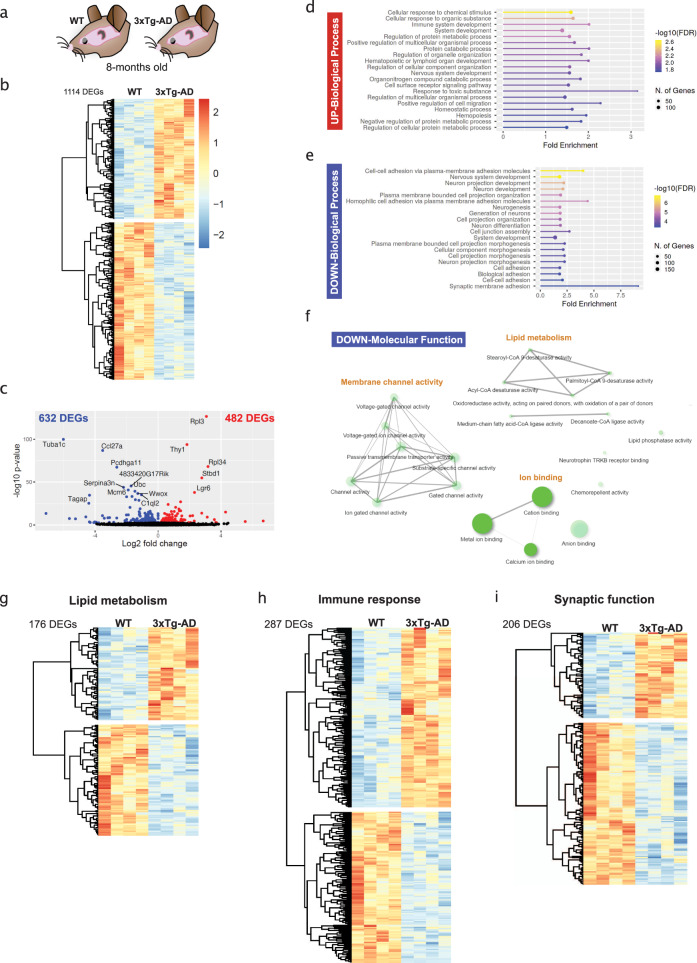
Transcriptomic changes affecting the core AD processes of lipid metabolism, immune response, and synaptic function in the 3xTg hippocampus. **a** Experimental paradigm for the whole-hippocampus bulk RNA sequencing experiment. **b** Heatmap of the 1114 Differentially Expressed Genes (DEGs, *p* ≤ 0.01) between 8-month-old WT and 3xTg hippocampus). **c** Volcano plot of the 632 downregulated DEGs (blue) and 482 up-regulated DEGs (red). **d**–**f** GO enrichment analysis showing the top 20 most enriched GO Biological Process gene sets (**d**, **e**) and the main GO molecular function nodes (**f**). The most significant (FDR ≤ 0.05) GO biological process gene sets for up-regulated DEGs were related to cellular responses to stimuli and the immune response (**d**) while those for the down-regulated DEGs were related to nervous system development and synapses (**e**). GO molecular function gene sets were only significantly enriched for down-regulated DEGs (FDR ≤ 0.1) and are illustrated by network plots that highlight lipid metabolism, membrane channel activity and ion binding (**f**). **g**–**i** Heatmaps of the DEGs that are related to lipid metabolism (**g**), immune response (**h**), and synaptic function (**i**) (see the “Methods” section). Refer to Supplemental Data File 1 for the complete DEG list and the lipid metabolism, immune response, synaptic function genes.

The above GO enrichments highlight lipid metabolism, immunity, and synaptic function, the same processes that encompass AD risk genes: lipid metabolism (APOE, CLU, ABCA7, ECHDC3), immune response (TREM2, CR1, MS4A, CD33, EPHA1, C4b, H2-Eb1/2, SCIMP, INPP5d), and synaptic function (PICALM, CD2AP, BIN1, CNTNAP2)^16–18^. To identify the lipid, immune, and synapse genes in our DEG list, we used gene set enrichment analysis (GSEA) and cross-referenced the enriched gene sets with lipid, immune and synapse keywords (see the “Methods” section and Supplemental Data File 1). This revealed that 177/1114 (16%) of DEGs were related to lipid metabolism (Fig. 1g), 287/1114 (26%) to the immune response (Fig. 1h) and 206/1114 (18%) to synaptic function (Fig. 1i). Notably, the list of significant DEGs included *ApoE* and *Trem2* (triggering receptor expressed on myeloid cells 2), the two genes that most increase sporadic AD risk, as well as the minor AD risk genes, *Cntnap2* (contactin associated protein 2) and *C4b* (complement component 4B) (Supplemental Data File 1). Thus, key genetic pathways associated with sporadic AD are dysregulated in the 3xTg hippocampus.

While bulk RNA sequencing cannot distinguish between differences in cell type abundance versus function, this analysis allowed us to draw three main conclusions: (1) the 3xTg model of familial AD develops changes in lipid, immune and synapse genes, biological categories implicated in the pathogenesis of sporadic AD; (2) transcriptomic changes in lipid metabolism genes are a prominent feature in the 3xTg hippocampus; and (3) defects in MUFA metabolism may specifically be involved (Fig. 1f).

### Central administration of SCDi reverses transcriptomic changes in the 3xTg hippocampus, with main effects on immune and synapse genes

We previously reported that SCD inhibition in pre-symptomatic 3xTg mice reverses the early decline in adult neural stem cell proliferation and neuroblast formation^3^. Given that fatty acid metabolism genes, including SCD, are prominently deregulated in the hippocampus at symptomatic stages (Fig. 1), we asked whether SCD activity contributes to the observed transcriptomic disturbances.

9-month-old female 3xTg and WT mice were infused with a commercially available SCDi, ab142089, or its DMSO-containing vehicle into the lateral ventricles for 1 month using intracerebroventricular osmotic pumps. We first assessed target engagement by profiling fatty acids in the periventricular tissue via gas chromatography-flame ion detection, which confirmed an SCDi-mediated increase in levels of the main SCD substrates, C16:0 (palmitic acid) and C18:0 (stearic acid) (Supplemental Fig. 1a). We then performed bulk RNA sequencing on the hippocampi of these mice (Fig. 2a). Principle component analysis (PCA) using the entire transcriptome (all genes) showed that the mice clustered according to their experimental groups, that SCDi had a larger impact on overall gene expression in 3xTg than WT mice, and that SCDi-infused WT and 3xTg mice both remained transcriptomically distinct from the DMSO-infused WT mice (Fig. 2b). Consistent with these observations, SCDi treatment resulted in more statistically significant DEGs in 3xTg mice (3xTg-D vs. 3xTg-S, 434 DEGs, Supplemental Data File 2) than in WT mice (WT-D vs. WT-S, 9 DEGs, Supplemental Data File 2), and the total number of DEGs between WT-D and 3xTg-D groups (777 DEGs) and between WT-D and 3xTg-S groups (1022 DEGs) were similarly high.

**Fig. 2:**
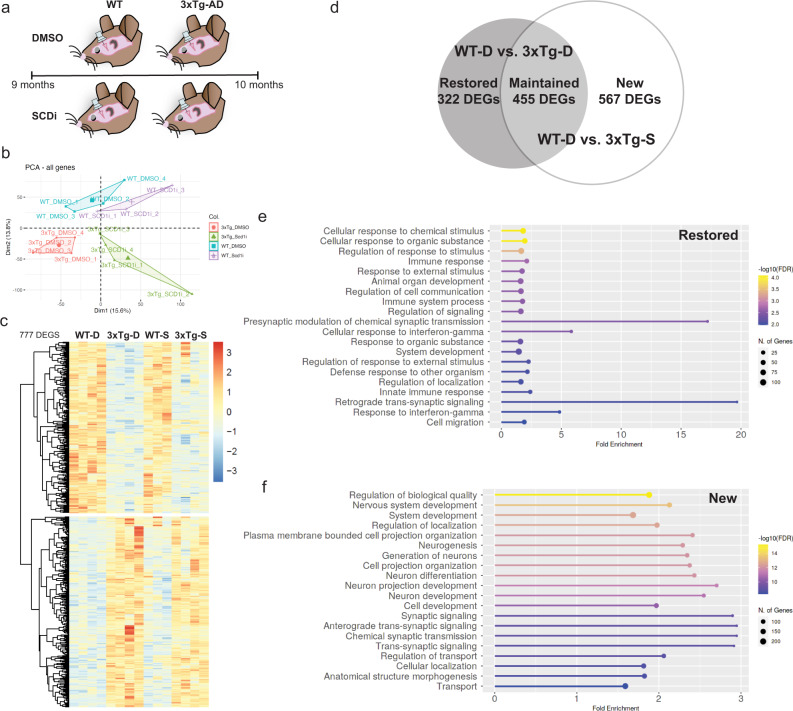
SCDi infusion potently modulates gene expression in the 3xTg hippocampus, with main effects on immune- and synapse- related genes. **a** Timeline of intracerebroventricular infusion experiment on the 9-month-old WT and 3xTg mice infused with either vehicle (DMSO) or SCD inhibitor (SCDi). Hippocampi were extracted after 1 month infusion and processed for whole hippocampus bulk RNA sequencing. **b** Principal component analysis of the four experimental groups using the whole transcriptome (“all genes”). **c** Heatmaps of the 777 DEGs (*p* ≤ 0.01) between WT-D and 3xTg-D groups, with DEG expression shown across the four treatment groups (*n* = 4 mice/group). **d** Venn diagram showing the overlap of the WT-D/3xTg-D and WT-D/3xTg-S DEG lists, in order to identify DEGs that are “Restored” (no longer significant), “Maintained” (still significant), or “New” (newly appearing) after SCDi infusion into 3xTg mice. **e**, **f** GO enrichment analysis showing the top 20 most enriched GO biological process gene sets for the “Restored” DEGs (**e**) and “New” DEGs (**f**) in SCDi-infused 3xTg mice. Restored gene were mainly enriched in GO Biological Process gene sets related to cellular response to stimuli, immunity and synapses (**e**) while the newly changed genes were mainly enriched in GO biological process gene sets related to nervous system development and synapses (**f**). See Supplemental Data File 2 for complete DEG lists.

To better understand the effects of SCDi on the transcriptomic differences between WT and 3xTg mice, we compared the WT-D/3xTg-D DEG list with the WT-D/3xTg-S DEG list (Fig. 2c, d). 455/777 of the WT-D/3xTg-D DEGs still remained after SCDi infusion (WT-D versus 3xTg-S); these DEGs were annotated as “Maintained” (Fig. 2d). Notably, 322/777 of the WT-D/3xTg-D DEGs were no longer significant in the WT-D/3xTg-S comparison; expression of these DEGs were reduced by an average of 42% (Supplemental Fig. 1b) and were annotated as “Restored” (Fig. 2d). 567 DEGs in the WT-D/3xTg-S comparison were not present in the WT-D/3xTg-D comparison; we annotated these as “New” (Fig. 2d). GO analysis showed that “Restored” genes were enriched in GO biological processes relating to cellular responses to various stimuli, immune system, and synapses (Fig. 2e), while “New” DEGs showed notable enrichments for nervous system development and synapse-related processes (Fig. 2f). No lipid-related GO categories were significantly enriched in either the Restored or New gene lists, but lipid-related DEGs represented 13% of Restored DEGs and 20% of New DEGs (Supplemental Data File 2).

We confirmed and validated the specificity of this SCDi, ab142089, on 3xTg gene expression by using CAY10566 (a second commercially available SCDi that has distinct structural characteristics). Bulk RNA sequencing analysis on a new cohort of 9-month-old mice infused with CAY10566 (Supplemental Fig. 2a) revealed that the number of “Restored”, “Maintained” and “New” DEGs was virtually identical as in our original experiment with ab142089 (Supplemental Fig. 2b, c). 

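The sequenced cohort held 16 female mice, 4 in each of 4 groups: vehicle-infused WT mice (WT-D), vehicle-infused 3xTg mice (3xTg-D), and WT and 3xTg mice infused with CAY10566 (WT-S and 3xTg-S). CAY10566 was given for 28 days at 80 µM in a vehicle of 0.8% DMSO, from 9 months of age. The authors counted the reads of each hippocampus on annotated genes with their aligner, STAR, and deposited the raw counts without normalization for 55335 genes. Between 15413385 and 23590149 reads per mouse fell on genes, with medians of 20353680 reads in WT-D, 18655448 in 3xTg-D, 20332988 in WT-S and 17080070 in 3xTg-S mice. Genes with too few counts across the 16 mice were removed with edgeR's filterByExpr function, which left 16475 genes, and library sizes were normalized by the TMM method. Each pair of groups was then compared by edgeR's quasi-likelihood test (two-sided). Genes with an unadjusted p of 0.01 or less were counted as DEGs, which is the threshold given in the legend of Supplemental Fig. 2. The labels number the mice of each group from 1 to 4, so every comparison was also fitted with the replicate number as a block. In a principal component analysis of log2 CPM (counts scaled by library size), the first component held 26.6% of the variance and the second 20.9%. The second component rose with the share of uniquely mapped reads that fell outside annotated genes, which ranged from 7.82% to 15.1% between mice. Pearson's r was 0.949 and Spearman's rho 0.956 over the 16 mice, each with a two-sided permutation p of 1e-05, the smallest that 100000 resamples give (2e-05 after Benjamini-Hochberg adjustment over 4 relations). Within the 8 WT mice r was 0.989 (exact permutation p 0.000124, adjusted 0.000165) and rho 0.929 (exact p 0.00223). Within the 8 3xTg mice r was 0.946 (exact permutation p 0.000422) and rho 0.952 (exact p 0.00114). Without the 2 mice farthest from the median share, r was 0.948. These permutations treat the mice as exchangeable, but the replicate number held 71.4% of the variance of the share within groups and 77.4% of that of the second component (exact permutation p 0.00203 and 0.00159, adjusted 0.00203 each), a relation examined after the values were seen. Within replicate numbers, r was 0.879 (exact permutation p 6.63e-05).

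**Figure D1:**
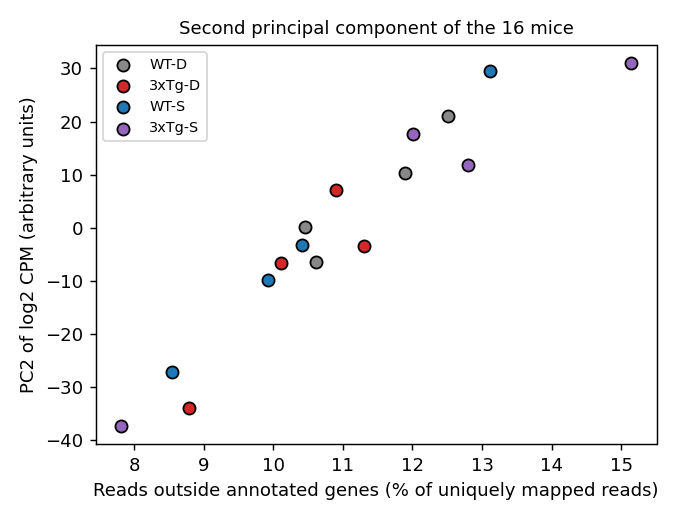
Second principal component of log2 CPM (vertical axis, arbitrary units) against the share of reads outside annotated genes (horizontal axis, percent of uniquely mapped reads) for the 16 mice, with 1 point per mouse coloured by group. The component rises with the share from 7.82% to 15.1%, and the 4 groups overlap along it.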

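In the CAY10566 cohort, 809 DEGs were found between WT-D and 3xTg-D mice, of which 402 were higher and 407 lower in 3xTg-D. Between WT-D and 3xTg-S mice there were 937 DEGs, 372 higher and 565 lower in 3xTg-S. By chance alone, 165 of the tested genes would pass the threshold if mice deviated independently. At a Benjamini-Hochberg adjusted p of 0.05 or less, edgeR's test called 305 and 261 genes. Comparing the 2 lists gave 374 Restored genes, 435 Maintained genes and 502 New genes. Among the Restored genes, 209 were higher and 165 lower in 3xTg-D than in WT-D mice. Between WT-D and 3xTg-S, deviations from the group means correlated across genes at 0.176 on average for mice with the same replicate number and at −0.0583 for mice with different numbers. Fitted with that number as a replicate block, the comparison gave 1075 DEGs, 817 of them shared with the fit without the block, and the classes held 464 Restored, 480 Maintained and 595 New genes. Of the alternatives that kept all mice and changed 1 setting, the one that moved the DEG lists and the New genes most was the adjusted threshold. It left 132 Restored, 173 Maintained and 88 New genes. The number of Restored genes moved most when a p of 0.05 or less between 3xTg-D and 3xTg-S, with a change toward WT-D, was also required, which left 59. In the fits that each left out 1 mouse, Restored genes numbered 274 to 530, Maintained genes 360 to 471 and New genes 304 to 1111. Of the 374 Restored genes, 345 changed toward WT-D between 3xTg-D and 3xTg-S, 361 kept the direction of their difference from WT-D, and 151 had a p between 0.01 and 0.05 in WT-D vs 3xTg-S. Of the 502 New genes, 470 had the same direction in WT-D vs 3xTg-D, where 154 had a p between 0.01 and 0.05. Compared directly between 3xTg-D and 3xTg-S, 15 Restored and 60 New genes had a p of 0.01 or less, and 59 and 197 a p of 0.05 or less, none past the adjusted threshold. In the direct comparison with the replicate block, where same-numbered mice correlated at 0.213, 100 Restored and 269 New genes had a p of 0.05 or less, and 12 and 34 an adjusted p of 0.05 or less by edgeR's test. From the similar numbers of Restored, Maintained and New DEGs with the 2 structurally distinct inhibitors, the paper concludes that the effect of ab142089 on 3xTg gene expression is specific. It also reports similar GO enrichment for the 2 inhibitors, an overlay of their gene lists and a rescue of dendritic spines with CAY10566.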

GO analysis showed that, like ab142089, the Restored and New DEGs for CAY10566 were enriched in GO Biological Process gene sets related to synapses and nervous system growth/development (Supplemental Fig. 2d, e). 

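The Restored and New genes were tested for 5 Reactome pathways, using the Reactome gene sets that come with the fgsea package, and for 3 gene lists from the paper's data on 8-month-old mice, a family of 16 tests. GO annotation was not used here. The background was the 5000 tested genes found in any of the Reactome pathways, and 130 Restored and 161 New genes were among them. The Neuronal System pathway, which covers signalling at synapses, held 12 Restored genes where 6.01 were expected (odds ratio 2.16, one-sided Fisher's exact test, p = 0.0163, adjusted p = 0.261). Its part on transmission across chemical synapses held 8 Restored genes against 4.26 expected (odds ratio 1.98, Fisher's exact p = 0.0626, adjusted p = 0.334). For New genes, the largest odds ratio was that of Developmental Biology, with 17 genes against 11.2 expected (odds ratio 1.61, Fisher's exact p = 0.0540, adjusted p = 0.334). Axon guidance held 13 New genes against 8.53 expected (odds ratio 1.60, Fisher's exact p = 0.0837, adjusted p = 0.335). The Neuronal System pathway had an odds ratio of 0.936 in the New genes, and Developmental Biology one of 0.994 in the Restored genes. Immune System genes had odds ratios of 0.578 in the Restored and 0.594 in the New genes. With the replicate number as a block, the odds ratio of the Neuronal System pathway in Restored genes was 1.92 (adjusted p = 0.188 by Fisher's exact test) and that of Developmental Biology in New genes 1.37 (adjusted p = 0.362 by the same exact test). Same-numbered mice of the WT-D and 3xTg-S groups, whose comparison enters both classes, deviated together with the mean correlation of 0.176 given for their comparison. The alternative that moved the enrichment of neuronal gene sets in Restored genes most was the adjusted p threshold, under which none of the Restored genes lay in the Neuronal System pathway. When random gene lists matched on expression served as the background in place of Fisher's exact test, the pathway held 2.43 times as many Restored genes as the random lists (permutation p = 0.0025, adjusted p = 0.04).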

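The 374 Restored genes of the CAY10566 cohort were compared with the genes that the paper lists as Restored by ab142089 in Supplemental Data File 2. Of the 322 listed genes, 313 were among the 16468 tested genes with distinct symbols. The 2 Restored lists shared 14 genes, where 7.11 were expected (odds ratio 2.05, one-sided Fisher's exact test, p = 0.0126). In the fits with the replicate block they shared 18 genes (Fisher's exact p = 0.00347), the correlation of same-numbered mice being 0.176 for WT-D and 3xTg-S. The 502 New genes shared 22 genes with the 558 tested ab142089 New genes, against 17.0 expected (odds ratio 1.32, Fisher's exact p = 0.132), and 32 with the block (Fisher's exact p = 0.00692). These tests take all tested genes as background, so genes that differ by genotype in both cohorts raise the overlap. Among the 214 DEGs of WT-D vs 3xTg-D common to both experiments, a background chosen after the values were seen, 12.3 shared Restored genes were expected against the 14 found (odds ratio 1.25, Fisher's exact p = 0.327), and with the block 16.1 against 18 (Fisher's exact p = 0.318). The 435 Maintained genes shared 125 with the 446 tested ab142089 Maintained genes (11.8 expected, odds ratio 19.7, Fisher's exact p = 1.52e-95). Among the alternatives that kept all mice, the overlap of Restored genes moved most without the filter on low counts, to 22 genes, and that of New genes under the adjusted threshold, to 2 genes (Fisher's exact p = 0.804). When each mouse was left out in turn, New genes shared 9 to 45 genes. Genes are not independent of each other, so these p-values describe overlap of lists and not replication over mice.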

Overlaying the ab142089 New and Restored DEGs lists with the same genes from the CAY10566 experiment revealed a strong overlap for the Restored genes (Supplemental Fig. 2f). Thus, the Restored GO Biological Processes in particular may be important in mediating the drug effects.

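Of the 313 tested genes that ab142089 restored, 48 were also DEGs between WT-D and 3xTg-D mice in the CAY10566 cohort (15.4 expected, odds ratio 3.66, one-sided Fisher's exact test, p = 1.83e-12). They comprise the 14 shared Restored genes and 34 genes that were Maintained with CAY10566. Conversely, 41 genes restored by CAY10566 were Maintained with ab142089 (10.1 expected, odds ratio 4.77, Fisher's exact p = 2.31e-14). With the replicate block, where the correlation of same-numbered mice was 0.176 for the WT-D and 3xTg-S groups, the counts were 36 genes and 51 genes.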

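The effect of the CAY10566 infusion was also tested directly. Between 3xTg-D and 3xTg-S mice, edgeR's quasi-likelihood test (two-sided) gave 149 DEGs, 46 higher and 103 lower in 3xTg-S, at the threshold at which 165 genes would pass by chance. None had a Benjamini-Hochberg adjusted p of 0.05 or less in that test, the smallest adjusted p being 0.722, and 1043 genes had an unadjusted p under 0.05. The deviations of same-numbered mice in these groups correlated at 0.213 on average, against −0.0656 for mice with different numbers. The replicate block gave 1133 DEGs, 687 higher and 446 lower in 3xTg-S, of which 139 were shared with the fit without the block and 204 had an adjusted p of 0.05 or less by edgeR's test. Between WT-D and WT-S mice there were 31 DEGs, 13 higher and 18 lower in WT-S, and no gene had an adjusted p of 0.05 or less by the same test (371 had an unadjusted p under 0.05). Same-numbered mice correlated at 0.217, and the block gave 115 DEGs, none with an adjusted p of 0.05 or less. The alternative that moved the count in 3xTg mice most was the block, and in WT mice it was leaving out WT-S mouse 4, with 516 DEGs. Without the filter on low counts there were 180 DEGs in WT mice. Whether the effect differed between genotypes was tested as an interaction in all 16 mice, which gave 98 genes (50 with a higher and 48 with a lower effect in 3xTg mice). None passed an adjusted p of 0.05 by edgeR's test, and 821 had an unadjusted p under 0.05. With the block the interaction gave 624 genes, again none past the adjusted threshold.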

Together, these data show that ICV administration of SCDi for 1 month profoundly impacts the 3xTg hippocampal gene expression profile. 

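In the CAY10566 cohort, 374 of the 809 DEGs between WT-D and 3xTg-D mice, or 46.2%, were no longer DEGs between WT-D and 3xTg-S (95% Wilson confidence interval 42.8% to 49.7%, which covers counting error only). The Restored share was 49.2% with the replicate block, with a correlation of 0.176 between same-numbered WT-D and 3xTg-S mice. The alternative that moved the share most was the requirement of a p of 0.05 or less between 3xTg-D and 3xTg-S with a change toward WT-D, under which it was 7.29% (without the block). Among the Restored genes, the log2 difference from WT-D was smaller in 3xTg-S than in 3xTg-D by 39.5% on average (SD over genes 34.2, median 37.1%), and by 48.7% with the block. Their median absolute log2 fold change was 0.37 in WT-D vs 3xTg-D and 0.21 in WT-D vs 3xTg-S. In the opposite direction, 53.6% of the DEGs between WT-D and 3xTg-S were not DEGs between WT-D and 3xTg-D. In these New genes the log2 difference from WT-D was smaller in 3xTg-D than in 3xTg-S by 57.4% on average. A reduction at least as large as that of the Restored genes thus also appears in reverse. The 8 3xTg mice can be assigned to a vehicle and an SCDi group of 4 in 70 ways. Across the other assignments the share ranged from 20.5% to 70.4%, and 29 of the 70, the real one included, gave a Restored share at least as large. Of the 16 assignments that, like the real one, part every same-numbered pair, 5 did so.

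**Figure D2:**
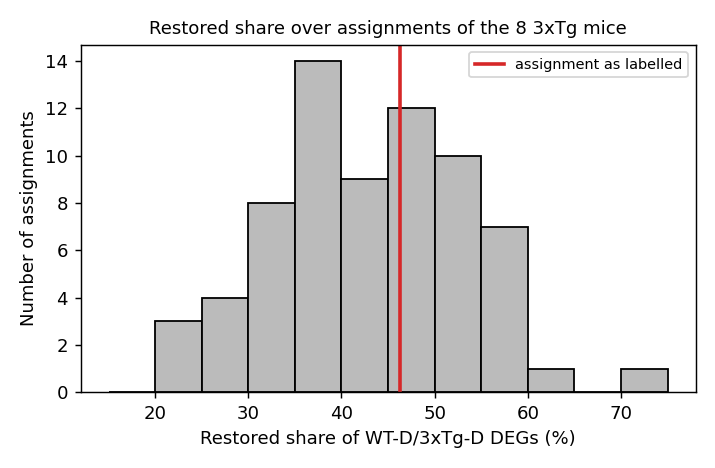
Restored share of the WT-D/3xTg-D DEGs (horizontal axis, percent) under the 70 assignments of the 8 3xTg mice to vehicle and SCDi (vertical axis, number of assignments). The line marks the assignment as labelled, at 46.2%.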

SCD inhibition restores over 40% of the DEGs between WT and 3xTg mice and this effect is generalizable to multiple SCDi. Importantly, insight provided by GO enrichment analysis suggests that SCD inhibition may be impacting biological processes related to nervous system development and synapses.

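Among the DEGs that the paper reports for untreated 8-month-old mice in Supplemental Data File 1, 1094 were tested in the CAY10566 cohort, and the paper's synapse, immune and lipid lists were tested within these. Of the 74 Restored genes among them, 18 were on the synapse list, where 13.8 were expected (odds ratio 1.44, one-sided Fisher's exact test, p = 0.128, adjusted p = 0.408 over the family of 16 tests). The immune list held 21 of these genes (odds ratio 1.16) and the lipid list 10 (odds ratio 0.816). Of the 63 New genes, 14 were on the synapse list against 11.7 expected (odds ratio 1.26, Fisher's exact p = 0.273, adjusted p = 0.582), 19 on the immune list (odds ratio 1.27) and 12 on the lipid list (odds ratio 1.26). Under the replicate block, and at a correlation of 0.176 between same-numbered WT-D and 3xTg-S mice, the synapse list had odds ratios of 1.10 in the Restored and 1.29 in the New genes, while the lipid list had an odds ratio above 1 in the Restored genes, at 1.48.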

### SCD inhibition reverses 3xTg deficits in spatial learning and memory

Given the effects of SCD inhibition on the hippocampal transcriptome, we tested whether 3xTg deficits in hippocampus-regulated cognitive functions are beneficially impacted by SCDi administration. 9-month-old WT and 3xTg mice were again infused with SCDi or vehicle for 1 month and then tested for changes in learning and memory and/or anxiety (dorsal and ventral hippocampal function, respectively).

Learning and memory were assessed using the Morris water maze (MWM). Mice were trained to learn a hidden platform location in the MWM for 4 consecutive days (6 trials/day); learning was defined as a decreasing latency to find the platform over the training period, while memory impairment was defined by reduced platform crossings during a probe trial 24 h after the last training session. Learning curves showed that both WT and 3xTg mice learned the platform location over time, with 3xTg-D and 3xTg-S mice, respectively, showing longer latencies to escape than their WT-D and WT-S counterparts (2-way ANOVA, repeated measures; time factor, *p* < 0.0001; strain factor, *p* = 0.0242; no interaction) (Fig. 3a). While the latency did not differ between experimental groups on individual training days, cumulative latency (area under the curve, AUC) showed that the 3xTg-D group had a learning deficit (two-way ANOVA, Dunnett’s post-hoc, *p* = 0.0177) and this deficit was corrected by SCDi (WT-D/3xTg-S, Dunnett’s post-hoc, *p* = 0.4729) (Fig. 3a). Platform crossings on the Day 5 probe test showed that the 3xTg-D group exhibited a memory impairment (two-way ANOVA, Dunnett’s post-hoc *p* = 0.04) that was likewise reversed by SCDi (WT-D/3xTg-S, Dunnett’s post-hoc, *p* = 0.61) (Fig. 3b). SCDi-mediated improvements in MWM performance were not attributable to changes in swim speed, which was higher in 3xTg than WT mice and unchanged by SCDi (WT-D, 14.3 cm/s; 3xTg-D, 18.8 cm/s; WT-S, 15.9 cm/s; 3xTg-S, 18.8 cm/s; two-way ANOVA, strain factor *F*(1,16) = 10.72, *p* = 0.005). In contrast to the effects on learning and memory, SCDi-mediated improvements were not observed for anxiety, which was assessed using the light-dark box (Supplemental Fig. 3a, b), open field test (Supplemental Fig. 3c), and elevated plus maze (Supplemental Fig. 3d–f). Although 3xTg mice exhibited greater baseline anxiety than WT mice in each of these tests, no evidence of SCDi-induced changes in anxiety was detectable. Thus, 1-month administration of SCDi selectively reverses the dorsal hippocampus-associated deficits in spatial learning and memory seen in symptomatic 3xTg mice.

**Fig. 3:**
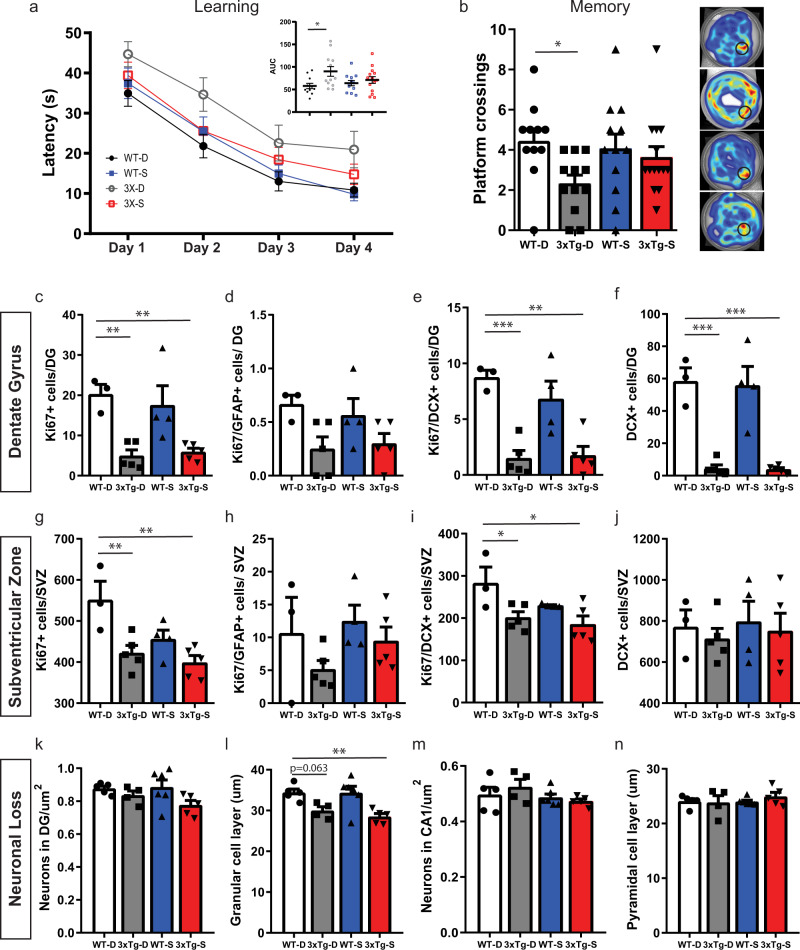
SCDi infusion in symptomatic 3xTg mice improves spatial learning and memory without modulating neural stem/progenitor activity or neuronal loss. **a**, **b** Learning and memory in the Morris water maze (WT-D, *n* = 11; 3xTg-D, *n* = 12; WT-S, *n* = 12; 3xTg-S, *n* = 14). Learning (latency) average of 6 trials/day/mouse (**a**). Two-way repeated measures ANOVA identified significant time (*F*(2.539, 114.3) = 77.88, *p* < 0.0001) and strain (*F*(3,45) = 3.452, *p* = 0.0242) effects, with no interaction. Area under the curve (AUC) (inset) showing higher cumulative latency in 3xTg-D group that is not present in the 3xTg-S group (two-way ANOVA, strain effect *F*(1,45) = 6.363, *p* = 0.0153, strain/treatment interaction of *F*(1,45) = 2.634, *p* = 0.1116), Dunnett’s post-hoc test, *p* = 0.0177). Memory (platform crossings) (**b**). Two-way ANOVA showed strain effect (*F*(1,45) = 5.114, *p* = 0.0286) and that the 3xTg-D group, but not the WT-S or 3xTg-S groups, was significantly different from the WT-D group (Dunnett’s post-hoc test, *p* = 0.0351). Representative heatmaps of swim trajectories (right). Error bars represent mean ± SEM. *p ≤ 0.05. **c**–**j** Quantification of proliferation and neuroblasts in the DG (**c**–**f**) and SVZ (**g**–**j**) of 10-month-old WT-D (*n* = 3), 3xTg-D (*n* = 5), WT-S (*n* = 4), and 3xTg-S mice (*n* = 5). We observed decreased total proliferating cells in the DG (WT-D/3xTg-D, *p* = 0.005, WT-D/3xTg-S, *p* = 0.008) (**c**) and in the SVZ (WT-D/3xTg-D *p* = 0.008, WT-D/3xTg-S, *p* = 0.002) (**g**). No changes were detected in Ki67+/GFAP+ proliferating neural stem cells in the DG (**d**) or SVZ (**h**). We found fewer Ki67+/DCX+ proliferating neuroblasts in the DG (WT-D/3xTg-D, *p* = 0.0009, WT-D/3xTg-S, *p* = 0.0012) (**e**) and in the SVZ (WT-D/3xTg-D, *p* = 0.03, WT-D/3xTg-S, *p* = 0.01) (**i**) as well as a decrease in DCX + total neuroblasts in the DG (WT-D/3xTg-D, *p* = 0.002, WT-D/3xTg-S, *p* = 0.0002) (**f**) with no difference in the SVZ (**j**). No SCDi-mediated change was observed in any of these parameters of neural stem/progenitor activity (two-way ANOVA, Dunnett’s post-hoc test). DG Dentate gyrus, SVZ subventricular zone. Error bars represent mean ± SEM. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. **k**–**n** Quantification of Nissl-stained neuron number (**k**) and granular layer thickness (**l**) in the DG and neuron number (**m**) and pyramidal layer thickness in the CA1 (**n**) of WT-D (*n* = 5), 3xTg-D (*n* = 4), WT-S (*n* = 6), 3xTg-S (*n* = 5) mice. Note no SCDi-mediated change was observed in neuronal loss parameters (two-way ANOVA, Dunnett’s post-hoc test). Error bars represent mean ± SEM. **p ≤ 0.01. Source data are provided as a Source Data file.

Interestingly, unlike its effects in pre-symptomatic 3xTg mice (2–3 months old),^3^ SCDi infusion in these 9-month-old symptomatic mice did not rescue neural stem/progenitor proliferation or neuroblast numbers in either the hippocampal dentate gyrus (Fig. 3c–f) or the forebrain subventricular zone (Fig. 3g–j). We also assessed whether SCDi affected AD hallmarks such as amyloid, tau or neuronal loss. While 3xTg mice had significantly higher loads of amyloid (both total and oligomeric) and hyperphosphorylated Tau, SCDi treatment did not alter these pathologies (Supplemental Fig. 4a–i). We also did not detect treatment-induced changes in neuronal density or layer thickness in the DG (Fig. 3k, l) or CA1 (Fig. 3m, n).

Overall, these data show that SCDi is sufficient to rescue learning and memory impairments in 3xTg mice, while anxiety, neural stem/progenitor proliferation, amyloid load, tau hyperphosphorylation and neuronal loss remain unchanged.

### SCDi rescues hippocampal spine number and dendritic complexity

Synaptic loss is prominent in post-mortem brains of AD patients^19^ and AD transgenic animal models^20,21^ and is considered the strongest correlate of cognitive deficits^22,23^. Since 18% of DEGs between WT and 3xTg hippocampus were synapse-related (Fig. 1i), we extended our bioinformatic analyses to quantify the synapse-related DEGs that were restored, maintained or newly changed upon SCDi infusion (Supplemental Data File 2). This revealed that SCDi “restored” 39% of synapse DEGs (56/142 genes) and changed expression of an additional 142 “new” synapse genes (Supplemental Data File 2a–d), suggesting a potential effect on hippocampal synaptic connections.

To test if SCDi affects spine number and dendritic structure, we treated WT and 3xTg mice for 1 month with SCDi or DMSO vehicle as previously and used Golgi-Cox staining to quantify dendritic spine numbers, dendritic length, and dendritic complexity in the dentate gyrus (DG) and the CA1 regions of the dorsal hippocampus. In 3xTg-D mice, spine densities were significantly reduced on secondary and tertiary branches of both DG granule neurons (Fig. 4a, b) and CA1 pyramidal neurons (Fig. 4c, d). Remarkably, in both these hippocampal subfields, SCDi rescued spine density to WT-D levels (Fig. 4a–d). Dendritic length in 3xTg-D mice was reduced in the CA1 (Fig. 4g), but not the DG (Fig. 4e), and rescued to WT-D levels by SCDi (Fig. 4g). Similarly, Scholl analysis of dendritic arbor complexity identified deficits in the CA1 (Fig. 4h), but not the DG (Fig. 4f), of 3xTg-D mice and SCDi rescued the CA1 impairment (Fig. 4h). To confirm the striking rescue of hippocampal spine loss by SCDi, we repeated our analysis in a new cohort of mice treated with a second SCDi (CAY10566) (Supplemental Fig. 2a); again, we found a complete rescue of dendritic spines in both the DG (Supplemental Fig. 5a, b) and CA1 (Supplemental Fig. 5c, d).

**Fig. 4:**
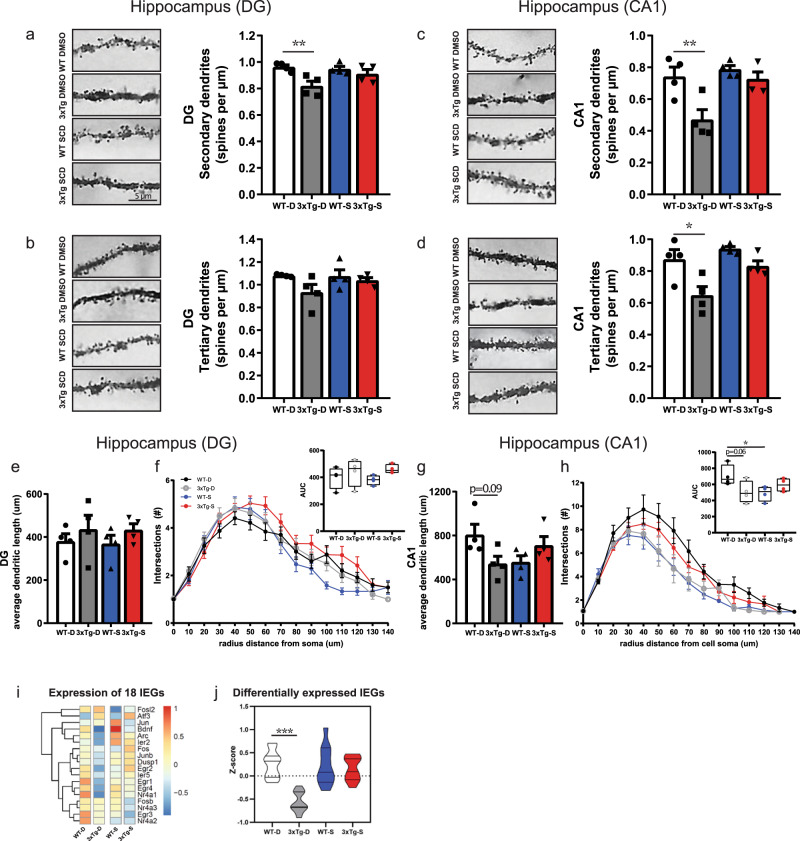
SCDi infusion rescues spine number and dendritic complexity in hippocampal neurons of 3xTg mice. **a**–**h** Golgi staining in the hippocampus. Quantification of spine number on dentate gyrus (DG) (4 animals/group, average of 6–16 neurons/animal) (**a**, **b**) or CA1 neurons (4 animals/group, average of 6–14 neurons/animal) (**c**, **d**). In the DG, secondary dendrites were significantly decreased between WT-D/3xTg-D (*p* = 0.001) but not following SCDi treatment, WT-D/3xTg-S (*p* = 0.450) (**a**), and tertiary dendrites showed a trend towards a decrease between WT-D/3xTg-D (*p* = 0.111) but not following SCDi treatment, WT-D/3xTg-S (*p* = 0.857) (**b**). In CA1, secondary dendrites were significantly decreased between WT-D/3xTg-D (*p* = 0.007) but not following SCDi treatment, WT-D/3xTg-S (*p* = 0.993) (**c**), and tertiary dendrites were also significantly decreased between WT-D/3xTg-D (*p* = 0.011) but not following SCDi treatment, WT-D/3xTg-S (*p* = 0.847) (**d**). Two-way ANOVA, Dunnett’s post-hoc test. Quantification of the total dendritic length (**e**, **g**) or dendritic complexity (**f**, **h**) of neurons in the DG (4 animals per group, average of 6–16 neurons/animal) (**e**) or CA1 (4 animals per group, average of 4–13 neurons/animal) (**g**). Note a trend towards shorter dendrites between WT-D/3xTg-D (*p* = 0.086) that was not observed following SCDi treatment, WT-D/3xTg-S (*p* = 0.721). Sholl analysis of dendritic complexity in the DG (**f**) or CA1 (**h**) with box and whisker plots showing minimum, 1st quartile, median, 3rd quartile and maximum of area under the curve (AUC) (inset). Note a trend towards lower AUC between WT-D/3xTg-D (*p* = 0.0613) and not following SCDi treatment, WT-D/3xTg-S (*p* = 0.369) and a significant difference between WT-D/WT-S (*p* = 0.042). Two-way ANOVA, Dunnett’s post-hoc test. *p ≤ 0.05, **p ≤ 0.01. Error bars represent mean ± SEM. Scale bar, 5 μm. SCDi: Stearoyl-CoA desaturase inhibitor. **i**–**j** Immediate-early gene (IEG) expression in the hippocampus. Heatmap of the *z*-score of 18 IEGs (**i**). Violin plot of the 11 IEGs that are down-regulated between WT-D and 3xTg-D; note that expression of these 11 IEGs is significantly decreased between WT-D/3xTg-D (*p* = 0.0006) and upregulated to WT-D levels in 3xTg-S mice (WT-D/3xTg-S, *p* = 0.937), two-way ANOVA, Dunnett’s post-hoc test. (**j**). Violin plots represent minimum, 1st quartile, median, 3rd quartile and maximum. Error bars represent mean ± SEM. ***p ≤ 0.001 See Supplemental Data File 2 for synapse related DEG lists. Source data are provided as a Source Data file.

To explore whether the recovery of dendritic spines and dendritic structure was associated with increased markers of cellular activation within the hippocampus, we examined the expression of 18 hallmark immediate-early genes (IEGs) within our bulk RNA-sequencing dataset. IEG expression is rapidly triggered in neuronal and non-neuronal cells in response to diverse signals, and in neurons in particular, IEGs such as *Egr-1*, *c-fos*, *Arc* and *Bdnf* are dynamically modulated by depolarization^24–27^. Strikingly, 11/18 IEGs were down-regulated in 3xTg-D compared to WT-D mice (2-way ANOVA, Dunnett’s post-hoc test, *p* = 0.001), and after SCDi infusion, 3xTg-S mice no longer differed from WT-D mice (Dunnett’s post-hoc test, *p* = 0.937) (Fig. 4j).

Overall, these experiments show that SCDi administration in 3xTg mice results in broad effects on hippocampal synapse-related gene expression and leads to recovery of hippocampal dendritic spines, dendritic structure and activity-related IEG expression.

### Single-cell analysis identifies MHC-I genes as main targets of SCDi in 3xTg hippocampal microglia

Microglia, the resident immune cells of the central nervous system, are crucial for normal synapse development, support and elimination^28,29^. They also disproportionately express AD risk genes^30^ and are implicated in AD-associated synapse loss^29,31^, making them central players during AD pathogenesis^32,33^. Given that SCDi “restored” 39% of immune DEGs (94/238) and stimulated 159 “new” immune-related DEGs in the 3xTg hippocampus (Supplemental Data File 2), we asked whether SCDi-mediated changes in microglial activity contributes to its beneficial effects on dendritic spines. In line with this idea, immunostaining of Iba1+ microglia and PSD95+ postsynaptic densities intriguingly revealed a decreased colocalization in the hippocampal CA1 of 3xTg-D mice (2-way ANOVA, Dunnett’s post-hoc test, *p* = 0.012) that was restored to WT-D levels by SCDi (2-way ANOVA, Dunnett’s post-hoc test, *p* = 0.963) (Fig. 5a, b).

Microglia are challenging to study in their native environment as they comprise only 5–10% of hippocampal cells, exist in multiple cell states, and are hyper-sensitive to tissue processing stress. We established an optimized single-cell RNA sequencing strategy in which stressful purification steps were removed from the cell dissociation protocol and the gentle, microwell-based BD Rhapsody single cell system was used to maximize cell viability and yield. We also used a CD45-based multiplexing protocol to efficiently tag all immune cells and eliminate batch effects by allowing all experimental groups to be processed in the same sequencing run (see the “Methods” section).

Using the above strategy on WT and 3xTg mice infused with SCDi or vehicle as previously, 7357 CD45-tagged cells were recovered from 17,893 hippocampal cells that had met quality control thresholds (Supplemental Fig. 6). Sequencing depth reached a mean of 31,681 reads/cell. UMAP dimension reduction methods identified 33 cell clusters (Supplemental Fig. 6e) whose cell type identities were attributed using previously published gene sets^34–37^ (Fig. 5c, Supplemental Fig. 6f). Virtually all the recovered immune cells were successfully CD45-tagged, including 99% of microglia, 100% of T-cells, 93% of B-cells, and 97% of macrophages. As expected, other main clusters of recovered brain cells were present but incompletely tagged, including astrocytes, oligodendrocytes and endothelial cells (Supplemental Fig. 6a, b); to avoid subpopulation biases, these non-immune cells were not further studied.

**Fig. 5:**
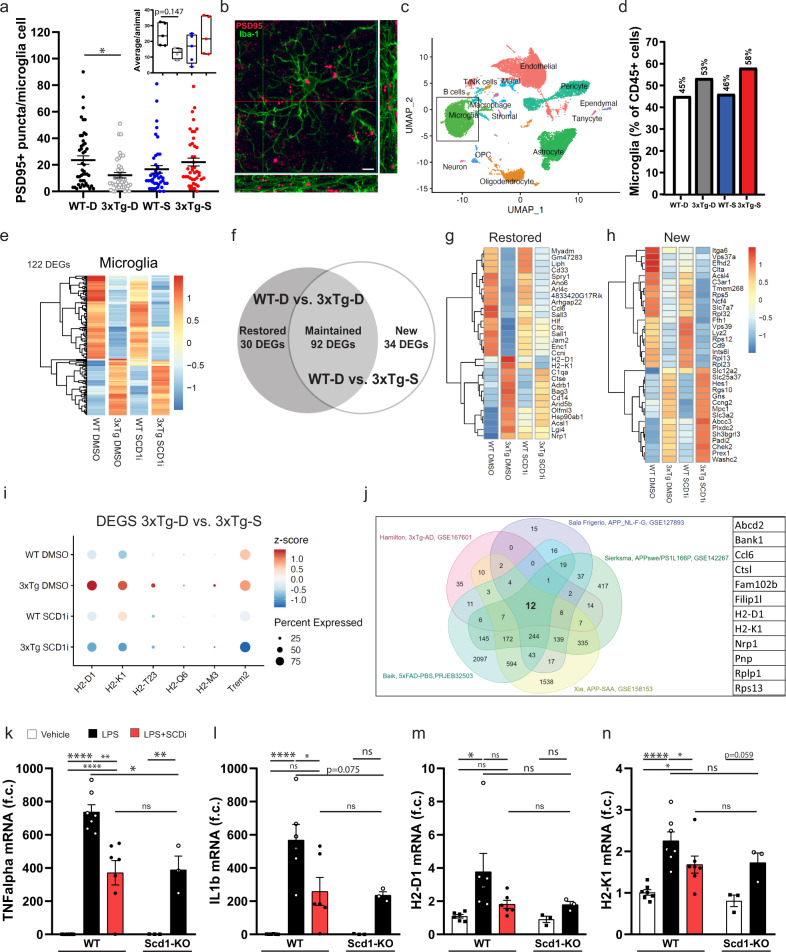
Single-cell RNA sequencing identifies MHC-I genes as main targets of SCDi in 3xTg hippocampal microglia. **a**, **b** Immunohistochemistry of PSD95 and Iba-1 in the hippocampus (CA1). **a** Quantification of PSD95+ puncta on Iba1+ microglial cells, WT-D (46 microglia/5 animals), 3xTg-D (40 microglia/4 animals), WT-S (42 microglia/5 animals), 3xTg-S (43 microglia/5 animals) (2-way ANOVA, Dunnett’s post-hoc test: WT-D/3xTg-D, *p* = 0.012; WT-D/3xTg-S, *p* = 0.963). Inset: box plot (minimum, 1st quartile, median, 3rd quartile and maximum), WT-D (8–14 microglia/animal), 3xTg-D (6–10 microglia/animal), WT-S (5–12 microglia/animal), 3xTg-S (7–11 microglia/animal). 2-way ANOVA, Dunnett’s post-hoc test. **b** Collapsed z-stack. Scale bar in **b**, 5 µm. **c**–**i** Single-cell RNA sequencing on WT and 3xTg mice treated with vehicle or SCDi (4 mice per group, pooled). **c** UMAP of all cells. **d** Microglia as percentage of CD45+ tagged cells. **e** Heatmap of WT-D/3xTg-D microglia DEGs (*p*-adjusted ≤ 0.05). **f** Venn diagram of WT-D/3xTg-D and WT-D/3xTg-S microglial DEG lists. **g**, **h** Heatmap of Restored (**g**) and New (**h**) genes. **i** Dot plot of average expression (*z*-score) of the top microglia DEGs between 3xTg-D and 3xTg-S: H2-D1, -K1, -T23, -Q6, -M3 genes (*p*-adjusted ≤ 0.05) and Trem2 (*p*-adjusted = 0.06). **j** Venn diagram overlapping the WT-D/3xTg-D microglial DEGs with public datasets from other Alzheimer’s disease mouse models. **k**–**n** qPCR analysis of TNFα (**k**), IL1β (**l**), H2-D1 (**m**), and H2-K1 (**n**) expression in WT (*n* = 8 mice) and SCD1-KO (*n* = 3 mice) microglia treated with Vehicle, LPS, or LPS + SCDi (L + S). TNFα (WT-Vehicle/WT-LPS *p* = 0.0001, SCD1-KO-Vehicle/SCD1-KO-LPS *p* = 0.0092) (**k**), IL1β (WT-Vehicle/WT-LPS *p* = 0.0001, SCD1-KO-Vehicle/SCD1-KO-LPS *p* = 0.277) (**l**), H2-D1 (WT-Vehicle/WT-LPS *p* = 0.047, SCD1-KO-Vehicle/SCD1-KO-LPS *p* = 0.901) (**m**), and H2-K1 (WT-Vehicle/WT-LPS *p* = 0.0001, SCD1-KO-Vehicle/SCD1-KO-LPS *p* = 0.059) (**n**). WT-LPS and SCD1-KO-LPS comparison showed a decrease in TNFα (*p* = 0.019) and a trend for IL1β (*p* = 0.075), 2-way ANOVA, Tukey’s post-hoc test. WT-LPS to WT-L + S showed a decrease in TNFα (*p* = 0.007), IL1β (*p* = 0.024) and H2-K1(*p* = 0.039) but not H2-D1 (*p* = 0.215) following SCDi treatment. WT-Vehicle to WT-L + S showed an increase in TNFα (*p* = 0.0001) and H2-K1 (*p* = 0.038) but not IL1β (*p* = 0.073) and H2-K1 (*p* = 0.626), 1-way ANOVA, Tukey’s post-hoc test. Note no significant differences were found between WT-L + S and SCD1-KO-LPS, 2 tailed *t*-test (comparison with Scd1-KO LPS). *p ≤ 0.05 **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Error bars represent mean ± SEM. SCDi: Stearoyl-CoA desaturase inhibitor. Source data are provided as a Source Data file.

Microglia were by far the largest cluster of CD45-tagged hippocampal cells (~50%) and their total number was higher in 3xTg mice regardless of treatment (Fig. 5d). Bioinformatic comparison of the microglia clusters in the WT-D and 3xTg-D groups revealed 122 microglial DEGs (Fig. 5f). Overlapping these 122 WT-D/3xTg-D DEGs with the WT-D/3xTg-S DEGs showed that 24% (30/122) were restored (Fig. 5f, g) and 34 genes were newly changed (Fig. 5f, h) by SCDi. Intriguingly, direct comparison of microglia in the 3xTg-D and 3xTg-S groups identified only five genes that were significantly modulated by SCDi in the 3xTg strain, and all five of these were MHC class I (MHC-I) genes: *H2-D1*, *H2-K1*, *H2-T23*, *H2-Q6*, and *H2-M3* (Fig. 5i). Further analysis revealed that *H2-D1* and *H2-K1* were expressed in over ~75% of microglia while *H2-T23*, *H2-Q6*, and *H2-M3* were only expressed in ~25% (Fig. 5i), and that all were upregulated within 3xTg-D microglia and downregulated in 3xTg-S microglia (Fig. 5i). Notably, both *H2-D1* and *H2-K1* were also among the 30 “restored” genes (Fig. 5g).

MHC-I genes are relevant in the context of our earlier data on SCDi-mediated spine recovery, as MHC-I has been implicated in microglia-driven synaptic pruning^38^ and learning and memory^39^. To assess if the SCDi-mediated changes in MHC-I genes are relevant to other AD mouse models, we compared our WT-D/3xTg-D microglia DEG list with DEG lists from four distinct AD models, including bulk RNA-sequencing data sets from 5xFAD^40^ or APP-SAA (Xia, GSE158153) microglia and single-cell RNA sequencing from App^NL-G-F^ KI mice^34^ or APP/PS1^36^ microglia (Fig. 5j). This analysis revealed an overlap of 12 DEGs across all five AD models (*Abcd2*, *Bank1*, *Ccl6*, *Ctsl*, *Fam102b*, *Filip1l*, *H2-D1*, *H2-K1*, *Nrp1*, *Pnp*. *Rplp1*, *Rps13*). Together, these data indicate that the targets of SCDi (*H2-D1* and *H2-K1*) are dysregulated in microglia in multiple AD mouse models.

To study the association between SCD, MHC-I and microglial activation, we cultured neonatal microglia from WT and Scd1-KO mice and measured their responses to an inflammatory stimulus, lipopolysaccharide (LPS). qPCR analysis showed that LPS treatment of WT microglia significantly increased mRNA levels of *TNFα* and *IL1β* (two markers of microglia activation) and that this upregulation was blunted in Scd1-KO microglia (Fig. 5k, l). WT microglia were likewise protected from LPS-induced inflammatory activation when treated with SCDi, expressing similar levels of *TNFα* and *IL1β* as the LPS-treated Scd1-KO microglia (Fig. 5k, l). Furthermore, expression of *H2-D1* and *H2-K1* mRNAs were increased following LPS exposure and this increase was blunted in both Scd1-KO microglia and in WT microglia treated with SCDi (Fig. 5m, n). These in vitro data identify a regulatory role of Scd during inflammatory activation of microglia and demonstrate that inflammation-induced upregulation of MHC-I genes in microglia is largely mediated by microglial Scd expression.

Collectively, these single cell and culture data reveal that Scd activity regulates microglial activation/response, and since the MHC-I genes *H2-D1* and *H2-K1* are the main transcriptional targets of SCDi, an Scd-MHC-I pathway may play an important role during this process.

### Single-cell analysis reveals that SCDi alters the cellular landscape of microglia in the 3xTg hippocampus

Previous single-cell RNA sequencing studies have identified several discrete subtypes or physiological states of microglia within the brain’s microglial population^34–36,40^. To characterize microglial subtypes in the 3xTg hippocampus, we subclustered our single-cell RNA sequencing microglial population using tSNE dimensionality reduction (Fig. 6a). The seven resulting subclusters all co-expressed classical microglia genes such as *P2ry12*, *Tmem119*, *Slc2a5*, and *Alf3*, as well as subcluster-specific DEGs (Fig. 6b). To identify these subclusters, we first used previously published datasets (Supplemental Fig. 7a–c)^34,35^, enabling us to annotate microglial subclusters 1 and 2 as Resting/Homeostatic (RH1 and RH2), subcluster 5 as Active Response (AR) and subcluster 6 as Active Interferon Response (AIR). We then used PAGA-tree pseudotime analysis^41^ to infer the lineage relationship between subclusters, revealing subclusters 3 and 4 to be likely transition states (Fig. 6c). Subcluster 3 was annotated as a transitional state linking RH1/RH2 with AIR and AR (i.e., T(AIR,AR)). Subcluster 4 was annotated as a transitional state between RH1/RH2 and subcluster 7 (Fig. 6c). Subcluster 7 expressed 311 DEGs that included high expression of phospholipid phosphatase (*Plpp3*), sodium/potassium transporting ATPases (*Atp1a2,b2*), and the Slc1a2 glutamate transporter (Fig. 6b). Like the AR and AIR microglia subtypes, subcluster 7 showed increased pseudotime transition by temporal inference (Fig. 6c) and elevated nCount RNA (Fig. 6d), suggestive of a more active state. GO analysis of subcluster 7 DEGs revealed enrichment for neuron-related biological processes (Supplemental Fig. 7e), lipid and ion regulation molecular functions (Supplemental Fig. 7f) and synaptic cellular components (Supplemental Fig. 7g). Based on these features we annotated subcluster 7 as a Active Synapse-associated Response (ASR) subcluster, and the transitional subcluster 4 as T(ASR). Average mitochondrial content was similar across subclusters, ranging from 3.3% to 8.2% (Supplemental Fig. 7d), thus subclassification of microglia is unlikely to be driven by differences in microglial quality.

**Fig. 6:**
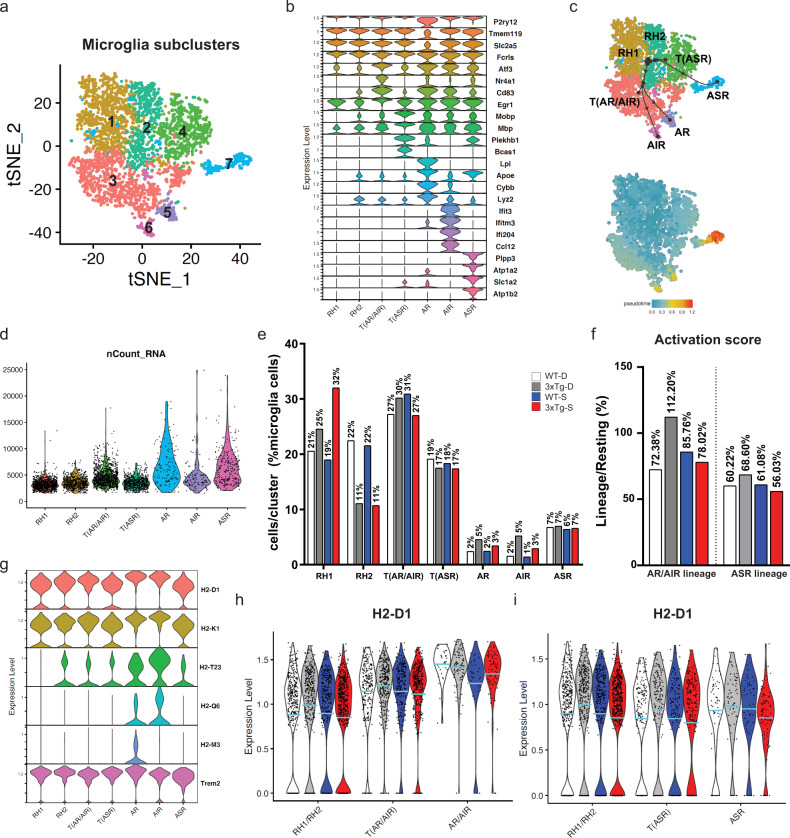
Single-cell analysis uncovers SCDi-mediated changes to the cellular landscape of microglia. **a** tSNE plot showing the microglia population can be subclustered into seven microglial subtypes/activation states (subclusters 1–7). **b** Violin plots of top 4 DEGs used to define the microglia cluster (P2ry12, Tmem119, Slc2a5, Fcris) followed by the top 4 subcluster-specific DEGs. Subclusters were annotated on the basis of prior single-cell RNA sequencing studies and additional strategies as described in the sections “Results” and “Methods”: Resting/Homeostatic (RH1, RH2, subclusters 1,2), Transitioning (T(AR/AIR), subcluster 3), Transitioning (T(ASR), subcluster 4), Active Response (AR, subcluster 5), Active Interferon Response (AIR, subcluster 6), Active Synapse-associated Response (ASR, subcluster 7). **c** PAGA-tree trajectory inference and pseudotime analysis of the microglia cluster, showing microglia subclusters annotated as “Active” (AR, AIR, ASR) have increased pseudotime transition. **d** Violin plot of nCounts across all microglia subclusters, showing the microglia subclusters annotated as “Active” (AR, AIR, ASR) have higher numbers of unique molecular identifiers (UMI) than “Resting” microglia (RH1, RH2). **e** Percentages of total microglia found in each subcluster in each experimental group. **f** Activation scores for the AR/AIR and ASR lineages for each experimental group. Activation scores were calculated as the lineage-positive cells (“Transitional” + ”Active”) expressed as percentage of the resting cells (RH1 + RH2). 100% indicates an equal proportion of lineage-positive to resting cells. **g** Violin plots of showing relative expression of the top 6 SCDi-regulated genes (between 3xTg-D and 3xTg-S) across microglial subclusters. **h**, **i** Violin plots of expression levels of H2-D1 in the AR/AIR lineage (**h**) and ASR lineage (**i**) in each experimental group. Blue lines identify the average expression level. Legend of experimental groups in (**e**) applies to panels **e**, **f**, **h**, **i**. See Supplemental Figs. 6–8 and Supplemental Data Files 2, 3.

We then asked whether the landscape of microglial states in the 3xTg hippocampus is altered by SCDi administration. In the WT-D control group, 43% of microglia were resting (RH1/RH2), 31% were within the AR/AIR lineage (T(AR/AIR), 27%; AR, 2%; AIR, 2%) and 26% were within the ASR lineage (T(ASR), 19%; ASR, 7%). Comparison of these microglial subclusters across treatment groups revealed that 3xTg-D mice have an expansion in their proportion of microglia within the AR/AIR lineage, and that this expansion was reversed by SCDi (Fig. 6e). Specifically, resting microglia (RH1/RH2) decreased from 43% to 36% in 3xTg-D mice while their AR/AIR lineage showed an increase from 31% to 40%, including a more than doubling of the combined downstream AR and AIR subclusters (from 4% to 10%). In 3xTg-S mice, these changes were largely corrected, with the AR/AIR lineage cells decreasing from 40% to 33%) and the RH1 cells increasing from 25% to 32% (Fig. 6e). The lineage-specific activation score showed that 3xTg-D mice had an increased percentage of activated (AR/AIR and ASR) relative to resting (RH1/RH2) lineages and that SCDi reversed this shift (Fig. 6f).

Lastly, we plotted expression of MHC-I and Scd genes as a function of microglial subclusters. The *H2-D1* and *H2-K1* genes were expressed across all microglial clusters and were most highly expressed in the AR and AIR microglia subclusters (Fig. 6g). In 3xTg-D mice, their relative expression was increased in resting (RH1/RH2) and transitional (T(AR/AIR, T(ASR)) populations, and decreased in resting, transitional and activated subpopulations by SCDi (Fig. 6h, i and Supplemental Fig. 8a, b). The main Scd family members, *Scd1* and *Scd2*, are generally most expressed in the activated microglial lineages and increased in 3xTg mice (Supplemental Fig. 8c, d). This suggests that SCDi acts on the activated microglial lineages and reverts them towards resting states.

This single cell analysis of hippocampal microglia provides a high-resolution view of microglial subtypes/states, how they are affected in an AD-like environment, and their response to SCDi. Our data demonstrate that SCDi administration reverses the AD-associated shift from resting to activated/disease states, suggesting that an SCD-controlled balance between saturated and monounsaturated fatty acids is a key regulator of microglial activation. Taken together with its effects on the hippocampal transcriptome, dendritic structure, activity associated IEG expression and spatial learning and memory, these findings reveal that SCDi can correct the core immune, synaptic and behavioral defects in an animal model of AD.

## Discussion

Here, we show that microglia activation, synaptic loss and learning and memory deficits, can be restored by inhibiting a single lipid metabolism enzyme, SCD. Using the 3xTg mouse, which was designed to reproduce the classical amyloid plaque and neurofibrillary tangle AD pathologies^14^, we determined that the hippocampus develops principal transcriptomic alterations in the core biological processes implicated in both familial and sporadic human AD: lipid metabolism, immune response and synaptic function^17,42^. Bioinformatic analysis revealed that molecular functions involving MUFA metabolism were specifically altered in the 3xTg hippocampus; this was compelling, as we previously showed lipid droplet accumulation along the ventricle walls of human AD patients and 3xTg mice^3^. In that prior study, we demonstrated that this lipid accumulation in 3xTg mice begins at pre-symptomatic stages, worsens with age, and consists of triglycerides rich in MUFAs. We used SCDi to reduce levels of these AD-associated triglycerides: in young adult mice this recovered neural stem/progenitor proliferation surrounding the lateral ventricles and, of relevance here, in the hippocampal dentate gyrus^3^. Given the key role of the hippocampus in AD, in this study we focused specifically on understanding how SCDi affects the biology and function of the 3xTg hippocampus. While SCDi did not restore hippocampal stem/progenitor proliferation in symptomatic 3xTg mice, we demonstrate that it (i) profoundly modulates immune and synapse genes, (ii) shifts the upregulation of activated microglia towards homeostatic/resting states, (iii) restores dendritic spines, dendritic complexity and activity-associated IEG expression, and (iv) ultimately recovers spatial learning and memory function.

New tools for localizing, identifying and quantifying lipids and the genes that regulate them have highlighted the importance of the SCD-regulated balance between saturated and unsaturated fatty acids in aging and neurodegenerative diseases. Appropriate fatty acid metabolism is important for normal aging and lifespan in both invertebrates and vertebrates^43^. In AD patients, lipidomic studies show that fatty acid desaturation is altered in the brain^11,13^ and plasma^2,12^. These changes might be the direct result of altered SCD activity, as *SCD* is specifically deregulated in the brains of AD patients^11^ and 3xTg mice^3^. Moreover, increased fatty acid desaturation was positively correlated with increased reversal learning errors and decreased cognitive performance in aged canines^44^. Here, when we performed RNA sequencing on the whole 3xTg hippocampus, unbiased GO enrichment analysis specifically highlighted fatty acid desaturase activity as a main dysregulated molecular function. The immediate consequences of altered desaturase activity are likely to be pleiotropic, as the cellular functions of lipids as energy substrates, bioactive molecules and building blocks are all determined by their precise identity. Indeed, recent lipidomic analysis of two large human AD cohorts revealed increased incorporation of SCD-dependent MUFAs in many complex lipid species^2^. Interestingly, beneficial effects of SCD inhibition have recently been observed in multiple animal models of Parkinson’s disease^45^, where SCD inhibition prevented PD-like neuropathology and motor deficits. Mechanistically SCD inhibition was shown to inhibit α-synuclein-induced lipid accumulation, toxicity, and neuronal degeneration in Parkinson’s disease models^46–48^. Whether microglia play a role in the beneficial effects of SCDi was not examined in those studies.

An increasing number of studies show that changes in microglia lipid metabolism mediate their responses in pathological conditions. During aging, for example, microglial subpopulations accumulate lipid droplets that lead to excessive ROS production, release of proinflammatory cytokines and impaired hippocampal synaptic plasticity and spatial memory^49,50^. How SCD-mediated fatty acid desaturation is implicated in regulating microglia activation is just beginning to be understood. Using a mouse model of multiple sclerosis, Bogie and colleagues recently showed that exposing microglia and macrophages to myelin increases their expression of Scd1, leads to their activation and reduces CNS repair. Depleting Scd1 in these cells prevented their activation and promoted myelin regeneration^51^. An interesting parallel exists in the context of AD, where peripheral macrophages treated with Aβ also upregulate Scd1 expression^52^. This is in line with our findings that show that SCDi is able to reverse microglial activation and recover dendritic spine number, dendritic structure, IEG expression and cognition in an amyloidogenic mouse model of AD.

In this study, we found that SCDi greatly dampened microglia activation and had beneficial downstream effects. The single cell resolution of our study allowed us to uncover heterogeneity in Scd gene expression among microglia subtypes and, intriguingly, between microglia from WT and 3xTg mice. Our data shows that Scd plays a role in microglia activation, however, we are just beginning to appreciate the heterogeneity of microglia cells. Using a novel single-cell RNA sequencing strategy, we specifically examined the impact of SCDi on hippocampal microglia. Our analyses uncovered distinct subpopulations of Resting/Homeostatic, Transitional or Activated microglia, with the relative proportions of these subsets being modulated by both the 3xTg phenotype and by SCDi treatment. Two of the Activated microglia subtypes, AR and AIR have been described in multiple recent AD single-cell RNA-sequencing studies^34–36,53^. These previous papers collectively show that both AR and AIR are present in normal young mice, increase with age and even more so in AD. Here, we also identified a third subtype of activated microglia, ASR, that is particularly intriguing because it is the most transcriptomically unique. ASR expressed 311 DEGs compared to the other microglia clusters, and GO analysis revealed that processes related to dendrites, synapses and lipid and cellular metabolism were over-represented in this gene set; this raises the exciting possibility that lipid metabolism may play a role in regulating a type of synapse-associated microglia. Although ASR did not vary in number between groups, it will be important to develop approaches to study the activity and contribution of this specific microglial subpopulation in health and disease. Interestingly, of the four isoforms of Scd gene found in mice (*Scd1*–*4*), *Scd1* and *Scd2* are the most highly expressed in the brain, and we found that their expression was higher in the Activated than Resting/Homeostatic microglia subtypes. For example, ASR and AR expressed the highest levels of *Scd2* and ASR had higher expression of *Scd1* compared to the other microglia subtypes. In 3xTg mice, *Scd2* was overexpressed in the ASR and AIR subtypes, while *Scd1* was overexpressed in ASR. Our findings on the involvement of Scd in microglia polarization support the emerging concept of lipid metabolism being a central regulator of microglial function and are consistent with the idea that microglia undergo metabolic alterations that convert their function from homeostatic to maladaptive in AD and other neurodegenerative diseases.

Intriguingly, the SCDi-mediated recovery of hippocampal dendritic structure, activity-associated IEG expression and learning and memory seen in our study occurred without changes in anxiety, stem/progenitor proliferation, neuronal loss, or amyloid oligomers or tau phosphorylation. Instead, we see main transcriptomic effects on immune genes and synapse genes and dampening of microglia activation. Previous studies have likewise shown that microglia depletion is sufficient to recover synaptic loss and memory in AD mouse models without modifying amyloid burden^54–57^. Together with our data, this suggests that the benefits of microglia depletion are due to removal of active microglia subpopulations specifically. Thus, we hypothesize that there is a tight inter-relationship between the SCDi-mediated effects on microglia and recovery of dendritic structure and learning and memory.

Synapse loss correlates highly with decline in cognitive function during AD^22,23^, and microglia are powerful modulators of this process in both health and disease^28,29^. During AD, there is significant and early synaptic loss, likely through dysfunctional synaptic pruning^31,55^. The mechanisms underlying synaptic pruning involve complement-mediated synaptic engulfment by microglia^29,31,58^. Complement proteins and their receptors are upregulated in the context of AD^31,59,60^, and their inhibition is sufficient to rescue cognitive impairment, synaptic and neuronal loss^31,58^. Our data shows that MHC-I genes were among the most highly up-regulated genes between 3xTg-D and WT-D, most strongly down-regulated genes by SCDi, and were expressed at highest levels by the activated microglia subclusters. MHC-I genes are involved in antigen presentation and activation of the adaptive immune response but also may play a role in synaptic pruning^38^ and learning and memory^39^. MHC-I molecules colocalize with the complement component C1q, suggesting a cooperative role for these genes in synaptic regulation^61^. In AD, C1q depletion is associated with reduced microglia/macrophage activation and AD mice lacking C1q display reduced synapse loss, supporting a role for C1q in mediating synapse removal^58^. Moreover, C3 depletion in a mouse model of AD significantly reduces synapse loss and promotes cognition, despite accumulation of the amyloid burden^62^. Of particular relevance here, Dagher et al. showed that a ∼30% reduction in microglia number in 3xTg mice improved cognition without significant changes in amyloid burden, suggesting that microglia might contribute to cognitive dysfunction via Aβ-independent mechanisms^63^.

Together our data suggest a Scd-MHC-I pathway mediates dendritic structure and learning and memory deficits in AD. Directly testing this hypothesis will require the development of more targeted tools that can inhibit Scd-expressing activated microglia cell subpopulations selectively.

Microglia are taking their place as key regulators of the pathogenesis of AD and other neurodegenerative diseases. As such, they are an attractive target for new disease-modulating drugs but also as potential biomarkers of clinical progression and drug-engagement. Using single-cell RNA sequencing, we and others have identified microglia subtype signatures that can hopefully be used to delineate biological states in the study of microglia dynamics. Identification of robust markers for different microglia states will allow for the development of tools to visualize microglial activation, inflammation, and disease progression. More broadly, our study places fatty acid metabolism and specifically SCD as a target to modulate core AD disease hallmarks. Encouragingly, inhibitors of human SCD have already been approved for clinical trials in obesity (study identifier; NCT02647970) and more recently in Parkinson’s disease (Yumanity); our data support their testing in AD patients as well.

## Methods

### Mice

Experiments were approved by the *Institutional Animal Care Committee* of the Centre de Recherche du Centre Hospitalier de l’Université de Montréal (CRCHUM) or Université de Quebec à Montreal (UQAM) following the Canadian Council of Animal Care guidelines.

### 3xTg-AD mice and strain controls

3xTg mice (Jackson Laboratory MMRRC stock #: 034830) and their WT strain controls (B6129SF2/J, Jackson Laboratory stock #: 101045) were purchased from Jax mice. Briefly, 3xTg mice were originally derived by Oddo and colleagues by co-microinjecting two independent transgenes encoding human APP_Swe_ and the human tau_P301L_ (both under control of the neuron-specific mouse Thy1.2 regulatory element) into single-cell embryos harvested from homozygous mutant PS1_M146V_ knock in (PS1-KI) mice^14^. Wildtype mice are the PS1-knock-in background strain (C57BL/6J × 129S1^14^). All mice were bred in-house, maintained in identical housing conditions (22 °C, 50% humidity, 12 h Light/Dark cycle OFF 10 a.m. ON 10 p.m.) and given free access to a standard rodent diet (#2018, Harlan Teklad) and water. 3xTg mice undergo a progressive increase in amyloid beta peptide deposition, with intracellular immunoreactivity being detected in some brain regions as early as 3–4 months. Synaptic transmission and long-term potentiation are demonstrably impaired in mice 6 months of age. Evidence of gliosis and inflammation is present by at least 7 months^64^. Between 12 and 15 months aggregates of conformationally altered and hyperphosphorylated tau are detected in the hippocampus^14,15^. Female mice were used for all experiments and sex and age matched.

### SCD1-KO mice

Scd1 knockout (Scd1-KO) mice were originally generated by the Ntambi laboratory (University of Wisconsin-Madison, Madison, USA)^65^. These mice were generated using a targeting vector to replace all six exons of the endogenous Scd1 gene with a neomycin-resistant cassette. This construct was electroporated into 129/Sv-derived embryonic stem (ES) cells. Heterozygous (Scd1-Het) mice were bred and housed (26 °C, 50% humidity, 12 h Light/Dark cycle ON 7 a.m. OFF 7 p.m.) in the Université de Quebec à Montreal (UQAM) animal facility to produce the WT and KO genotypes used in this study. Genotypes were confirmed by PCR amplification of mouse tail genomic DNA using the following primers: primer oIMR5361 (5′-GGGTGAGCATGGTGCTCAGTCCCT-3′) located in exon 6, primer oIMR6982 (5′-ATAGCAGGCATGCTGGGGAT-3′) located in the neo gene (425-bp product, targeted allele) and primer oIMR5362 (5′-CACACCATATCTGTCCCCGACAAATGTC-3′) located downstream of the targeting gene (600-bp product, wild-type allele). PCR conditions were 28 cycles, each of 45 s at 94 °C, 30 s at 62 °C and 45 s at 72 °C.

### SCD inhibitors

Two SCD inhibitors were used in this study: ab142089 (Abcam, C20H22ClN3O3, 4-(2-Chlorophenoxy)-*N*-[3 [(methylamino)carbonyl]phenyl]-1-piperidinecarboxamide, M.W. 387.87) and CAY10566 (Cayman Chemical, C18H17ClFN5O2, 3-[4-(2-chloro-5-fluorophenoxy)-1-piperdinyl]-6-(5-methyl-1,3,4-oxadiazol-2-yl)-pyridazine, M.W. 389.8).

### In vivo surgical procedures

#### Intracerebroventricular (ICV) osmotic pumps

For ICV infusions of SCDi or vehicle, mice were locally injected with buprivacaine (Hospira) and operated under isoflurane anesthesia (Baxter). Brain cannulae attached to Alzet osmotic pumps were stereotaxically implanted at 0.0 mm antero-posterior and 0.9 mm lateral to Bregma and the pumps placed under the back skin according to manufacturer’s instructions. The 28-day Alzet osmotic pumps used in these experiments (0.11 μl/h infusion rate, model 1004; Durect) were primed for 48 h and begin pumping immediately when implanted. Abcam or Cayman SCD inhibitors were dissolved in DMSO (Sigma-Aldrich) and infused at a final concentration of 80 µM in sterile aCSF (148 mM NaCl, 3 mM KCl, 1.7 mM MgCl_2_, 1.4 mM CaCl_2_, 1.5 mM Na_2_PO_4_, 0.1 mM NaH_2_PO_4_). Vehicle pumps contained the same volumes as the SCDi pumps (0.8% DMSO/aCSF).

### Fatty acid extraction and analysis by gas chromatography–flame ion detection (GC–FID)

Total lipids were extracted from periventricular tissue samples using the Folch method^66^. Sample weights (2.31–5.31 mg) were used to calculate the amount of standard (30–70 µg) of 1-O-Heptadecyl-2-Acetyl-sn-Glycero-3-Phosphocholine (17:0 PC; Sigma-Aldrich cat# 850360P) previously diluted in 10 mL of chloroform was added as an internal standard prior to extraction. Saponification of the fatty acids was performed using KOH-methanol, protonation followed with 12 N HCl and methylation with 12% BF_3_-methanol (Thermo Fisher Scientific cat# AC402765000), as described previously in Plourde et al.^67,68^.

The fatty acid composition of the periventricular tissue samples was analyzed by gas chromatography coupled with a flame ionization detector (model 6890; Agilent). 1 µl of the sample was injected in splitless mode at 250 °C. The methylated fatty acids were carried by helium at a pressure of 107 kPA through a 50 m BPX-70 fused capillary column (0.22-mm diameter, 0.25-µm film thickness; SGE). A thermal gradient was applied on the column as described in Chevalier et al.^69^. Fatty acids were then detected at the end of the column by the flame ionization detector at 260 °C. The total run time was 61.75 min per sample. Nu-Check-Prep standards (GLC-569) were used to identify 45 different fatty acid methyl esters and the chromatogram analysis was performed using OpenLab CDS ChemStation version C01.10.

### Whole hippocampus bulk RNA sequencing

#### RNA extraction, library preparation and sequencing

Mice were euthanized using a lethal dose of ketamine (Bimeda-MTC)/xylazine (Bayer Healthcare). Hippocampi from unoperated or pump-implanted mice were dissected and immediately flash frozen on dry ice. Total RNA was extracted with TRIzol (Invitrogen) and chloroform (Invitrogen). RNA was then purified with the RNeasy mini kit (Qiagen) according to manufacturer’s instructions. 400 ng of total RNA was used for library preparation. RNA quality control was assessed with the Bioanalyzer RNA 6000 Nano assay on the 2100 Bioanalyzer system (Agilent technologies) and all samples had a RIN above 8. Library preparation was done with the KAPA mRNAseq Hyperprep kit (KAPA, Cat no. KK8581). Ligation was made with 38 nM final concentration of Illumina dual-index UMI (IDT) and 11 PCR cycles was required to amplify cDNA libraries. Libraries were quantified by QuBit and BioAnalyzer DNA1000. All libraries were diluted to 10 nM and normalized by qPCR using the KAPA library quantification kit (KAPA; Cat no. KK4973). Libraries were pooled to equimolar concentration. Sequencing was performed with the Illumina Nextseq500 using the Nextseq High Output 75 cycles kit using 2.6 pM of the pooled libraries. 20–30M single-end PF reads were generated per sample. Library preparation and sequencing was made at the Institute for Research in Immunology and Cancer’s Genomics Platform (IRIC).

#### Bio-informatics

Sequences were trimmed for sequencing adapters and low quality 3′ bases using Trimmomatic version 0.35 and aligned to the reference mouse genome version GRCm38 (gene annotation from Gencode version M23, based on Ensembl 98) using STAR v2.5.1b. Group data was analyzed pairwise and normalized using the DEGES/DESeq2 generalized linear model. Differentially expressed genes were identified with the TCC implementation of likelihood ratio test within DESeq2 with a *p*-value < 0.01 threshold. Pheatmap v1.0.12 was used to produce heatmaps.

GO enrichment analysis on DEGs was performed using ShinyGO v0.741^70^, significance was set to FDR ≤ 0.05 and limited to the top 20 most significant categories for all analyses. The network plot (Fig. 1f) shows the relationship between enriched pathways. Two pathways (nodes) are connected if they share 20% or more genes. Darker nodes are more significantly enriched gene sets, bigger nodes represent larger gene sets, thicker edges represent more overlapped genes. For the hierarchical clustering tree (Supplemental Figs. 6g and 7e–g) summarizing the correlation among significant pathways, the pathways with many shared genes are clustered together. Bigger dots indicate more significant *p*-values. For identification of the DEGs related to”Lipid”, “Immune response”, or “Synapse”, gene set analysis was first performed on DEGs using GSEA 4.0.3^71^, and enriched gene sets relating to Lipids (lipid, fat, sterol), Immune responses (inflam, cytokine, immun, neutro, antigen, leukocyte, chemotaxis, lymphocyte, interleukin, myeloid, interferon, chemokine), and Synapses (synap, dendri, neurotrans, spine) were curated using the keywords in parentheses.

### Hippocampus single-cell RNA sequencing

#### Dissociation protocol

Mice received a lethal dose of ketamine (Bimeda-MTC)/xylazine (Bayer Healthcare) and were then perfused transcardially with phosphate-buffered saline (PBS) followed by rapid dissection of the hippocampus from the pump-implanted side into ice cold HBSS. Pools of 2 hippocampi were transferred to 1 ml of a warm (37 °C) Papain/DNAse I solution and mechanically dissociated 20 times with a plastic pipette before being incubated for 10 min at 37 °C. The same step was repeated with a P1000, followed by another dissociation with the P1000 and the addition of Ovomucoid (1:1 in volume) to stop the enzyme activity. Cells were triturated again 20 times with a P1000 and then a P200 and Base media (BM) (3:1 DMEM /F12 + GlutaMAX) was added to dilute the cells to 10 ml. Cells were through a 40 µm cell strainer then centrifuged at 500×*g* for 10 min at 4 °C without brakes. The supernatant was removed (leaving 1 ml) and a red blood cells lysis buffer diluted 1:1 with BM was added up to 6 ml and incubated for 1 min. After incubation, BM was added up to 14 ml to wash the lysis buffer, and cells were centrifuged as above. After centrifugation, the supernatant was removed, and pellet resuspended in BM up to 6 ml. The cell suspension was again passed through a 40 µm cell strainer, followed by centrifugation as before. As much as possible of the supernatant was removed and the remainder incubated with 100 µl of Dead Cell Removal Beads (Miltenyi Biotec) for 15 min at RT. Live cells were collected using MS selection columns (Miltenyi Biotec) according to the manufacturer’s instructions.

#### Multiplexing and sequencing

Cells were centrifuged, the supernatant was removed, and the cells resuspended in 400 µl of FBS (staining buffer, BD) before incubation for 5 min at 37 °C in 1:200 dilutions of Draq7 (300 µM) and Calcein AM (2 mM) to stain live and dead cells. Cells from each sample were pooled to obtain 4 mice per group, then the cells were labeled with CD45 mouse immune multiplexing kit (BD Biosciences, USA), loaded on a hemocytometer (C-chip, DHC-N01-5, (INCYTO) and the concentration and viability was measured in the BD Rhapsody Single-cell Analysis system (BD Biosciences). Then, 10,000 cells per sample were immediately loaded into the cartridge ready for single-cell capture. The viability of cells in all samples was 80–95%. Single-cell capture was performed on the BD Rhapsody (BD Biosciences), the DNA from each cell attached to a barcoded bead was subsequently retrieved and libraries were prepared using the whole transcriptome analysis (WTA) amplification kit (BD Biosciences) according to the manufacturer’s recommendations^72^. The quality of WTA and Sample tag libraries were examined with a DNA screentape D5000 HS on a TapeStation 2200 (Agilent Technologies, Santa Clara, CA, USA) and the concentration was measured on a QuBit 3.0 fluorometer (Thermo Fisher Scientific, Canada). Subsequently, WTA and Sample Tag libraries were pooled in a ratio of 98.8%:1.2%, initially sequenced on an iSeq 100 (Illumina Inc., San Diego, CA, USA) to confirm quality of libraries, and then sequenced for paired-end 100 bp sequencing on a NovaSeq 6000 (Novaseq 6000 S4 reagent kit (200 cycles), Illumina Inc., San Diego, CA, USA) at the Next-Generation sequencing Platform, Genomics Center, CHU de Québec-Université Laval Research Center, Québec City, Canada. The coverage was ~1300M paired-end reads.

#### Bio-informatics

Sequencing fastq files were processed with the BD Rhapsody WTA Analysis Pipeline on the SevenBridges application (BD Biosciences) using the mm10 reference genome with gencodevM19-20181206 transcriptome annotation. The unfiltered expression matrix and sample tag call matrix for multiplexing were recovered and processed using standard scanpy v.1.4.3 analysis pipeline^73^ SCANPY: large-scale single-cell gene expression data analysis in the Genetics & Genomics Analysis Platform on Compute Canada’s Arbutus cluster (https://genap.ca/). In total, 24,154 genes across 20,959 cells were analyzed, with 31,681 mean reads/cell, 5336 mean UMI/cell, and 1866–2502 cells/tag for the 4 multiplex tags. h5Anndata object was generated after data normalization and scaling, dimensionality reduction, cluster and marker identification and imported into Seurat 4.1.0^74^ for further analysis. Cells were filtered for UMI count (min 1000) and mitochondrial content (max 27%), resulting in a final cell count of 17,983. For the total microglia cluster (clusters 1, 8, 20), the average read count was 4724 (Supplemental Fig. 6c) and the average mitochondrial content was 6.1% (Supplemental Fig. 6d).

Automatic cell type annotation was conducted using scMCA mouse cell atlas R package v0.2.0.^75^ and the “Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris” trained model in scibet R package v0.1.0^76^ and manually annotated by confirming results from automatic annotation and markers identified with the *FindMarkers* function when consensus was not evident between automatic methods. Microglial cells were subsetted and reanalyzed to identify subpopulations on the 2000 variable features identified by *FindVariableFeatures*. Data scaling and PCA analysis was conducted and the top 10 PCA dimensions, as determined with elbow plot, were used to *FindNeighbors* and *RunTSNE*. FindClusters was run with a sensitivity of 0.4 to identify subpopulations within the microglia subset. *FindMarkers* was used to identify the transcriptomic signature of each subtype and markers were compared with previously published data^34–36,53^.

Trajectory inference was conducted using the dynoverse R packages dyno 0.1.2: Set of packages for doing trajectory inference (TI) on single-cell data. https://github.com/dynverse/dyno)^77^. Briefly, count and expression matrices were extracted from the Seurat object and wrapped into a dynwrap object using *dynwrap::wrap_expression*. grouping and dimensionality reduction information, these were then added to the dynwrap object using *add_grouping* and *add_dimred* respectively. TI methods were selected using the *guidelines_shiny* tool for our specific dataset. TI methods retained for analysis were slingshot^78^, PAGA-tree^41^, multiple spanning tree (MST), and wishbone^79^. While every method provided specific insight into the data structure upon TI analysis using *dynwrap::infer_trajectory*, PAGA-tree best recapitulated the structure of other methods combined in our data. Pseudotime visualization was thus obtained using *calculate_pseudotime* on the PAGA-tree model object.

Gene expression mapping was done using *Nebulosa::plot_density*^80^ *Nebulosa: Single-Cell Data Visualization Using Kernel Gene-Weighted Density Estimation*. R package version 1.0.0, https://github.com/powellgenomicslab/Nebulosa). Differential gene expression between treatment groups was done with Seurat::FindMarkers and specifying treatment pairs to compare. Violin plots were generated in Seurat and represent the natural log of the number of transcripts after normalization.

### Comparison with publicly available mouse microglia datasets

#### Bulk microglia data sets

The protein coding transcripts of the combined matrix on GEO from Xia et al. (GSE158153) was extracted and all replicated were analyzed using the same methodology as for our data set using the TCC R package. All App-SAA samples were analyzed as replicates, irrelevant of their methoxy-X04 status (*n* = 20 total) and compared to control wildtype samples (*n* = 10) using tcc’s implementation of Deseq2 for both normalization and DEG testing with three iterations with a *p*-value ≤ 0.01 threshold. Similarly, raw fastq files for WT-PBS and 5XFAD-PBS from Baik et al. (PRJEB32503) were processed using our standard RNAseq pipeline^40^. Briefly, the RNA-sequencing data was run in a bioinformatics pipeline using the Compute Canada clusters (assigned to Dr. Tétreault). Alignment was performed using HiSAT2 v2.1.0^81^ against reference genome mm19. Read counts were obtained with htseq-count^82^ and differential expression analysis were performed with the Bioconductor R package TCC v1.24.0^83^. Group data was analyzed pairwise and normalized using the DEGES/DESeq2 generalized linear model. Differentially expressed genes were identified with the TCC implementation of likelihood ratio test within DESeq2 with a *p*-value < 0.01 threshold.

#### Single-cell microglia datasets

The Seurat-normalized filtered counts matrix and metadata from Sierksma et al. ^36^ (GSE142267) was imported into Seurat. DEGs were obtained by running the FindMarkers function between specified groups (APP_WT vs. APP_TG) at 11 months. Similarly, for Sala Frigerio et al. the Seurat-normalized filtered counts matrices and metadata from Sala Frigerio et al.^34^ (GSE127893) for the two available datasets were imported into Seurat for reanalysis. Only WT vs. APP_NL-F-G 12 months old animals from the KW dataset were compared using the FindMarkers function to identify DEGs between microglial cells in hippocampus populations. DEG significance cut-off was set to *p*-adj ≤ 0.05 for single-cell RNA sequencing data.

DEG lists from all data sets analyzed were compared using molbiotools (molbiotools.com/listcompare) to determine the common genes.

### Microglia cultures

Primary microglia were harvested from whole brains of postnatal day 1 Scd1-WT or Scd1-KO pups. Following the dissection of the brain, meninges were carefully removed in an ice-cold solution of HBSS 1X without Ca^2+^ and Mg^2+^ (Wisent, cat# 311- 512-CL). The brain was chopped using a scalpel, passed through a 25 and 22 G syringe needle twice, then filtered through 100 µm cell strainer in Dulbecco’s modified Eagle medium (DMEM), high glucose without sodium pyruvate (Invitrogen cat# 11965118) containing 10% heat-deactivated FBS (Wisent cat# 085150) and 1% penicillin and streptomycin (P/S) (Wisent cat# 450-201-EL). Cells from each brain were resuspended in media (DMEM + 10% FBS + 1%P/S) and cultured in a T-75 flask in a 37 °C incubator with 5% CO_2_. After 5 days in culture, the media was changed to remove debris. The media was subsequently changed 2 times a week until microglia isolation. Once a layer of astrocytes reached 95–100% confluence (11–13DIV) the microglia grow on top, microglia began detaching after an additional 3DIV and were isolated by incubating flasks on a rocker for 1 h at 37 °C with 5% CO_2_. Microglia were then plated on a 48-well plate coated with poly-d-lysine (Sigma Aldrich, cat# P9404) at a cell density of 100,000 cells/well and incubated for 48 h before the experiment to allow microglia to enter a “homeostatic/resting state”. This protocol yields approximately ~98% microglia purity in our lab. Primary microglia were treated for 6 h with 25 ng/mL of LPS (Sigma Aldrich, cat# L4516) diluted in PBS 1× (Wisent, cat#311-010-CL), or 5 µM of SCD1 inhibitor (Abcam cat# ab142089) diluted in DMSO. Treatments were stopped by adding TRIzol (Invitrogen cat# 15596018) to the cells followed by RNA extraction with chloroform (Invitrogen cat# 15593031).

### Real-time quantitative PCR

RNA was quantified using a NanoDrop™ 2000/2000c Spectrophotometer (Thermo Fisher Scientific). cDNA was prepared from 1 µg of total RNA using a mix of 1× reverse transcriptase buffer (from 10× stock: 1 M Tris pH 8.3, 1 M MgCl_2_), 25 mM dNTP mix (Invitrogen cat# 10297-018), 0.5 M dithiothreitol (Invitrogen cat# R0861), 20U RNAse inhibitor (Invitrogen cat# N8080119) and 100U M-MLV Reverse Transcriptase (Invitrogen cat# 28025-013). Samples were incubated at 37 °C for 1 h. cDNA was diluted to a final concentration of 4 ng/µL in RNAse–DNase-free water (Wisent, cat# 809-115-CL). Real-time quantitative PCR was performed using SensiFAST 2X SYBR Lo-ROX kit Master mix (Bioline cat#BIO-94050) on the QuantStudio3 (Applied Biosystems). Primers (Supplemental Table 1) were used at 16 µM. Gene expression of target mRNAs was calculated using the Comparative Ct method and was normalized to expression levels of the housekeeping gene 18S.

### Golgi-Cox staining, imaging and quantification

Mice were deeply anesthetized with isoflurane and immediately decapitated, the brain was removed, and the contralateral half was cut at 5 mm from the olfactory bulbs and 4 mm from the brain stem in a mouse brain mold to expose the hippocampus. Golgi staining was performed with the slice Golgi kit (Bioenno Tech, USA). Slices between Bregma −1.06 to −2.20 mm were post-fixed in fixative solution for 1 h at 4 °C and then in fresh fixative solution for an additional 48 h at 4 °C before slicing on a vibratome at 150 µm. Briefly, sections were washed three times with PB pH 7.4. Free-floating sections were then stained in the impregnation solution for 24 h and then in fresh impregnation solution for another 4 days at room temperature on a rocker. Then sections were washed once with PBS-T to remove impregnation solution. Subsequent washes were performed with PBS 1× pH 7.4. Golgi staining was performed by incubating sections in solution C for 1 min and then in post-staining solution D for 2 min. Sections were dehydrated in a series of ethanol baths (50%, 80%, 95% and 100%) followed by two Xylene washes. Sections were then mounted with Permount (Thermo Fisher Scientific, Canada) and allowed to dry overnight before imaging.

Dendritic spine density was assessed by counting spines found on secondary and tertiary dendrites of neurons in the dentate gyrus and the CA1 of the hippocampus on a light microscope at ×100 equipped with a color camera (Olympus BX43). To assess dendritic complexity, Z stacks were taken at 0.2 µm steps at ×62 in brightfield (Olympus X81). Stacks were processed in Fiji v1.52p^84^. Using the Segmentation (Simple Neurite Tracer) plug-in, dendritic trees were traced to obtain total dendritic length and a Sholl analysis was performed using 10 µm concentric rings using the center of the soma as the reference point. Quantifications in DG or CA1 were performed on the contralateral (side-opposite the ICV pump), approximately two neurons from (4 sections per animal *n* = 4 mice per treatment group) for a total of ~24 neurons per group. All quantifications were done by a blinded experimenter for further details refer to figure legends.

### Cresyl Violet staining, imaging and quantification

Four 40 µm vibratome sections from *n* = 5 animals per group (Bregma −1.06 to −2.20 mm) of the hippocampus were dried on slides, fixed with PFA 4% for 10 min and stained with cresyl violet acetate (0.1%, Sigma-Aldrich) for 15 min. Slides were quickly destained in a series of ethanol baths (50%, 70%, 95%, 100%, 15 s per bath), cleared with Citrisolv (Thermo Fisher Scientific, Canada) for 10 s and coverslipped with Permount (Thermo Fisher Scientific, Canada).

Quantification of the neuron density was performed live on a light microscope equipped with a color camera at ×40 (Olympus BX43) from one field of the dentate gyrus or CA1 per section. For the measurement of granule and pyramidal cell layers, the dentate gyrus and the CA1 of the hippocampus were imaged on a light microscope equipped with a color camera at ×40 (Olympus BX43) and the thickness was measured using the measure tool in Fiji v1.52p^84^. All quantifications were done by a blinded experimenter.

### Immunohistochemistry, imaging and quantification

Immunohistochemical procedures were performed as detailed previously^85,86^ for mouse anti-human Ki67 (1:100, BD Biosciences), rabbit anti-GFAP (Dako Diagnostic, 1:1000), and guinea-pig anti-DCX (Millipore, 1:3000). For rabbit anti-Iba-1 (Wako, 1:400) and mouse anti-post synaptic density-95 (Millipore, 1:160) the sections were blocked overnight in 10% normal donkey serum/0.2% triton x at 4 °C followed by overnight incubation in the primary antibodies at 4 °C. Fluorescence primary antibodies were detected using species-appropriate Alexa Fluor conjugate secondary antibodies, Alexa 488 Donkey anti-rabbit (H + L) (A21206, Invitrogen, 1:1000), Alexa 555 Goat anti-guinea pig (H + L) (A21435, Invitrogen, 1:1000), Alexa 647 Donkey anti-mouse (H + L) (A31570, Invitrogen, 1:1000). For brightfield immunohistochemistry, rabbit anti-Abeta (37–42, NEB, 1:100) and mouse anti-Abeta 1–16 (Covance, 6E10, 1:200) primary antibodies were detected using species-appropriate biotinylated secondary antibodies biotinylated goat anti-mouse (H + L) (115-065-146, Jackson Immuno Research, 1:1000) or biotinylated goat anti-rabbit (H + L) (111-065-144, Jackson Immuno Research, 1:1000), and the signal was amplified using the avidin–biotin–peroxidase system (VectaStain ABC Kit, Vector Laboratories) and revealed using a 3,3-diaminobenzidine (DAB)-containing solution (Sigma-Aldrich).

Ki67, GFAP, and DCX was imaged on a motorized Olympus IX81 microscope. For quantification of neurogenesis markers expressed by SVZ and dentate gyrus cell populations, 4–6 sections at 120 µm intervals through the striatal SVZ or dentate gyrus were quantified. Counts were limited to the subventricular zone and subgranular zone respectively. All Abeta and Tau sections were scanned with a 20 × 0.75 NA objective with a resolution of 0.3225 µm (BX61VS, Olympus, Toronto, Ontario). Quantification of amyloid beta Abeta (37–42) and Abeta (1–16) was performed in Fiji v1.52p^84^ using the process and analyze particle functions to obtain arbitrary units (arb. units) per animal. For colocalization of PSD95 and Iba-1, sections were imaged on a confocal Leica SP5 using ×63 oil 1.4 NA objective with 1× zoom and 2048 × 2048 resolution, 400 Hz. 20–30 µm z-stacks were acquired at 0.4 µm z-step size, using sequential scans with 2× frame averaging and 2× line averaging for both the 488 nm (Iba-1) and 647 nm (PSD95) wavelengths. For quantitation, image brightness was adjusted systematically to all stacks and 3D rendering of confocal images was performed using 3D project in Fiji (v1.52p). Only puncta larger than approximately 0.4 µm were counted using the manual cell counter plug-in. Iba-1+ microglial cells in CA1 with complete arborization were quantified, WT-D (*n* = 46 from 5 animals), 3xTg-D (*n* = 40 cells from 4 animals), WT-S (*n* = 42 cells from 5 animals), 3xTg-S (*n* = 43 cells from 5 animals). The experimenter was blinded to the genotype and treatment during image acquisition, processing and quantification of all IHC experiments.

### Western blotting

Western blotting was performed as previously described^86^. The following antibodies were used: mouse PHF1 (p-Tau^(S396/404)^)(Peter Davis, 1:100), mouse AT8 (p-Tau^(S202/T205)^)(Thermo, 1:100), mouse AT180 (p-Tau^(T231)^)(Thermo, 1:100), mouse anti-Abeta 1–16 (Covance, 6E10, 1:1000), rabbit anti-Abeta (37–42, NEB, 1:500) in conjunction with HRP-conjugated secondary HRP Goat anti-rabbit (111-035-144, Jackson Immuno Research, 1:5000), HRP Goat anti-mouse (Bio-Rad, 170-6516, 1:5000). Secondary antibodies were detected using Clarity (Bio-Rad) and ChemiDoc (Bio-Rad). Quantitative densitometry of bands was performed using Image Lab version 4.1 (Bio-Rad).

### Behavioral testing

#### Open field test

As a of anxiety-like behavior, mice were tested in the open field test. The open field consists of a Plexiglass box (50 × 50 × 30 cm) in a lit room. Each mouse was placed in the middle of the novel arena and allowed to explore the field for 5 min. Movement in the field was recorded and tracked by an overhead video camera connected to a PC with Ethovision XT software (Med Associates, Inc., St Albans, VT, USA).

#### Elevated plus maze

The apparatus consists of two closed arms that oppose two open arms in a plus design (Med Associates, Inc., St Albans, VT, USA). Decreased time spent in the open, exposed arm is an indicator of increased anxiety-like behavior. The apparatus is placed 60 cm above the floor and has a video camera fixed overhead. Each mouse was placed in the middle of the maze facing the open arm opposing the experimenter. Movement in the maze was recorded and tracked for 5 min by an overhead video camera connected to a PC with Ethovision XT software (Med Associates, Inc., St Albans, VT, USA).

#### Light dark box

The light dark box consisted of a shuttle box half lit and half dark. Decreased time spent on the lit side is an indicator of increased anxiety-like behavior. Each mouse was placed in the dark side of the box and movement was recorded and tracked for 5 min by an overhead video camera connected to a PC with Ethovision XT software (Med Associates, Inc., St Albans, VT, USA). The number of 4 paw exits was manually counted using the video by a blinded experimenter.

#### Morris water maze

The water maze consists of a pool (100 cm in diameter) surrounded by extra maze cues delimiting four quadrants (NE, NW, SE, SW). The water temperature was maintained at 25 ± 1 °C (24.5 °C = 76 °F). Mice were trained for 6 trials per day over 4 days. On Day 5, the platform was removed for a probe trial. Starting positions were chosen using a pseudorandom algorithm and changed for each trial. The maximum allotted time for each trial was 60 s and mice were considered by the software to have arrived on the platform if they were in the platform zone for 2 s. Mice were allowed to remain on the platform for 20 s; mice that did not find the platform were guided there and allowed to remain for 20 s. Following each trial, mice were lightly dried and placed on a heating pad until their next trial. The inter-trial interval ranged from 15 to 20 min.

### Statistical analyses

All statistical analyses were performed using GraphPad Prism, Version 8 (GraphPad Software, Inc). A 2 × 2 experimental design (strain and treatment) was used for most experiments, and therefore analyzed by 2-way ANOVA followed by either Dunnett’s (comparisons versus a single control group) or Tukey’s (all group comparisons) multiple comparison post-hoc tests, as indicated in the legends. For the Morris Water Maze (Fig. 3a), a 2-way ANOVA with repeated measures was used for analyzing thee escape latency learning curves. For the microglia culture experiment (Fig. 5k–n), the WT and Scd1-KO strains were treated with 3 treatments (WT: Vehicle, LPS, LPS + SCDi) versus 2 treatments (Scd-KO: Vehicle, LPS), precluding use of a single test. A primary 2-way ANOVA (Tukey’s post-hoc test) was therefore used to compare the Vehicle and LPS treatments on WT and Scd1-KO mice, and secondary tests were used for the additional comparisons involving the WT (LPS + SCDi) group: the WT (LPS + SCDi) group was compared with the two other WT groups by 1-way ANOVA (Tukey’s post-hoc test), and with the Scd1-KO (LPS) group by *t*-test. Error bars represent mean ± standard error of the mean (SEM). Significance level was set at *p* ≤ 0.05 or *p* ≤ 0.01 as indicated in figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemental Information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplemental Data File 1

Supplemental Data File 2

Supplemental Data File 3

## Data Availability

The datasets generated during this study are available at GEO, accession number GSE167605. All the other data are available within the article and its Supplementary Information. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Stearoyl-CoA Desaturase inhibition reverses immune, synaptic and cognitive impairments in an Alzheimer’s disease mouse model
**Source:** Nat Commun. 2022 Apr 20;13:2061. doi: 10.1038/s41467-022-29506-y
**Supplement:** Supplementary file 1 — Supplemental Information

## Supplemental Information

Supplemental Figure 1

a

| Fatty acid<br>(mg/g)  | Strain and treatment |               |               |               | P-value                                                                                                                                      |
|-----------------------|----------------------|---------------|---------------|---------------|----------------------------------------------------------------------------------------------------------------------------------------------|
|                       | WT-DMSO              | WT-SCDi       | 3xTg-DMSO     | 3xTg-SCDi     |                                                                                                                                              |
| <b>C14:0</b>          | 0.045 ± 0.025        | 0.072 ± 0.033 | 0.051 ± 0.030 | 0.071 ± 0.016 | ns                                                                                                                                           |
| <b>C15:0</b>          | 0.012 ± 0.012        | 0.053 ± 0.009 | 0.035 ± 0.004 | 0.052 ± 0.006 | ns                                                                                                                                           |
| <b>C16:0</b>          | 7.179 ± 0.616        | 8.448 ± 0.957 | 6.494 ± 0.251 | 8.160 ± 1.043 | WT <sub>D</sub> vs WT <sub>S</sub> : 0.007<br>3xTg <sub>D</sub> vs 3xTg <sub>S</sub> : 0.001                                                 |
| <b>C16:1 t</b>        | 0.040 ± 0.021        | 0.055 ± 0.007 | 0.044 ± 0.004 | 0.069 ± 0.001 | ns                                                                                                                                           |
| <b>C16:1</b>          | 0.131 ± 0.022        | 0.140 ± 0.015 | 0.118 ± 0.018 | 0.147 ± 0.018 | ns                                                                                                                                           |
| <b>C18:0</b>          | 9.226 ± 0.743        | 9.955 ± 0.717 | 8.456 ± 0.291 | 9.469 ± 1.214 | WT <sub>D</sub> vs WT <sub>S</sub> : 0.124<br>WT <sub>D</sub> vs 3xTg <sub>D</sub> : 0.129<br>3xTg <sub>D</sub> vs 3xTg <sub>S</sub> : 0.046 |
| <b>C18:1 n-9</b>      | 6.026 ± 0.912        | 5.888 ± 0.387 | 4.855 ± 0.770 | 5.683 ± 0.696 | WT <sub>D</sub> vs 3xTg <sub>D</sub> : 0.021<br>3xTg <sub>D</sub> vs 3xTg <sub>S</sub> : 0.103                                               |
| <b>C18:1 n-7</b>      | 1.400 ± 0.177        | 1.500 ± 0.114 | 1.247 ± 0.117 | 1.444 ± 0.234 | ns                                                                                                                                           |
| <b>C18:2 t</b>        | 0.573 ± 0.152        | 0.493 ± 0.061 | 0.416 ± 0.078 | 0.466 ± 0.061 | ns                                                                                                                                           |
| <b>C18:2 n-6</b>      | 0.290 ± 0.033        | 0.328 ± 0.027 | 0.303 ± 0.018 | 0.343 ± 0.053 | ns                                                                                                                                           |
| <b>C20:0</b>          | 0.104 ± 0.013        | 0.110 ± 0.007 | 0.122 ± 0.008 | 0.112 ± 0.006 | ns                                                                                                                                           |
| <b>C20:1</b>          | 0.559 ± 0.113        | 0.473 ± 0.056 | 0.511 ± 0.062 | 0.479 ± 0.024 | ns                                                                                                                                           |
| <b>C20:3 n-6 DGLA</b> | 0.143 ± 0.023        | 0.147 ± 0.012 | 0.128 ± 0.013 | 0.155 ± 0.027 | ns                                                                                                                                           |
| <b>C20:4 n-6</b>      | 4.642 ± 0.498        | 4.976 ± 0.368 | 4.086 ± 0.476 | 4.958 ± 0.869 | 3xTg <sub>D</sub> vs 3xTg <sub>S</sub> : 0.086                                                                                               |
| <b>C22:3</b>          | 1.445 ± 0.235        | 1.479 ± 0.125 | 1.187 ± 0.161 | 1.393 ± 0.207 | ns                                                                                                                                           |
| <b>C24:1</b>          | 0.162 ± 0.085        | 0.076 ± 0.044 | 0.053 ± 0.053 | 0.000 ± 0.000 | ns                                                                                                                                           |
| <b>C22:5 n-3 DPA</b>  | 0.021 ± 0.021        | 0.043 ± 0.015 | 0.039 ± 0.020 | 0.048 ± 0.024 | ns                                                                                                                                           |
| <b>C22:6 n-3 DHA</b>  | 4.883 ± 0.550        | 5.209 ± 0.391 | 4.207 ± 0.544 | 5.489 ± 1.076 | 3xTg <sub>D</sub> vs 3xTg <sub>S</sub> : 0.012                                                                                               |
| <b>ΣSFA</b>           | 20.31 ± 2.763        | 20.81 ± 1.490 | 17.19 ± 2.096 | 20.67 ± 3.283 | WT <sub>D</sub> vs 3xTg <sub>D</sub> : 0.124<br>3xTg <sub>D</sub> vs 3xTg <sub>S</sub> : 0.087                                               |
| <b>ΣUFA</b>           | 16.57 ± 1.332        | 18.65 ± 1.659 | 15.16 ± 0.371 | 17.88 ± 2.259 | ns                                                                                                                                           |
| <b>ΣFA</b>            | 36.88 ± 4.081        | 39.46 ± 2.828 | 32.35 ± 2.460 | 38.56 ± 5.527 | WT <sub>D</sub> vs 3xTg <sub>D</sub> : 0.027<br>3xTg <sub>D</sub> vs 3xTg <sub>S</sub> : 0.003                                               |

b Restored DEGs

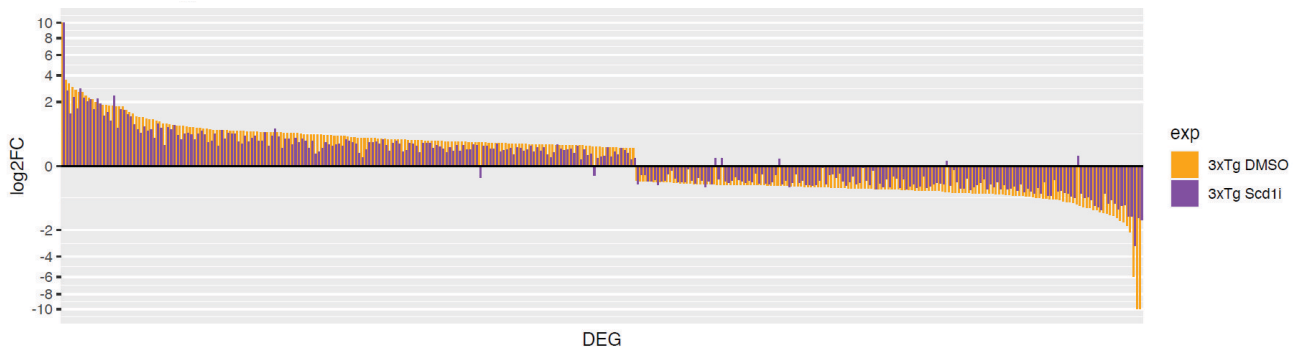

## Supplemental Figure 1

**a** Results of quantitative GC-FID fatty acid profiling of the micro-dissected subventricular zone of DMSO- or SCDi-infused mice (N=3-4/group). Note that SCDi infusion in 3xTg mice led to increased concentrations (mg/g) of the SCD substrates C16:0 (palmitic acid,  $p<0.001$ ) and C18:0 (stearic acid,  $p=0.046$ ), as well as of C22:6 n-3 (DHA,  $p=0.012$ ) and total fatty acids ( $p=0.003$ ). Two-way ANOVA with uncorrected Fisher's LSD post-hoc test.

**b** Expression levels of the whole hippocampus "Restored" genes. Orange bars show the log2FC of the WT-D/3xTg-D DEGs that were "Restored". These are overlayed in purple with the log2FC of the same genes in the WT-D/3xTg-S comparison. Note that the difference in expression for the vast majority of WT-D/3xTg-D DEGs was reduced in the WT-D/3xTg-S comparison (an average 42% reduction in difference).

Related to **Figure 2**. Source data are provided as a Source Data file.

Supplemental Figure 2

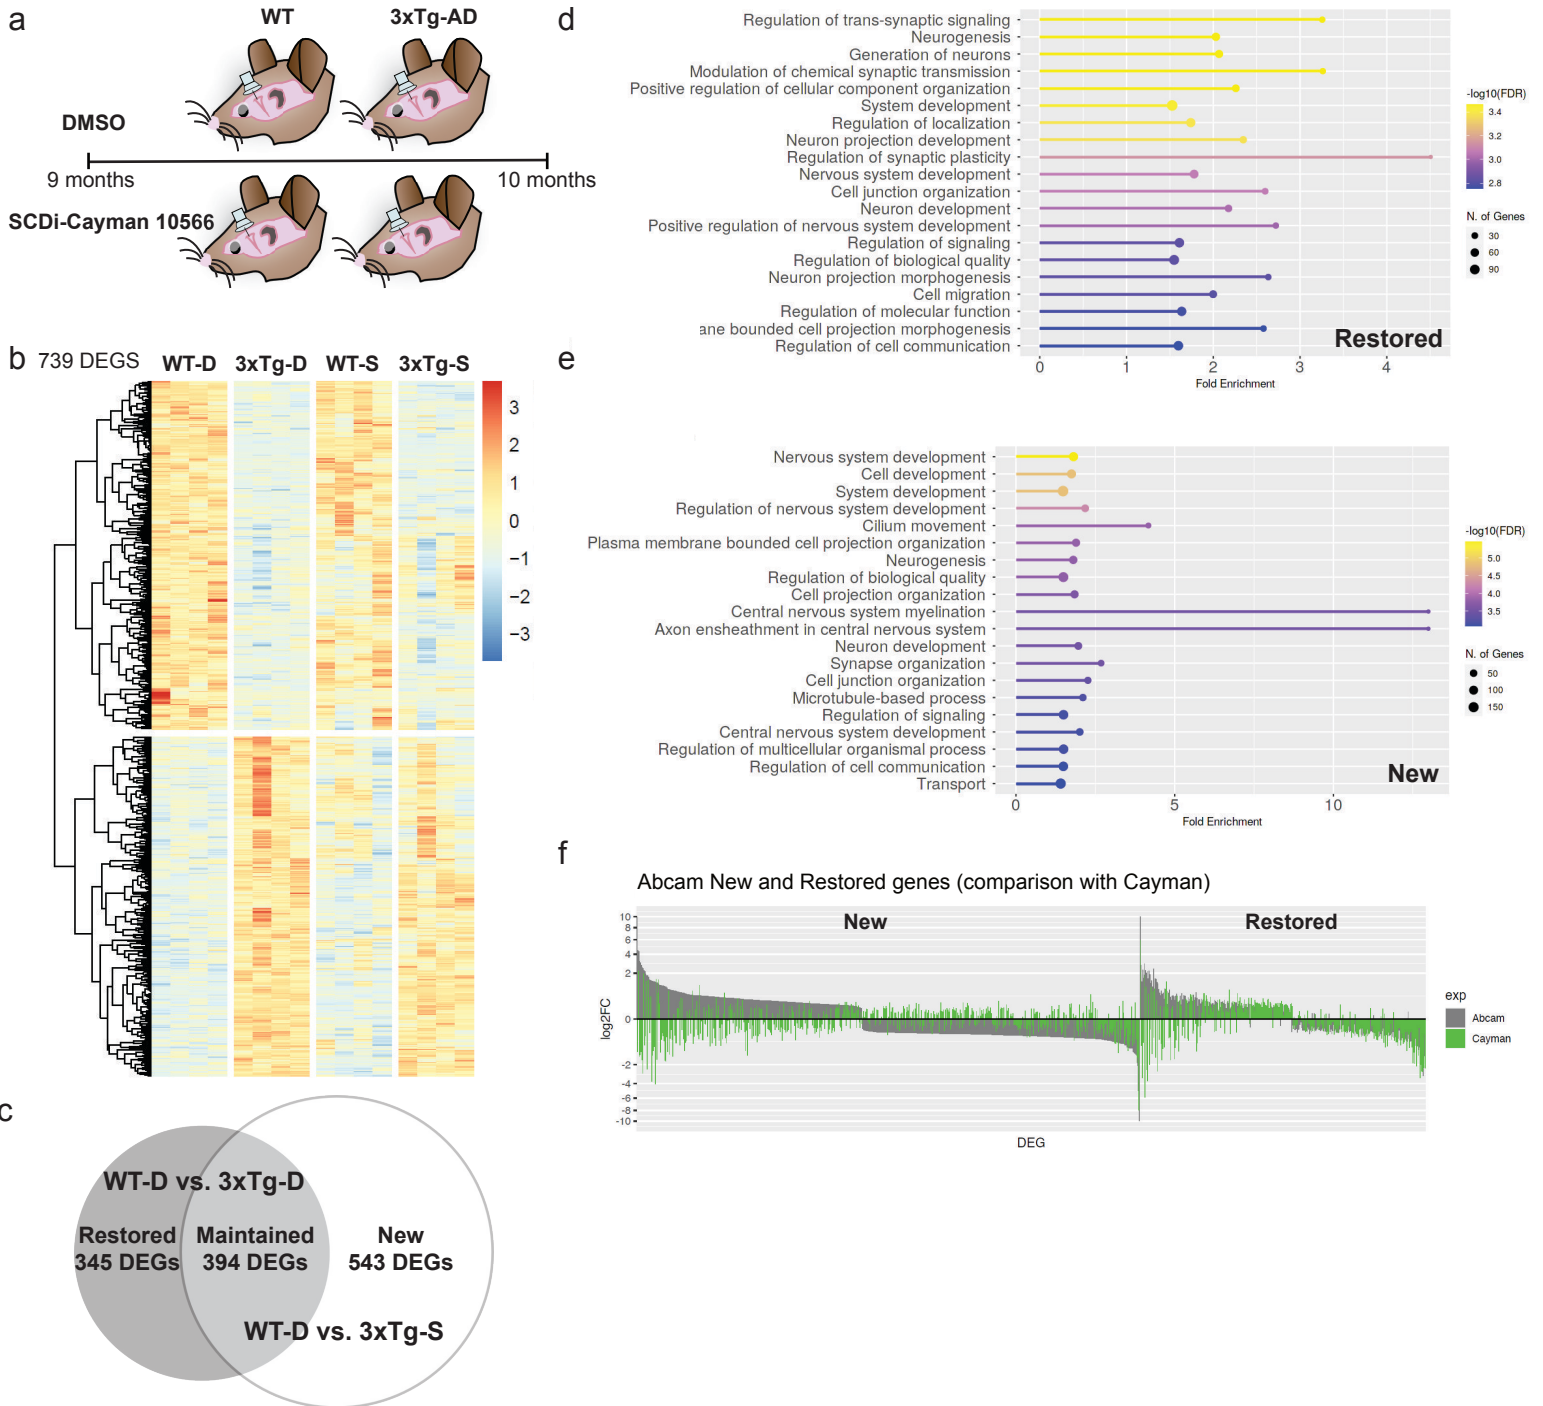

**Supplemental Figure 2.** Bulk RNA sequencing of the hippocampus following ICV infusion of a second SCDi (CAY10566).

**a** Timeline of intracerebroventricular infusion experiment on 9-month-old WT and 3xTg mice infused with either vehicle (DMSO) or the SCD inhibitor CAY10566 (SCDi). Hippocampi were extracted after 1 month infusion and processed for whole hippocampus bulk RNAseq.

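The genotype labels were checked on the transgene. The 3xTg line carries human APP and tau transgenes driven by the Thy1 promoter, and reads of the transgenes can fall on the mouse genes. Thy1 (ENSMUSG00000032011.5, GRCm38 chromosome 9 from 44043384 to 44048579) had 549.9 ± 25.6 CPM in WT-D and 1887 ± 122 CPM in 3xTg-D mice (SD, n = 4 mice each), a log2 fold change of 1.78 (standard error 0.06, adjusted p = 3.74e-07 by edgeR's quasi-likelihood test). All 4 3xTg-D mice were above every WT-D mouse, and the log2 fold change stayed between 1.73 and 1.81 when each mouse was left out. App (chromosome 16) had a log2 fold change of 0.51 (standard error 0.06, adjusted p = 0.000897 by edgeR's test). Its mouse and human reads cannot be separated in the counts, and part of it overlaps a gene on the other strand. Mapt (chromosome 11), the mouse tau gene, had a log2 fold change of 0.07 (standard error 0.05, adjusted p = 0.576 by edgeR's test) and was not a DEG. The DEGs with the smallest p that were Maintained in 3xTg-S mice included Gm8423 (chromosome 8 from 40712681 to 40713287), with 9.13 ± 0.562 CPM in 3xTg-D and 0.0459 ± 0.0348 CPM in WT-D mice, where it was at the limit of detection, so no fold change is given. The gene is annotated as a processed pseudogene, so its reads are uncertain. Ccl27a (chromosome 4) fell by 3.05 on the log2 scale (standard error 0.11) from 16.9 ± 1.52 to 2.02 ± 0.167 CPM, and shares exon sequence with Il11ra1 on the opposite strand. Serpina3n (chromosome 12) fell by 2.17 (standard error 0.09) from 220.5 ± 21.9 to 48.8 ± 4.82 CPM, and Alpk1 (chromosome 3) fell by 1.81 (standard error 0.08) from 25.5 ± 1.84 to 7.25 ± 0.274 CPM. The adjusted p of these 4 genes was at most 1.13e-06 by edgeR's test. Leaving out any mouse changed none of these calls. Cntnap2 (chromosome 6), which the paper names among the DEGs of 8-month-old mice, had 176.2 ± 4.89 CPM in WT-D and 130.5 ± 18.1 CPM in 3xTg-D mice. This was a log2 fold change of −0.43 (standard error 0.09, edgeR adjusted p = 0.0398, and 0.0517 with the replicate block), and Cntnap2 was also Maintained. In WT-D vs 3xTg-S its log2 fold change was −0.20 (standard error 0.06, edgeR adjusted p = 0.122), and 5 of the 8 fits that left out a mouse gave an unadjusted p above 0.01.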

**b** Heatmaps of the 739 DEGs ( $p \leq 0.01$ ) between WT-D and 3xTg-D groups, with DEG expression shown across the 4 treatment groups ( $n=4$  mice/group).

**c** Venn diagram showing the overlap of the WT-D/3xTg-D and WT-D/3xTg-S DEG lists, to identify DEGs that are “Restored” (no longer significant), “Maintained” (still significant), or “New” (newly appearing) after SCDi infusion into 3xTg mice. 345 DEGs were restored by CAY10566, 394 DEGs were maintained, and 543 genes were newly changed.

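The Restored genes with the smallest p in a direct comparison of 3xTg-D and 3xTg-S, and a change toward WT-D, were Txnip, Gm6970, Scube2, Enpp6 and Acsf2. Txnip (chromosome 3 from 96557957 to 96561883) had 35.1 ± 5.99 CPM in 3xTg-D and 23.2 ± 3.54 CPM in 3xTg-S mice (SD, n = 4 mice each), a log2 fold change of −0.60 (standard error 0.14, adjusted p = 0.722 by edgeR's quasi-likelihood test). Its adjusted p was 0.0247 by the same edgeR test with the replicate block, the deviations of same-numbered mice correlating at 0.213. Part of it overlaps Gm15441 on the other strand, and the counting is not stated to use strand, so its count is uncertain. Gm6970, a processed pseudogene whose reads are uncertain, had a log2 fold change of −1.07 (standard error 0.27), Scube2 one of 0.87 (standard error 0.22), Enpp6 one of −0.72 (standard error 0.19) and Acsf2 one of −0.36 (standard error 0.10). The adjusted p of all 5 was the same by edgeR's test without the block, and with the block Txnip alone was under 0.05. When each mouse was left out, the largest unadjusted p was above 0.01 for Scube2, Enpp6 and Acsf2. Among the New genes, Slc38a3 (chromosome 9 from 107650634 to 107669530) had the smallest p, with 45.8 ± 1.17 CPM in WT-D and 34.2 ± 1.88 CPM in 3xTg-S mice. Its log2 fold change was −0.44 (standard error 0.06, adjusted p = 0.00369 by edgeR's test; 0.00766 with the block, at a correlation of 0.176 between same-numbered mice). It was followed by Rgcc (log2 fold change −0.82), Dnah6 (−1.36), Etl4 (0.35) and Dnali1 (−1.55), with edgeR adjusted p-values of 0.0108 to 0.0169. In all 5 genes the 4 3xTg-S mice lay on one side of every WT-D mouse, and they stayed past the threshold in every fit that left out 1 mouse. Dnah6, Etl4 and Dnali1 overlap genes on the other strand. In Dnali1, 1 WT-D mouse and 1 3xTg-S mouse lay far from the others of their groups.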

**d,e** GO enrichment analysis showing the top 20 most enriched GO Biological Process gene sets ( $FDR \leq 0.05$ ) for the “Restored” DEGs (**e**) and “New” DEGs (**f**) in SCDi-infused 3xTg mice. Restored and New DEGs were mainly enriched in GO Biological Process gene sets relating to neural development and synapses. See **Supplemental Data File 2** for complete DEG lists.

**f** Expression levels ( $\log_2FC$  versus WT-D) of the “New” and “Restored” DEGs from the SCDi ab142089 experiment (grey bars), overlaid with the expression levels ( $\log_2FC$

versus WT-D) of the same genes from the SCDi CAY10566 experiment (green bars).

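Each ab142089 list was also compared with the CAY10566 cohort by direction, as the share of listed genes whose log2 fold change had the listed sign. Of the 313 tested ab142089 Restored genes, 232 (74.1%) had the sign listed for WT-D vs 3xTg-D in the vehicle-infused mice of the CAY10566 cohort. Counted separately, 249 (79.6%, 95% Wilson interval 74.7% to 83.6%) had it in WT-D vs 3xTg-S. Of the 446 ab142089 Maintained genes, 89.7% and 81.2% did. Of the 558 ab142089 New genes, 266 (47.7%, 95% Wilson interval 43.6% to 51.8%) had in WT-D vs 3xTg-S the sign listed for that comparison, and 80.5% had it in WT-D vs 3xTg-D. Across genes, which are not independent replicates, Spearman's rho between the listed and the measured log2 fold changes in WT-D vs 3xTg-S was 0.441 for the Restored and 0.000379 for the New genes. With the replicate block, the shares in WT-D vs 3xTg-S were 79.9% for Restored and 48.9% for New genes, with a correlation of 0.176 between same-numbered mice. The share for Restored genes moved most among the alternatives when only genes with a listed absolute log2 fold change of at least 0.5 were kept, to 62.0%. The 434 genes that the paper lists between 3xTg-D and 3xTg-S with ab142089 were compared in the same way. Of the 429 tested, 35 (8.16%, 95% Wilson interval 5.92% to 11.1%) had the listed sign in 3xTg-D vs 3xTg-S with CAY10566, and rho was −0.737. With the block the share was 7.93%, at a correlation of 0.213 between same-numbered mice. In WT-D vs WT-S, 67.4% of these genes had the sign listed for the 3xTg mice. Of the 149 DEGs in 3xTg-D vs 3xTg-S here, 15 were on the list (3.88 expected, odds ratio 4.30, one-sided Fisher's exact p = 8.18e-06). With the block, 109 DEGs were on it (Fisher's exact p = 2.42e-34). The overlap ignores sign, and genes are not independent of each other, so it does not show a shared effect of the inhibitors.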

Note the overlap that is particularly strong for the “Restored” genes.

Related to **Figure 2**.

Supplemental Figure 3

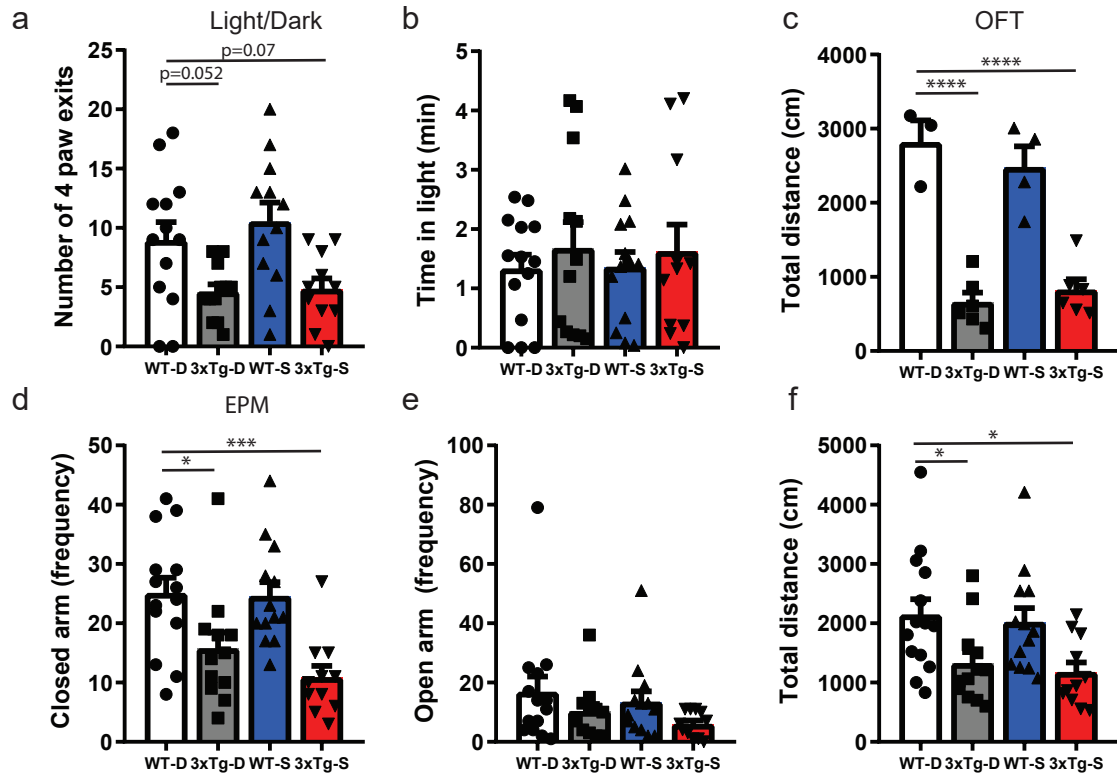

**Supplemental Figure 3.** Anxiety behaviours are not rescued by 1-month SCDi infusion.

**a,b** Light/Dark test for WT-D (n=14), 3xTg-D (n=12), WT-S (n=13), 3xTg-S (n=11). Number of 4 paw exits (**a**) and time in the light (**b**). Two-way ANOVA, Dunnett's post-hoc test.

**c** Open field test on WT-D (n=3), 3xTg-D (n=4), WT-S (n=6), 3xTg-S (n=6). Total distance travelled was significantly decreased between WT-D/3xTg-D ( $p=0.0001$ ) and WT-D/3xTg-S ( $p=0.0001$ ). Two-way ANOVA, Dunnett's post-hoc test. \*\*\*\* $p\leq 0.0001$ .

**d-f** Elevated plus maze on WT-D (n=13), 3xTg-D (n=12), WT-S (n=12), 3xTg-S (n=11). The frequency in closed arms was significantly decreased between WT-D/3xTg-D ( $p=0.029$ ) and WT-D/3xTg-S ( $p=0.0008$ ) (**d**), the frequency in open arms was not significantly different (**e**) and the total distanced travelled was significantly decreased between WT-D/3xTg-D ( $p=0.038$ ) and WT-D/3xTg-S ( $p=0.014$ ) (**f**). Two-way ANOVA, Dunnett's post-hoc test. \* $p\leq 0.05$ , \*\*\* $p\leq 0.001$ .

Related to **Figure 3**. Source data are provided as a Source Data file.

Supplemental Figure 4

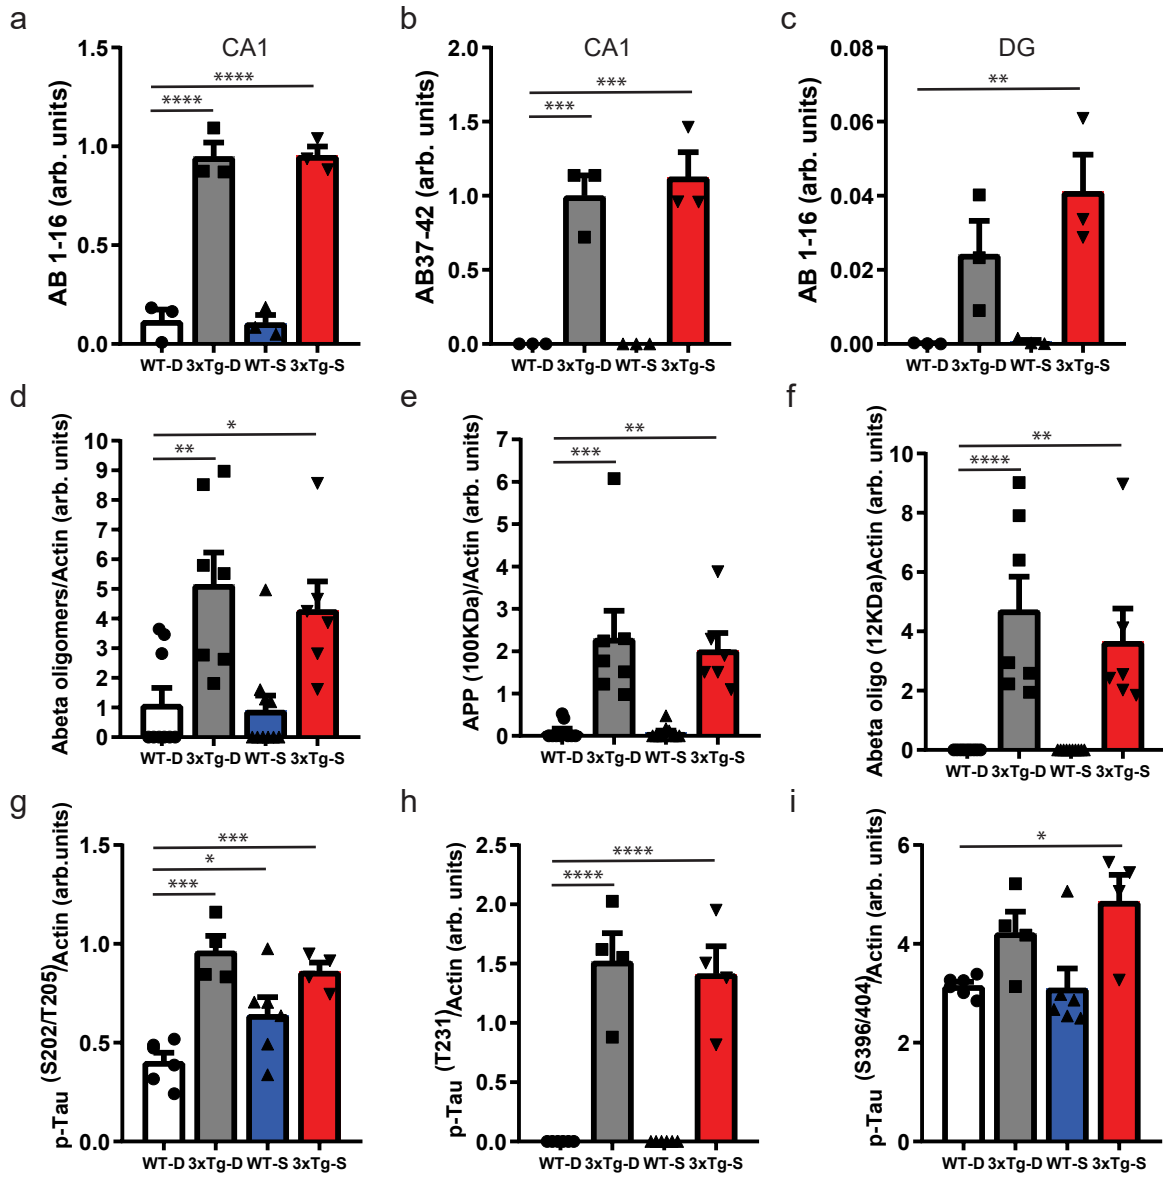

**Supplemental Figure 4.** Increased amyloid load and tau hyperphosphorylation are not rescued by 1-month SCDi infusion.

**a-c** Densitometry quantification of immunohistochemistry from WT-D (n=3), 3xTg-D (n=3), WT-S (n=3), 3xTg-S (n=3) showed an increase in two amyloid beta markers between WT-D/3xTg-D (AB1-16 (6E10),  $p=0.0001$ ) (**a**) (AB37-42,  $p=0.0005$ ) (**b**) that was unchanged by SCDi (WT-D/3xTg-S,  $p=0.0001$ ,  $p=0.0002$  respectively) in the CA1. In the DG, AB1-16 (6E10) showed a trend towards significance between WT-D/3xTg-D ( $p=0.085$ ) and showed significance between (WT-D/3xTg-S,  $p=0.007$ ) (**c**), while no signal for AB37-42 was observed. Two-way ANOVA, Dunnett's post-hoc test. Arbitrary units (arb. units). \*\* $p\leq 0.01$ , \*\*\* $p\leq 0.001$ , \*\*\*\* $p\leq 0.0001$ .

**d-f** Western blot quantifications of AB1-16 (6E10) (**d,e**) or AB37-42 (**f**) in the hippocampus in WT-D (n=9), 3xTg-D (n=10), WT-S (n=7), 3xTg-S (n=6). Quantification of the 12 kDa band (oligomeric amyloid beta) using AB1-16 (6E10) showed a significant increase between WT-D/3xTg-D ( $p=0.002$ ) and WT-D/3xTg-S ( $p=0.020$ ) (**d**) as did quantification of the 12 kDa band (oligomeric amyloid beta) using AB37-42 WT-D/3xTg-D ( $p=0.0001$ ) and WT-D/3xTg-S ( $p=0.002$ ) (**e**). An increase in total APP was also observed between WT-D/3xTg-D ( $p=0.002$ ) and WT-D/3xTg-S ( $p=0.001$ ) (**f**). Two-way ANOVA, Dunnett's post-hoc test. All bands were normalized to Actin. \* $p\leq 0.05$ , \*\* $p\leq 0.01$ , \*\*\* $p\leq 0.001$ , \*\*\*\* $p\leq 0.0001$ .

**g-i** Quantification of three stages of Tau phosphorylation in WT-D (n=6), 3xTg-D (n=4), WT-S (n=6), 3xTg-S (n=4). Early p-Tau<sup>(S202/T205)</sup> was increased between WT-D/3xTg-D

( $p=0.0001$ ) and WT-D/3xTg-S ( $p=0.001$ ) (**g**), mid p-Tau<sup>(T231)</sup> was increased between WT-D/3xTg-D ( $p=0.0001$ ) and WT-D/3xTg-S ( $p=0.0001$ ) (**h**) and late p-Tau<sup>(S396/404)</sup> was only significantly different between WT-D/3xTg-S ( $p=0.014$ ) (**i**). Two-way ANOVA, Dunnett's post-hoc test. All bands were normalized to Actin. \* $p\leq 0.05$ , \*\*\* $p\leq 0.001$ , \*\*\*\* $p\leq 0.0001$ . Error bars represent mean  $\pm$  SEM. Arbitrary units (arb. units).

Related to **Figure 3**. Source data are provided as a Source Data file.

Supplemental Figure 5

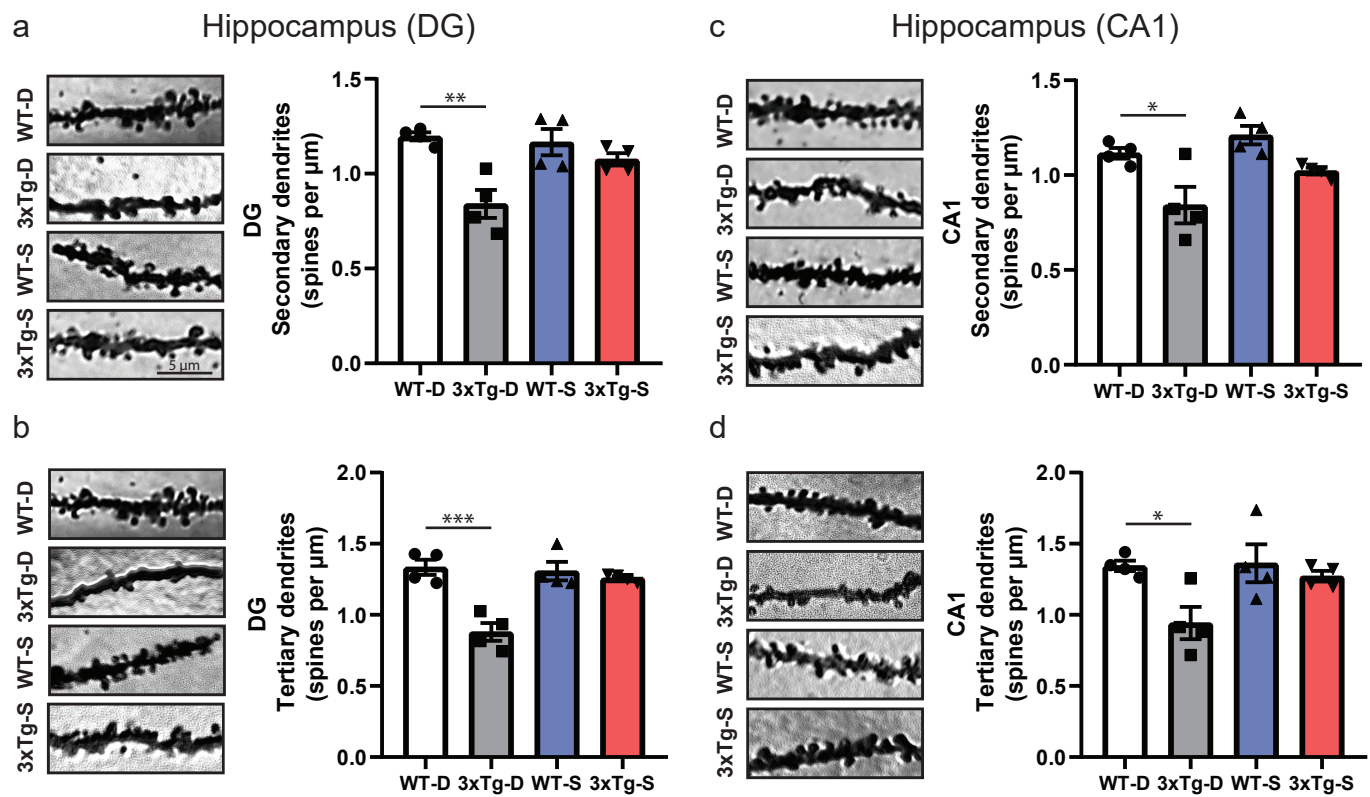

**Supplemental Figure 5.** A second SCDi, CAY10566, also rescues dendritic spine loss in 3xTg hippocampal neurons.

**a-d** Golgi staining in the hippocampus. Quantification of the number of spines on dentate gyrus (DG) neurons (average of 8 neurons from each of 4 animals/group) (**a,b**). DG secondary dendrites showed a significant decrease between WT-D/3xTg-D ( $p=0.0015$ ) that was no longer present following SCDi (WT-D/3xTg-S,  $p=0.307$ ) (**a**), tertiary dendrites showed a similarly significant decrease between WT-D/3xTg-D ( $p=0.0002$ ) that was no longer present following SCDi (WT-D/3xTg-S,  $p=0.628$ ) (**b**), 2-way ANOVA with Dunnett's post-hoc test. Quantification of the number of spines on CA1 neurons (average of 8 neurons from each of 4 animals/group) (**c,d**). CA1 secondary dendrites showed a significant decrease between WT-D/3xTg-D ( $p=0.013$ ) that was no longer present following SCDi (WT-D/3xTg-S,  $p=0.528$ ) (**c**), tertiary dendrites showed a similarly significant decrease between WT-D/3xTg-D ( $p=0.024$ ) that was no longer present following SCDi (WT-D/3xTg-S,  $p=0.898$ ) (**d**), 2-way ANOVA, Dunnett's post-hoc test. \* $p\leq 0.05$ , \*\* $p\leq 0.01$ , \*\*\* $p\leq 0.001$ . Error bars represent mean  $\pm$  SEM. Scale bar, 5 $\mu$ m.

Related to **Figure 4**. Source data are provided as a Source Data file.

Supplemental Figure 6

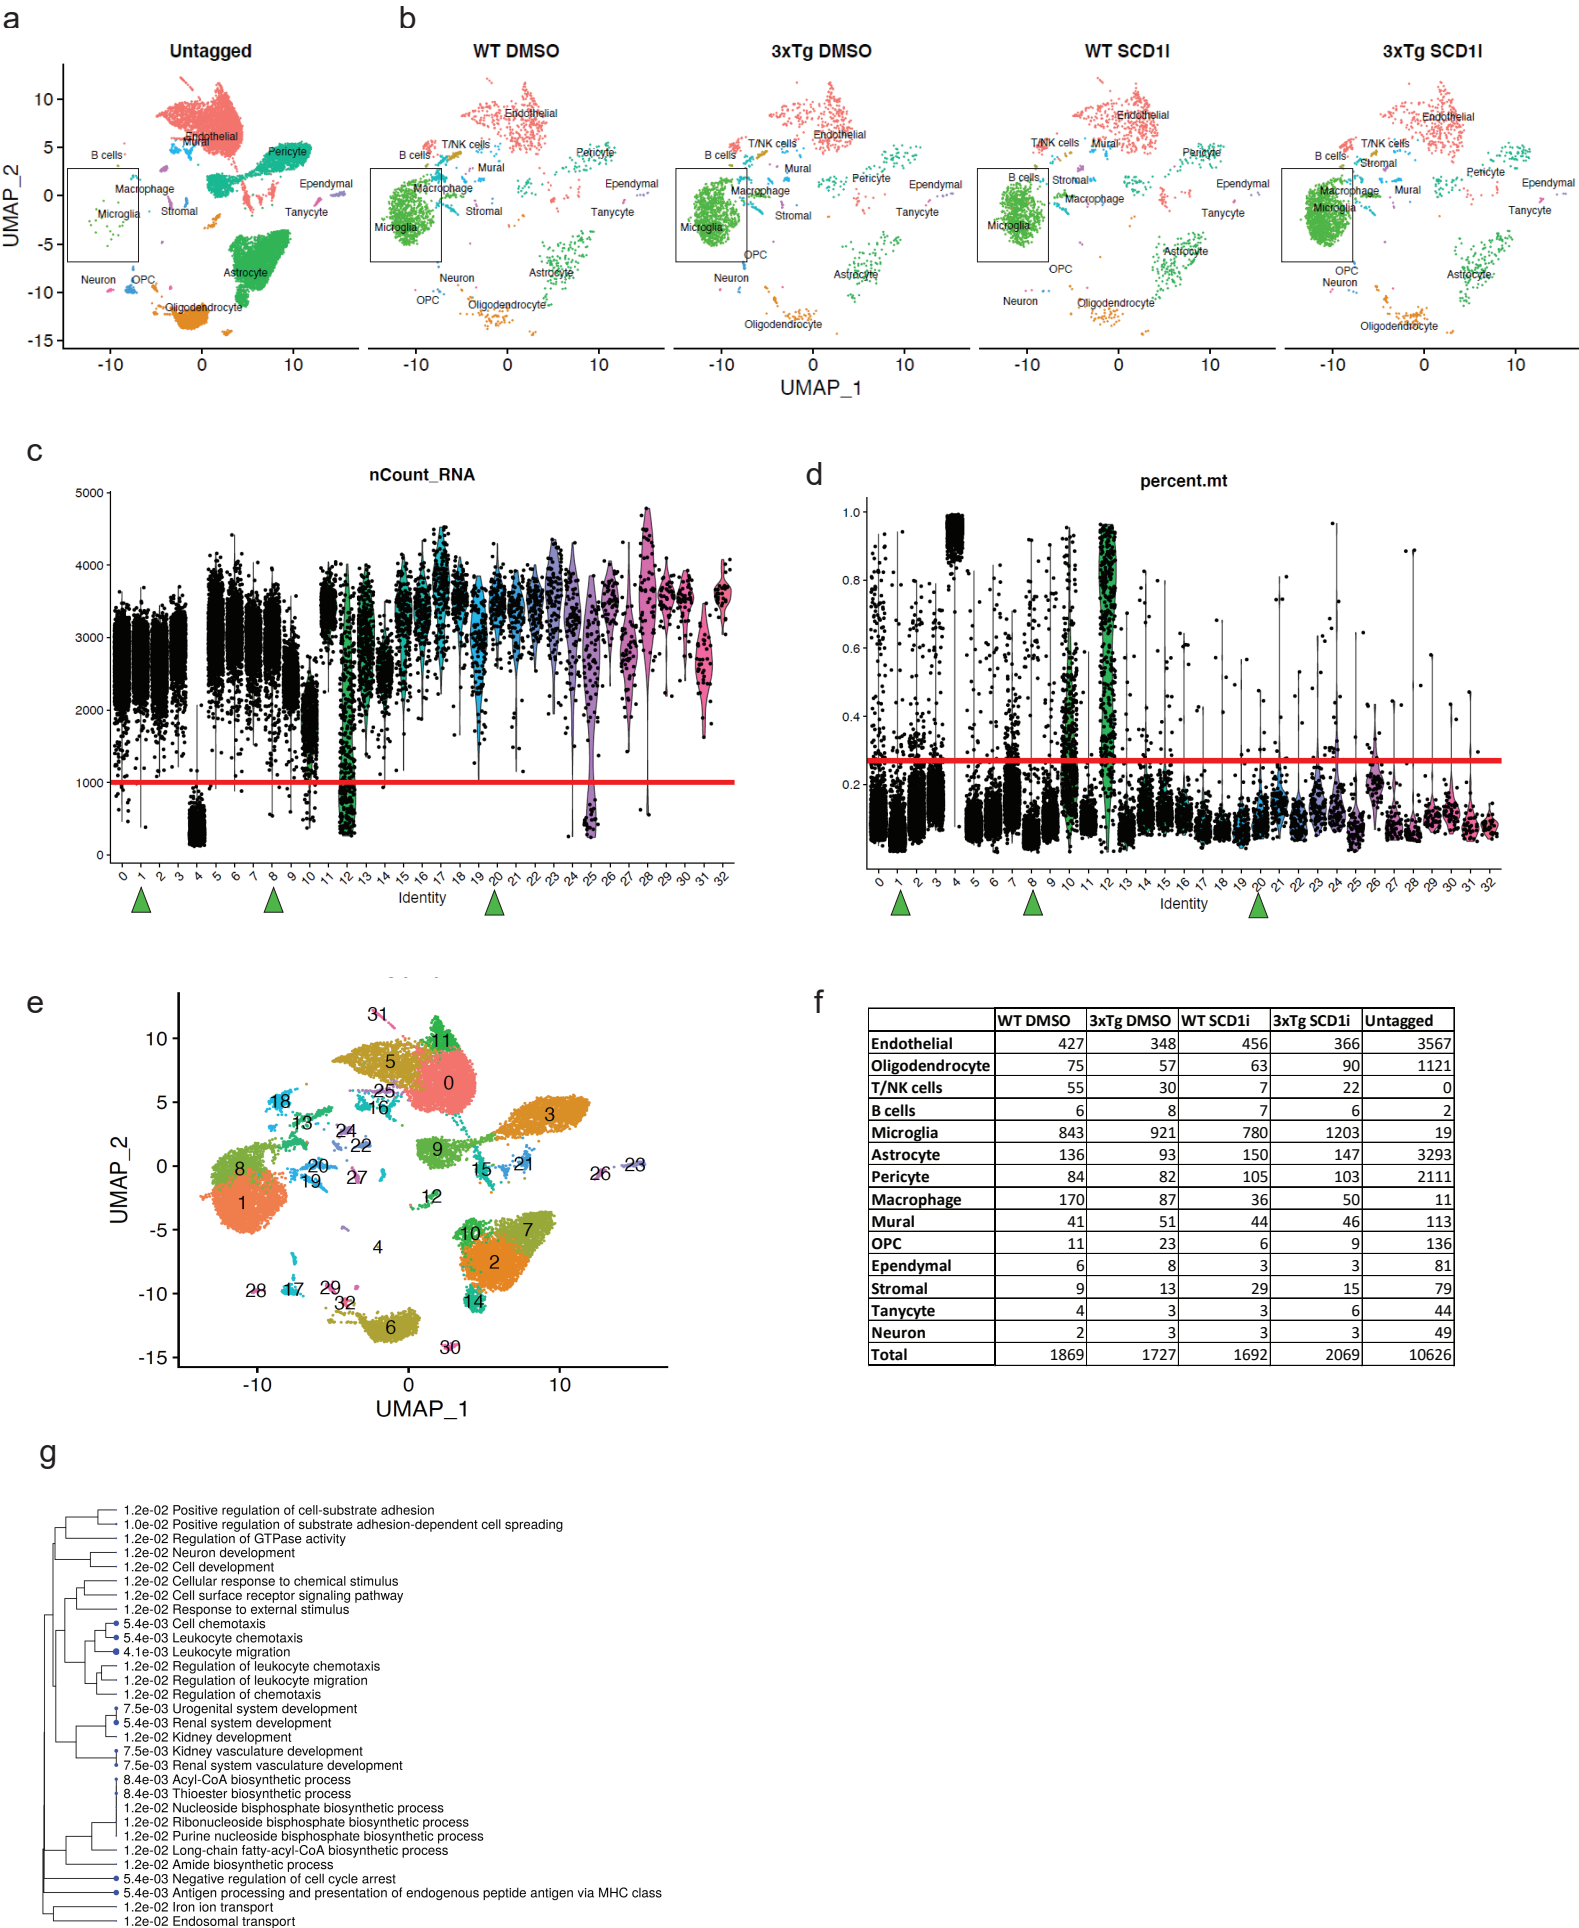

**Supplemental Figure 6.** Single cell RNA sequencing of the WT and 3xTg hippocampus.

**a,b** UMAP plots of untagged (**a**) and CD45-tagged (**b**) cells from hippocampi of ICV pump mice (pooled n=4 per group) showing cell type annotations.

**c,d** Single cell RNA sequencing nCount RNA (**c**) and mitochondrial(mt) RNA percent (%) (**d**) that were used to threshold out dead/dying cells. Green arrowheads identify the cell clusters (1,8,20) annotated as microglia.

**e** UMAP of cell clusters from all cells that passed QC threshold (**e**).

**f** Table of cell numbers of each annotated cell type.

**g** GO enrichment analysis of combined Restored and New microglial DEG list (FDR $\leq$ 0.05).

Related to **Figures 5 and 6**.

Supplemental Figure 7

a

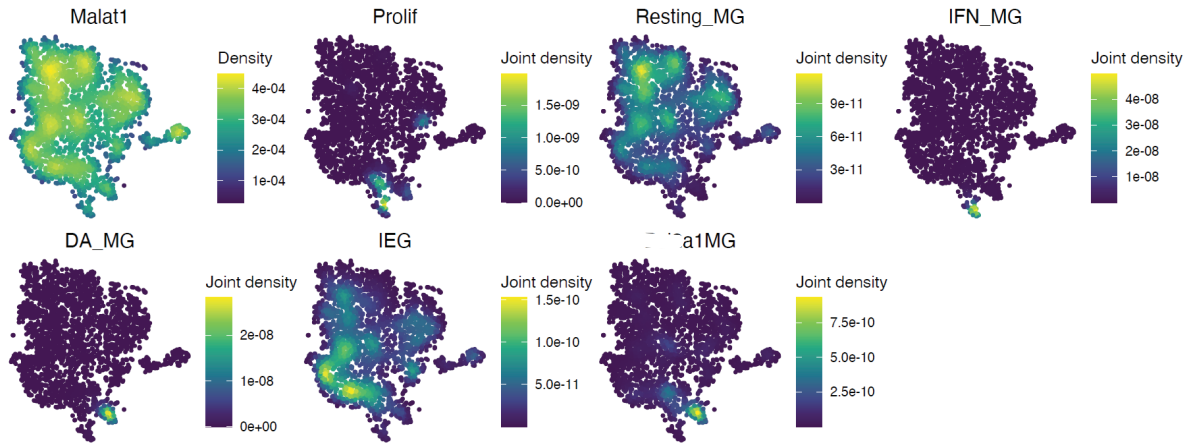

b

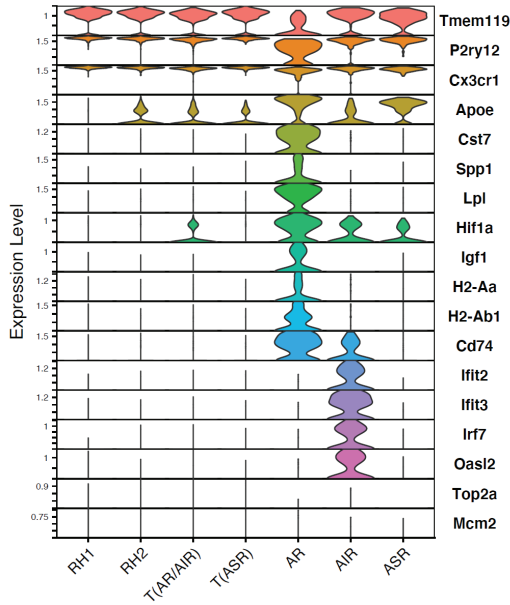

c

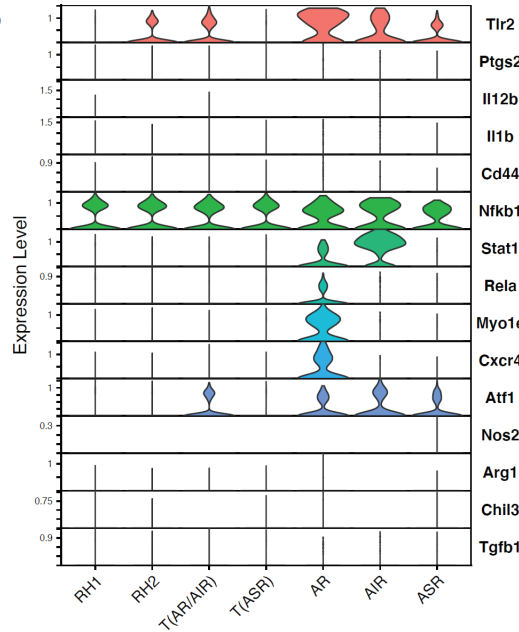

d

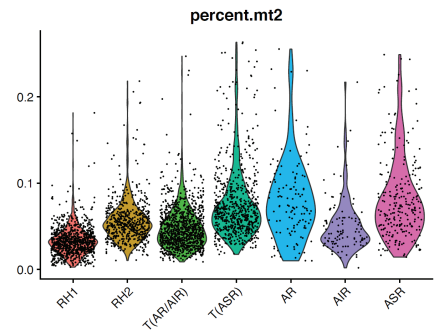

e Biological Function

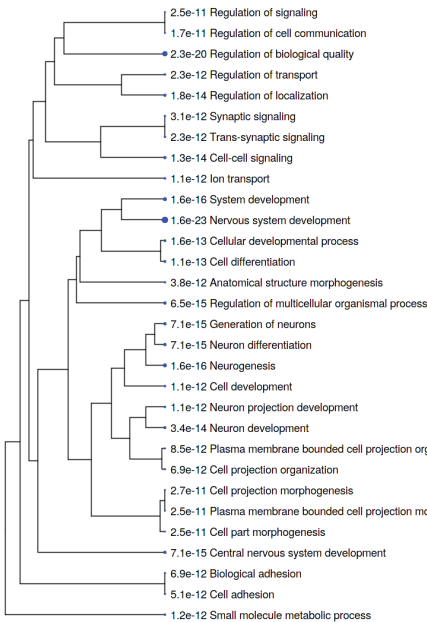

f

Molecular Process

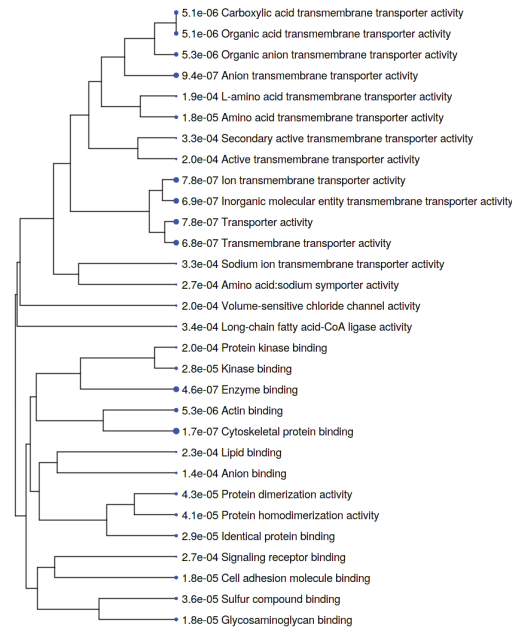

g

Cellular Component

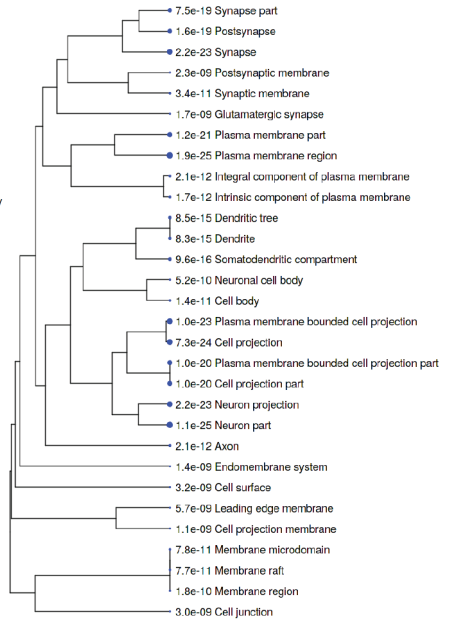

**Supplemental Figure 7.** Cell type annotations for single cell clusters.

**a** Density plots of expression of microglia subtype markers from Friedman et al. [35] in our dataset.

**b** Violin plots of microglia subtype marker expression from Sala Frigerio et al. [34] in our dataset.

**c** Violin plots of common microglia subtype markers in our dataset.

**d** Violin plots of mitochondrial content (%) across microglia subclusters.

**e-g** GO enrichment analysis ( $FDR \leq 0.05$ ) of DEGs defining the subcluster 4 (ASR) microglia subtype. **e** Biological function, **f** Molecular process, **g** Cellular component.

Related to **Figure 6**.

Supplemental Figure 8

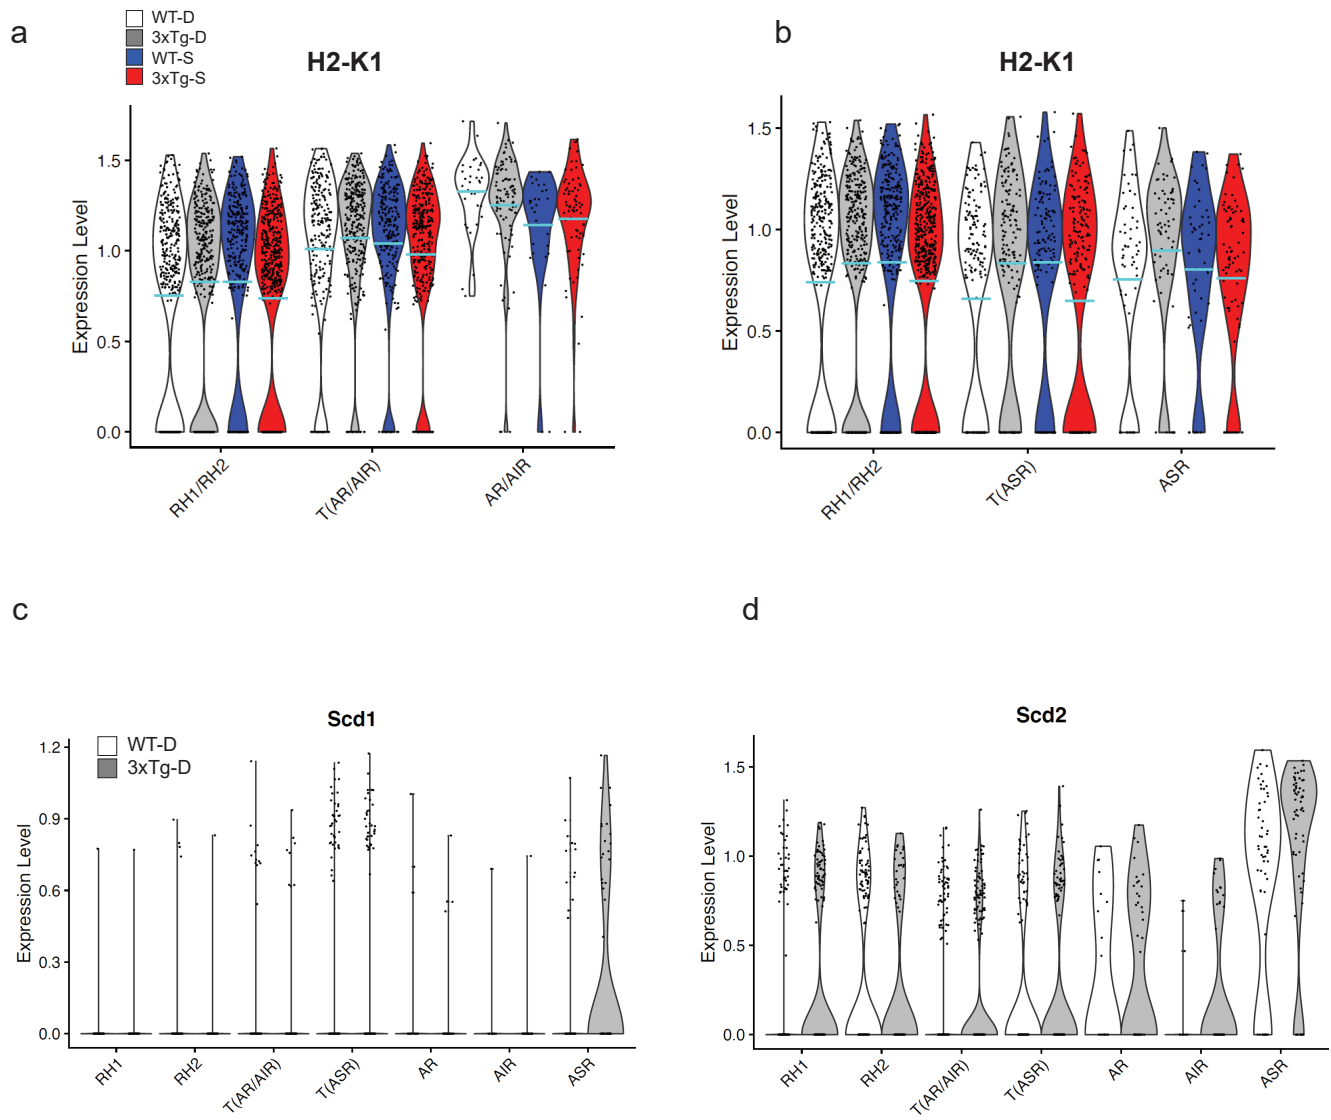

**Supplemental Figure 8.** Expression of Scd and MHC-I genes in microglia subclusters.

**a,b** Violin plots of expression levels of H2-K1 in the AR/AIR lineage (**a**) and ASR lineage (**b**) in each experimental group. Blue line identifies the average expression level.

**c,d** Violin plots of expression level of Scd1 (**c**) and Scd2 (**d**) in microglia subtypes of WT-D and 3xTg-D experimental groups.

Related to **Figure 6**.

**Supplemental Data File 1.** 8M whole hippocampus RNAseq DEG list associated to **Figure 1**.

**Supplemental Data File 2.** WT-D, 3xTg-D WT-S, 3xTg-S whole hippocampus RNAseq DEG lists associated to **Figure 2**.

**Supplemental Data File 3.** Single cell RNAseq DEG list associated to **Figure 3**.

**Supplemental Table 1.** qPCR primer list

# Supplementary material for: Stearoyl-CoA Desaturase inhibition reverses immune, synaptic and cognitive impairments in an Alzheimer’s disease mouse model
**Source:** Nat Commun. 2022 Apr 20;13:2061. doi: 10.1038/s41467-022-29506-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

BD Rhapsody Express for single cell capture (BD Rhapsody scanner software, BD Bioscience)  
Behaviour measurement acquisition: Ethovision XT 15  
Western blot acquisition: Chemidoc Image lab software version 4.1 (Bio-Rad)

#### Data analysis

For bulk RNA seq:  
Alignment and count matrix generation for bulk RNAseq: STAR 2.5.1b  
Bulk RNAseq normalization and DE analysis and visualization: R 4.0.3, TCC 1.24.0, pheatmap 1.0.12  
GO enrichment analysis: ShinyGO v0.61, ShinyGO v0.741  
GSEA analysis: GSEA v4.0.3

For single cell RNA seq:  
Alignment, demultiplexing and count matrix generation for single cell RNAseq data: BD Rhapsody™ WTA Analysis Pipeline CWL v1.0 on Seven Bridges Platform  
Preprocessing and clustering scRNAseq: scanpy 1.4.3 on GenAP platform (using Galaxy 20.01)  
Downstream scRNAseq annotation and analysis: R 4.0.3, Seurat 4.1.0, ScibetR 0.1.0, scMCA 0.2.0, FindMarkers,  
Trajectory inference: dyno 0.1.2  
GO enrichment analysis: ShinyGO v0.61, ShinyGO v0.741  
GSEA analysis: GSEA v4.0.3  
To cross reference DEG lists: molbiertools (<https://molbiertools.com/listcompare.php>).  
For Behavioral analysis: Ethovision XT 15

For dendritic analysis of Golgi stained neurons: Fiji v1.52p

For amyloid and Tau IHC quantification: Fiji v1.52p

For PSD95/Iba1 analysis: Fiji v1.52p

For amyloid and Tau Western blot quantification: Image Lab software version 4.1 (Bio-rad)

Statistics: GraphPad Prism, Version 8

OpenLab ChemStation, Version C.01.10

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during the current study are available at GEO, accession number GSE167605

Figures 1,2,5,6 have associated raw data.

There are no restriction on data availability

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Samples sizes were determined by previous experience taking the number of variables in the experiment under consideration. For example when behaviour was to be performed, approximately 10 mice per group was chosen in advance based on similar prior publications (Vander Jeugd et al 2018). While, if cellular counting or culture was required 3-5 mice per group was deemed to be sufficient based on our prior publications using similar methods (Hamilton et al 2010, 2015).

Figure 1/Figure 2: For whole hippocampus (bulk) RNA sequencing experiments, we used an N of 3 biological replicates per condition.

Figure 3: For behavioral studies, MWM: we used N=11-14 mice per treatment group. For immunohistochemistry for markers of neurogenesis we used N of 3-5 animals per treatment group (Figure 3). For EPM/LD: 11-14 mice per treatment group, were used, for OFT: 3-6 mice per treatment group were used (supplemental figure 3). Immunohistochemistry for amyloid was performed on N=3 animals. Western blotting for amyloid was performed on N 6-10 animals per treatment group, Western blotting for tau antibodies was performed on N= 4-6 animals per treatment group (supplemental figure 4).

Figure 4: For Golgi staining, we used an N of 4 biological replicates per condition and performed spine and dendritic quantifications from approximately 5-14 labeled neurons from each N. (the same analysis was performed for Cayman SCDi (supplemental Fig 5). For Nissl, we used 4 sections from N of 4-6 animals.

Figure 5: For PSD95/Iba-1 quantification we quantified 5-14 microglial cells per animal from 4-5 animals per treatment group, for single cell RNA sequencing studies, we analyzed a total of 1692-2069 single cells per experimental group, with cells from each experimental group derived from an N=4 pooled animals. For microglia cultures, WT n=8, animals/treatment group, Scd1-KO n=3 animals/treatment group.

Figure 6: For single cell RNA sequencing studies, we analyzed a total of 1692-2069 single cells per experimental group, with cells from each experimental group derived from an N=4 pooled animals.

### Data exclusions

No data was excluded from the analysis

### Replication

Figure 1: Bulk RNAseq (non-operated mice) performed once with N=3 per group.

Figure 2: Bulk RNAseq (ICV infused mice) performed once with N=3 per group. Replicated using Cay SCDi.

Figure 3: For behavioral studies, MWM: 5 separate cohorts (8 mice per cohort, with all experimental groups represented in each cohort).

EPM/LD: Mice were processed in 2 separate cohorts, with all experimental groups represented in each cohort). OFT: Mice processed in 1 cohort. Staining for markers of neurogenesis and amyloid was performed once on 3 sections per animal., Nissl staining was performed once, on 4 sections per animal.

Figure 4: Golgi staining was performed once with N=4 mice/group and on multiple sections per animal. This was replicated using a second SCD inhibitor, Cayman SCDi.

Figure 5/6: Staining for PSD95/Iba-1, was performed once on 2 sections per animal. Single cell RNAseq on a pool of 4 mice per treatment group was performed once. Microglia cultures were performed in three batches, with WT and KO's present in each experiments, 1 well per condition.

Randomization

When treatments were administered, animals were divided into groups randomly.

Blinding

Quantifications of spines, dendrites, PSD95/Iba1, neurogenesis markers, amyloid and tau were performed by a blinded experimenter. For microglia culturing, the experimenter was blinded until genotypes were determined before treatment. All bioinformatic analysis of RNA sequencing data was performed by collaborator that was not part of the study. For behavioural tests the experimenter was blind to the animals experimental group and strain during data acquisition and analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Mouse anti-human Ki67 (cat#556003, BD Biosciences, 1:100), rabbit anti-GFAP (cat# Z0334, Dako Diagnostic/Agilent, 1:1000), guinea-pig anti-DCX (cat# AB2253, Millipore, 1:3000), rabbit anti-Abeta 37-42 D54D2 XP (cat#8 243, NEB, 1:100), mouse Abeta 1-16 (cat# 803001, Covance, 6E10, 1:200), mouse PHF1 (p-Tau(S396/404))(Peter Davis, 1:100), mouse AT8 (p-Tau(S202/T205))(cat# MN1020, Thermo, 1:100), mouse AT180 (p-Tau(T231))(cat# MN1040, Thermo, 1:100), PSD-95 clone 6G6-1C9(cat# MAB1596, Millipore, 1:160), Iba-1 (cat# 019-19741, Wako, 1:400). HRP Goat anti rabbit (cat#111-035-144, Jackson Immuno Research, 1:5000), HRP Goat anti mouse (cat#170-6516, Bio-Rad, 1:5000), Alexa 488 Donkey anti-rabbit (H+L) (cat#A21206, Invitrogen, 1:1000), Alexa 555 Goat anti-guinea pig (H+L) (cat#A21435, Invitrogen, 1:1000), Alexa 647 Donkey anti-mouse (H+L) (cat#A31570, Invitrogen, 1:1000). Biotin Goat anti mouse (H+L) (cat#115-065-146, Jackson Immuno Research, 1:1000), Biotin Goat anti rabbit (H+L) (cat#111-065-144, Jackson Immuno Research, 1:1000)

Validation

Ki67: The B56 monoclonal antibody specifically binds to the Ki-67 antigen that is expressed in the nucleus of cycling cells (G1, S, G2, M cell cycle phases) as stated by BD biosciences. (Has been used in our prior publication Hamilton et al 2015).

GFAP: In the central nervous system Z0334 labels astrocytes and some groups of ependymal cells as stated by Agilent technologies. (Has been used in our prior publication Hamilton et al 2015).

DCX: Anti-Doublecortin Antibody, Cat. No. AB2253, is a highly specific guinea pig polyclonal antibody that targets Doublecortin as stated by Millipore. (Has been used in our prior publication Hamilton et al 2015).

Abeta37-42:  $\beta$ -Amyloid (D54D2) XP<sup>®</sup> Rabbit mAb recognizes endogenous levels of total  $\beta$ -amyloid peptide (A $\beta$ ). The antibody detects several isoforms of A $\beta$ , such as A $\beta$ -37, A $\beta$ -38, A $\beta$ -39, A $\beta$ -40, and A $\beta$ -42. This product detects transgenically expressed human APP in mouse models according to Cell Signalling Technologies. ex: Western Blot publication(Kaku et al 2021)

Abeta 1-16: This antibody is reactive to amino acid residue 1-16 of beta amyloid. The epitope lies within amino acids 3-8 of beta amyloid (EFRHDS) according to Biolegend. ex: Western Blot publication, Miyamoto et al. 2016)

PHF1: PHF1 is a mouse monoclonal antibody specific towards phosphorylation sites S396 and S404 in tau (Otvos L. et al 1994).

AT8:MN1020 targets PHF-tau (Ser202/Thr205)a in ELISA, IF, IHC(P), and WB applications and shows reactivity with Human samples according to Thermo Fisher.

AT180:MN1040 targets PHF-tau (Thr231) in IF, IHC, and WB applications and shows reactivity with human and rat samples according to Thermo Fisher.

The tau antibodies (PHF1, AT8, AT180) used in the current study have been validated for specificity ex: (<https://www.biorxiv.org/content/10.1101/612911v1.full.pdf>).

PSD95: Anti-Post Synaptic Density Protein 95 Antibody, clone 6G6-1C9 detects level of Post Synaptic Density Protein 95 & has been published & validated for use in IC, IH & WB according to Millipore). ex: Immuno fluorescence publication: Grubman et al. 2021).

Iba-1: Synthetic peptide C-terminal of Iba1, Reactive with human, mouse and rat Iba1 in immunohistochemistry according to Wako. (Has been used in our prior publication Hamilton et al 2015).

All antibodies have been tested for specificity in our lab by omitting either the primary or secondary antibodies and only antibodies that show specific signal under these circumstances were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The animals used in the current study were female 3xTg-AD mice (Jackson Laboratory MMRRRC stock #: 034830) and their WT strain controls (Jackson Laboratory stock no: 101045). For experiments in Figure 1 the mice were sacrificed at 8 months of age, for the remaining experiments the mice were sacrificed at 9-10 months of age. WT/3xTg mice were housed in 12h reverse cycle (Lights OFF:10am ON :10pm), at 22C, 50% humidity. For Fig 5k-n, Scd1 knockout (Scd1-KO) and their WT litter mates were used at postnatal day 1. SCD-WT/SCD-KO mice were housed in 12h regular cycle (Lights ON: 7am OFF: 7pm), at 26 C, 50% humidity . |
| Wild animals            | This study did not involve wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | This study did not involve field-collected samples                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | Experiments were approved by the Institutional Animal Care Committee of the Centre de Recherche du Centre Hospitalier de l'Université de Montréal (CRCHUM) or Université de Québec à Montréal (UQAM) following the Canadian Council of Animal care guidelines.                                                                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Stearoyl-CoA Desaturase inhibition reverses immune, synaptic and cognitive impairments in an Alzheimer’s disease mouse model
**Source:** Nat Commun. 2022 Apr 20;13:2061. doi: 10.1038/s41467-022-29506-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title:** Supplementary Data File 1.

**Description:** 8M whole hippocampus RNAseq DEG list associated to Figure 1.

**Title:** Supplementary Data File 2.

**Description:** WT-D, 3xTg-D WT-S, 3xTg-S whole hippocampus RNAseq DEG lists associated to Figure 2.

**Title:** Supplementary Data File 3.

**Description:** Single cell RNAseq DEG list associated to Figure 3.

How the deposited data were processed for this re-analysis (not part of the article)

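Hippocampal bulk RNA sequencing of the CAY10566 cohort (Supplemental Fig. 2) was re-analysed in 16 female mice, 4 each of WT-D, 3xTg-D, WT-S and 3xTg-S. According to the paper, infusion began at 9 months of age and lasted 28 days, at 80 µM CAY10566 in 0.8% DMSO, and the labels give an age of 10 months at dissection. The treatment labels and sample titles name the Cayman inhibitor, which the paper calls CAY10566, while a protocol text shared by all samples names ab142089. The samples were taken as the CAY10566 cohort. All sample columns of the table were used.

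The authors trimmed the reads with Trimmomatic, aligned them with STAR to GRCm38 with Gencode M23 annotation, and deposited STAR's raw read counts per gene without normalization. The paper sequenced single-end reads with unique molecular identifiers. The strand setting of the counting and any removal of duplicates by molecular identifier are not stated in the paper's text, so antisense and overlapping genes are reported as uncertain. The table holds 55335 genes and 4 alignment summary lines. Whole numbers and different totals per mouse were checked in the table. Gene names, positions and biotypes are those in the table. Exon lengths, GC content and overlaps between genes came from Gencode M21 on the same genome build.

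Reads on genes ranged from 15413385 to 23590149 per mouse, and all reads in the table from 20910388 to 31643916. By group, reads on genes ranged from 19124838 to 23309273 in WT-D, 18056497 to 23590149 in 3xTg-D, 18445533 to 21903061 in WT-S and 15413385 to 22098297 in 3xTg-S. The female-specific transcript Xist had 496 to 1093 CPM, and 4 Y-linked genes had at most 0.0457 CPM in any mouse. Replicate libraries differed from each other by more than counting noise, with a chi-square of 3.90 to 47.2 per degree of freedom within groups, so no library was a copy of another of its group. Pairs of libraries from different groups were not compared in this way.

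Counts were analysed in R 4.3.3. edgeR 4.0.16 filtered genes with filterByExpr at its minimum count of 10 and minimum total of 15, which left 16475 genes of the 33942 with at least 1 count. Library sizes were normalized by TMM. Groups were compared pairwise, as in the paper, by edgeR's quasi-likelihood test (two-sided), and DEGs were called at an unadjusted p of 0.01 or less, the paper's threshold. Counts at a Benjamini-Hochberg adjusted p of 0.05 or less are given beside them. Restored, Maintained and New genes were defined by the paper's Venn diagram. The reduction of the difference in a Restored gene was 100 times 1 minus the ratio of its log2 fold changes in WT-D vs 3xTg-S and WT-D vs 3xTg-D, in percent. A genotype by treatment interaction was fitted to all 16 mice. Expression per mouse is given as CPM, or as log2 CPM with a prior count of 2.

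The pairing of mice comes from the replicate numbers 1 to 4 in the labels, and the paper describes no pairing. The check on it was the correlation across genes of 2 mice's deviations from their group means in log2 CPM.

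Gene lists of the ab142089 experiment and of the 8-month-old mice were read from the paper's supplementary data files and matched by gene name. As read, the 8-month lists held 1113 DEGs and 175 lipid, 286 immune and 205 synapse genes. Each is slightly below the number in the paper's text. Overlaps were tested by one-sided Fisher's exact tests over tested genes. Gene sets were 5 Reactome pathways from the file in fgsea 1.28.0 and the paper's lipid, immune and synapse lists, with Benjamini-Hochberg adjustment over 16 tests. The background was all tested genes in any Reactome pathway, or the tested 8-month DEGs. Marker gene scores were mean log2 CPM per mouse, compared by exact two-sided permutation tests, for which 4 mice against 4 allow no p below 0.0286.

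The alternatives were DESeq2 1.42.0 with its likelihood ratio test and median-ratio or DEGES size factors (the paper's method, with 3 iterations), edgeR with median-ratio size factors, no filter on low counts, at least 10 counts in every mouse (14293 genes), all 16 mice in one fit, the replicate block, a choroid plexus marker score or the share of reads outside annotated genes as covariate, the adjusted threshold, stricter definitions of Restored and New genes, 10000 random gene lists matched on expression, the DEGs of both experiments as background of the overlaps (chosen after the values were seen), and each mouse left out in turn. The paper's method was written with DESeq2 from its description, without the TCC package that the paper names. Other splits of the mice were compared for every comparison.

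The pairwise, all-16, block and interaction fits of edgeR and the DESeq2 fits were tested on simulated counts with 200 changed genes among 16475, as were the gene classes and the overlap and sign counts. The exact permutation test was tested on random values. The covariate fits, the other filters, the gene set tests and the subtraction of length and GC content were not tested in this way. edgeR's pairwise test recovered 78.5% of them at the adjusted threshold, with 4.27% false calls, and DESeq2's likelihood ratio test 82.5%, with 13.6% false calls. On data simulated with a block effect, edgeR recovered 74.5% with the block and 51.0% without it. Every simulated change was larger than the median absolute log2 fold change of Restored genes in WT-D vs 3xTg-D, 0.37. Recovery of smaller changes was not tested.

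The genes named in the text were those the paper names for bulk hippocampus sequencing, Sorl1 from its list of GWAS genes, the genes of the transgenes, Ttr as a choroid plexus marker, and 5 genes each of the Maintained, Restored and New classes with the smallest p (for Restored genes, in 3xTg-D vs 3xTg-S with a change toward WT-D). The ab142089, 8-month, single-cell and behavioural experiments were not analysed here apart from the paper's gene lists. GO terms were not used here.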

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

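The tests of exchanged list columns and of exchanged mice were chosen only after the result they address was seen.

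A single mouse lay far from the other 3 of its group in 7 of the 128 groups of values examined, by the 95% critical value of Dixon's ratio, and chance gives 6.4. The MHC-I score (mean log2 CPM of 5 genes) was 4.97 in WT-D mouse 1, against 2.19 to 2.44 in the other three, and 4.04 in 3xTg-D mouse 2, against 1.98 to 2.28. An interferon response in these mice is a candidate explanation: a score of 14 interferon response genes was highest of its group in the same mice. In WT-D mouse 1 it was 3.90, against 1.24 to 1.52, with a Dixon ratio of 0.895. In 3xTg-D mouse 2 it was 3.83, against 1.31 to 1.99, and the ratio stayed under the critical value. It was also 3.70 in 3xTg-S mouse 1, whose MHC-I score was 3.05 and was not past the critical value. Reads from T cells cannot be told apart from it. Summed over 8 T cell marker genes, WT-D mouse 1 had 5.45 CPM and 3xTg-D mouse 2 had 2.92 CPM, against at most 0.504 CPM in the other mice of their groups. Neither the genotype nor the treatment separates these mice from their groups, so the design gives no biological condition to test.

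The choroid plexus score was 2.80 in WT-S mouse 1, against 0.47 to 0.69 in the other WT-S mice, and its marker Ttr reached 7.94 log2 CPM, against 1.42 to 1.90. The score was higher still, at 3.75, in WT-D mouse 4, against 0.56 to 1.47 in the other WT-D mice. Dixon's ratio did not flag that mouse. Choroid plexus tissue left on some hippocampi could give such a pattern. With the score as a covariate, the DEG count fell by over 1.5 times in 1 of the 5 comparisons. That was 3xTg-D vs 3xTg-S, from 149 to 77, which does not include WT-S mouse 1. It had fewer DEGs than the 165 that chance gives for mice that deviate independently. In the comparisons that include WT-S mouse 1, the count went from 31 to 24 in WT-D vs WT-S and from 702 to 509 in WT-S vs 3xTg-S. WT-D mouse 4 also enters WT-D vs 3xTg-D, where the count went from 809 to 628, and WT-D vs 3xTg-S, from 937 to 644. Where the transcripts came from stays open.

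Trem2 was at 3.08 log2 CPM in WT-S mouse 3, against 2.74 to 2.76 in the others. Dnali1 was at 1.87 in WT-D mouse 3, against 1.20 to 1.29, and at −0.64 in 3xTg-S mouse 4, against 0.09 to 0.20. No explanation, technical or biological, was tested for these 3 values, and their number is within what chance gives.

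The paper reports no comparison of WT-S with 3xTg-S for CAY10566. It gave 702 DEGs, 295 higher and 407 lower in 3xTg-S, of which 230 had an adjusted p of 0.05 or less by edgeR's test, and 1339 with the replicate block (correlation of same-numbered mice 0.241). Of the 35 splits of these 8 mice into 4 and 4, 2 gave as many genes, the real one included, and the other of them gave 3229. Of the 8 splits that part every same-numbered pair, 1 did, the real one, and the others gave 7 to 67 genes. With the block, the count of splits was again 1 of 8, the others giving 6 to 241. Among 8 splits no share under 0.05 can be reached, so these splits cannot decide the question. The count was 509 with the choroid plexus covariate and 985 with the share of reads outside annotated genes as covariate. Other values part these mice by genotype. The first principal component ran from −24.7 to −18.6 in WT-S and from 22.1 to 27.5 in 3xTg-S mice, and Thy1 from 535 to 625 CPM and from 1566 to 2141 CPM. Of the 435 Maintained genes, 296 were also DEGs between WT-S and 3xTg-S, a comparison that shares the 3xTg-S mice with one of those that define the class.

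Of the 429 tested genes that the paper lists between 3xTg-D and 3xTg-S with ab142089, 8.16% had the listed sign here, so most moved in the opposite direction. The share was farther from 50% than in every other split of the 8 3xTg mice (1 of 35, and 1 of the 8 splits that part every same-numbered pair). Large distances were common among the other splits, however: their median was 27.0 points and their largest 41.1 points, against 41.8 points for the real split, and 14 of them exceeded 30 points. The listed genes therefore tend to move together. Gene length and GC content bias was tested by subtracting a smooth fit of the fold changes on exon length, gene span and GC content, known for 98.8% of the listed genes. The share rose to 30.8% (29.6% with the replicate block), which left it under 50%. Only the fold changes here were corrected, not the listed ones, so the part that length and GC content play stays open. Over the 429 listed genes, the paper's log2 fold change fell with exon length (rho −0.741 across genes). Over all 16466 tested genes with a known length, the log2 fold change here rose with it (rho 0.329), and the 2 values cover different genes. An exchange of the 2 columns within the authors' list goes against the listed means: for genes in more than 1 list, the means of each group differed from those of the same group elsewhere by a median of at most 0.0387 on the log2 scale, against at least 0.252 for the other group. An exchange of 3xTg-D and 3xTg-S mice in one of the experiments could also reverse the sign. The ab142089 New genes had the listed sign more often in WT-D vs 3xTg-D than in WT-D vs 3xTg-S, by 32.8 percentage points, but any axis between the 2 groups that runs against the listed one predicts the same. The pattern cannot be told apart from such an exchange, nor from a difference between the inhibitors or between the cohorts. Length and GC content bias is not excluded either.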

How the results depend on the processing

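The share of reads outside annotated genes as covariate, the replicate block in the tests of gene sets, and the DEGs of both experiments as background of the overlaps were chosen only after the data were seen. The other alternatives, the main tests and the rule for naming genes were chosen before the data were examined. For every change below, the cause was not tested.

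Of 344 values under alternatives that used all mice, 268 kept their direction and their side of the threshold, or stayed within 1.5 times the main count or the spread of the main value. The overlap of the WT-D vs 3xTg-D DEGs with the ab142089 list did so under every alternative with all mice, and so did the gene and score differences, which were recomputed with DESeq2's size factors or another prior count.

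For WT-D vs 3xTg-D, same-numbered mice correlated at 0.0414 and the replicate block gave 944 DEGs, 467 higher and 477 lower, against 809 without it. Their overlap with the ab142089 list was 214 genes, and 231 with the block. The replicate block raised the DEGs 3xTg-D vs 3xTg-S from 149 to 1133, the DEGs WT-D vs WT-S from 31 to 115, the DEGs WT-S vs 3xTg-S from 702 to 1339 and the interaction genes from 98 to 624. The share of higher calls in 3xTg-D vs 3xTg-S was 60.6% with the block and 30.9% without it, and in WT-D vs WT-S 28.7% and 41.9%.

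Under the adjusted threshold, the DEGs numbered 305 in WT-D vs 3xTg-D, 261 in WT-D vs 3xTg-S and 230 in WT-S vs 3xTg-S, and 0 in 3xTg-D vs 3xTg-S, in WT-D vs WT-S and in the interaction, where 1043, 371 and 821 genes had an unadjusted p under 0.05. This left 132 Restored, 173 Maintained and 88 New genes, and an overlap of New genes of 2, fewer than expected by chance (p = 0.804 by Fisher's exact test).

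Without the filter on low counts, there were 355 DEGs in 3xTg-D vs 3xTg-S, 180 in WT-D vs WT-S (20.0% of them higher), 1077 in WT-S vs 3xTg-S and 208 interaction genes. At least 10 counts in every mouse gave 20 DEGs in WT-D vs WT-S and a Restored share of 50.3%. With all 16 mice in one fit, 249 and 48 DEGs were found in 3xTg-D vs 3xTg-S (44.6% higher) and WT-D vs WT-S, with 238 Restored genes and a Restored share of 34.1%. The choroid plexus covariate gave 77 DEGs in 3xTg-D vs 3xTg-S (16.9% higher) and 309 New genes. Under it 29.3% of the DEGs in WT-D vs 3xTg-S and 20.8% in WT-D vs WT-S were higher, against 39.7% and 41.9%. With the share of reads outside annotated genes as covariate, there were 49 DEGs in WT-D vs WT-S (24.5% higher), 240 Restored and 871 New genes, and a Restored share of 32.1%.

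Counting as Restored only genes with a p above 0.05 in WT-D vs 3xTg-S left 223 genes and a share of 27.6%. Requiring a p of 0.05 or less in 3xTg-D vs 3xTg-S left 59 Restored genes (7.29%, average reduction 82.9%) and 197 New genes. The average reduction stayed between 26.7% and 53.9% under the other alternatives.

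Among alternatives that used all mice, the overlap of Restored genes with the ab142089 Restored genes (14, p = 0.0126 by Fisher's exact test) changed its side of the threshold in 1 case. That was with only DEGs of both experiments as background (14, Fisher's exact p = 0.327), so the overlap over all tested genes does not show that the same genes were restored. The call also changed in 1 of the 12 fits that left out a mouse. The overlap of New genes with the ab142089 New genes was 22 (p = 0.132) and became larger than chance by Fisher's exact test with DESeq2's median-ratio (27, p = 0.0343) or DEGES size factors (27, p = 0.0311), with the replicate block (32, p = 0.00692) and with the choroid plexus covariate (17, p = 0.0347). With only DEGs of both experiments as background, Fisher's exact p for the 22 genes was 6.94e-07, but within that background New means only that a gene was not called in WT-D vs 3xTg-D, and those lists overlap by themselves (odds ratio 9.97), so this p does not bear on the inhibitors. Without the filter it was 33, also past the threshold, but genes with few counts then enlarge the background, which lowers p by itself. With the share of reads as covariate it was 29, below the number expected (Fisher's exact p = 0.567). The share of ab142089 Restored genes with the listed sign moved to 62.0% for genes with a listed absolute log2 fold change of at least 0.5. That of the 3xTg-D vs 3xTg-S list moved to 27.8% for such genes and to 17.9% with the share of reads as covariate.

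Odds ratios of gene sets crossed 1 in several cases, none with an adjusted p of 0.05 or less. In Restored genes, the Neuronal System pathway went from 2.16 to 0 under the adjusted threshold, as did its part on chemical synapses (from 12 and 8 genes at the unadjusted threshold), while axon guidance went to 0.445 and the synapse list to 0.652. Matched random lists gave the Neuronal System pathway a ratio of 2.43 with an adjusted p of 0.04, and over all alternatives that adjusted p ran from 0.04 to 1.0. Developmental Biology (0.994) went to 1.34 with DEGES, 1.28 without the filter, 1.02 with the replicate block, 1.13 with the share covariate and 1.06 with matched lists. Immune System (0.578) went to 1.83 with the share covariate and 1.54 under the adjusted threshold, the lipid list (0.816) to 1.48 with the replicate block and 1.67 with the share covariate, and the immune list (1.16) to 0.776 with DEGES and 0.768 without the filter. In New genes, the Neuronal System pathway (0.936) went to 1.11 with DEGES, 1.17 with the share covariate, 2.50 under the adjusted threshold and 1.15 with matched lists, and its part on chemical synapses (0.745) to 1.04, 1.33, 2.28 and 1.02. Axon guidance (1.60) went to 0.661 under the adjusted threshold, Immune System (0.594) to 1.33 without the filter and 1.06 with the replicate block, and with the share covariate the immune list (1.27) went to 0.90 and the synapse list (1.26) to 0.96.

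When each mouse was left out in turn, the DEGs ranged from 664 to 1545 in WT-D vs 3xTg-S, 68 to 802 in 3xTg-D vs 3xTg-S, 22 to 516 in WT-D vs WT-S, and the interaction genes from 56 to 487. New genes ranged from 304 to 1111 and the Restored share from 40.5% to 58.0%. The overlap with ab142089 ranged from 11 to 20 Restored genes and 9 to 45 New genes, and the share with the listed sign from 74.4% to 86.9% for Restored genes, 42.3% to 55.4% for New genes and 6.06% to 13.3% for the 3xTg-D vs 3xTg-S list. In Restored genes, odds ratios ranged from 0.783 to 1.44 for Developmental Biology, 0.463 to 1.07 for Immune System, 0.486 to 1.11 for the lipid list, 0.947 to 1.40 for the immune list and 0.818 to 1.93 for the synapse list. In New genes they ranged from 0.726 to 1.58 for the Neuronal System, 0.402 to 1.59 for chemical synapses, 0.791 to 1.90 for axon guidance, 0.910 to 1.67 for Developmental Biology, 0.970 to 1.92 for the lipid list and 0.921 to 1.58 for the immune list. The IEG score ranged from −0.0059 to 0.19 in 3xTg-D vs 3xTg-S and −0.14 to 0.055 in WT-S vs 3xTg-S. The MHC-I score ranged from −0.83 to 0.30 in WT-D vs 3xTg-D, −0.67 to 0.071 in 3xTg-D vs 3xTg-S and −0.21 to 0.20 in WT-S vs 3xTg-S. The choroid plexus score ranged from −1.496 to −0.43 in WT-D vs 3xTg-D, −1.77 to −0.70 in WT-D vs 3xTg-S and −1.22 to 0.0019 in WT-D vs WT-S. Log2 fold changes ranged from −0.27 to 0.77 for C4b in WT-D vs 3xTg-D, and in WT-D vs 3xTg-S from −0.71 to 0.32 for C4b, −0.15 to 0.0032 for Apoe and −0.25 to 0.065 for Trem2. In contrast, the DEGs WT-D vs 3xTg-D stayed between 651 and 914, Restored genes between 274 and 530, Maintained genes between 360 and 471, and the average reduction between 27.4% and 63.1%.

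With 4 mice per group, a single marker score cannot reach an exact permutation p below 0.0286, which limits those comparisons. In simulated data of the same size and depth, edgeR's test recovered 78.5% of changed genes, and 70.5% for the interaction. Every simulated change was larger than the median absolute log2 fold change of Restored genes in WT-D vs 3xTg-D, 0.37. The recovery of changes as small as that was not tested, so a lack of calls does not show that they are absent.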

Differences from the paper's values

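The share of reads outside annotated genes as covariate, the replicate block in the tests of gene sets and together with the adjusted threshold, and the background of DEGs common to both experiments were chosen only after the values were seen. No value the paper states for the CAY10566 cohort differed from the main value by more than 1.5 times. The paper's counts are 739 DEGs between WT-D and 3xTg-D, 345 Restored, 394 Maintained and 543 New genes, and the counts here were 809, 374, 435 and 502. The Restored share was 46.2%, and the paper's statement is over 40%. Among the alternatives set before the data were examined, the paper's method (DESeq2's likelihood ratio test with DEGES size factors), written here from its description, gave 870, 390, 480 and 544. The counts were over 1.5 times away from the paper's without the filter on low counts (1170, 535 and 635 for the first 3), under the adjusted threshold (305, 132, 173 and 88), with the choroid plexus covariate (309 New genes) and with stricter definitions of Restored (223 and 59) and New genes (197). They were also over 1.5 times away when 1 mouse was left out: 530 Restored genes without 3xTg-D mouse 4, 310 and 348 New genes without WT-D mouse 1 or 2, and 1111, 304 and 307 without 3xTg-S mouse 2, 3 or 4. Chosen after the values were seen, the share covariate gave 871 New genes, also over 1.5 times away. The replicate block together with the adjusted threshold gave 300 DEGs, 111 Restored, 189 Maintained and 159 New genes, with a Restored share of 37.0%. The share was under the paper's 40% with all 16 mice in one fit (34.1%), with p above 0.05 in WT-D vs 3xTg-S (27.6%), with a direct difference also required (7.29%), and, in an alternative chosen after seeing the values, with the share of reads outside annotated genes as covariate (32.1%).

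The paper reports gene sets on synapses and neural development as enriched among both Restored and New genes. Here, with Reactome pathways in place of GO terms, no pathway had an adjusted p of 0.05 or less by Fisher's exact test in either class, the smallest being 0.261 for the Neuronal System in Restored genes (odds ratio 2.16, 12 genes). With random gene lists matched on mean expression, an alternative set before the data were examined, that pathway in Restored genes had an adjusted p of 0.04. Its adjusted p ranged from 0.04 to 1.0 over the alternatives. With the replicate block and the adjusted threshold together, its odds ratio was 0.501.

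The paper overlays the log2 fold changes of the ab142089 Restored and New genes with those of the same genes under CAY10566, and describes the overlap as strong for the Restored genes. Here, in WT-D vs 3xTg-S, 79.6% of the ab142089 Restored genes had the sign listed for WT-D vs 3xTg-D, and the ab142089 New genes had their listed sign in 47.7% of cases. Of the same Restored genes, 74.1% had that sign in the vehicle-infused mice, and 81.2% of the ab142089 Maintained genes had it in WT-D vs 3xTg-S. Keeping the sign of the genotype difference does not show restoration. As a separate count of list members, the 2 Restored lists shared 14 genes (odds ratio 2.05, p = 0.0126 by Fisher's exact test), and 9 to 22 under the alternatives. Among the 214 DEGs of WT-D vs 3xTg-D common to both experiments, the shared Restored genes were 14 against 12.3 expected (Fisher's exact p = 0.327).

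The paper describes the inhibitor as affecting hippocampal expression in 3xTg mice profoundly, and the restoration of genes as extending to more than 1 inhibitor. The direct comparison of 3xTg-D with 3xTg-S gave 149 DEGs here, and 0 genes at an adjusted p of 0.05 by edgeR's test (1043 genes at an unadjusted p under 0.05). Chance gives 165 if mice deviate independently, but same-numbered mice correlated at 0.213. Other splits of these 8 mice called a median of 60.5 genes, and 8 of 35, the real one included, called as many as 149. The other splits that part every same-numbered pair called at most 94. Fitted with the replicate block, an alternative set before the data were examined, the direct comparison gave 1133 DEGs and 204 at the adjusted threshold. Of the genes the paper lists for this comparison with ab142089, 8.16% had the listed sign, and 7.93% with the block.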

Other observations

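The tests of the second principal component, of the replicate number, of the genes called by the splits of the 3xTg mice, and of the lower ependymal marker genes were chosen only after the result was seen.

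Other splits of the 8 mice of each comparison into 4 and 4 were fitted in the same way. As many genes as in the real comparison, the real one included, were called by 1 of 35 splits for WT-D vs 3xTg-D (the others called 26 to 334), 2 of 35 for WT-D vs 3xTg-S (17 to 1001), 8 of 35 for 3xTg-D vs 3xTg-S (11 to 2409) and 32 of 35 for WT-D vs WT-S (23 to 1107). Among the 8 splits that part every same-numbered pair, as the real one does, the counts of splits were 1, 1, 1 and 6, and the other splits called at most 111, 105, 94 and 91 genes. Fitted with the replicate block, they were 1, 1, 1 and 3 of 8, and the others called at most 137, 400, 431 and 537. The splits that leave same-numbered pairs together thus reached higher counts than those that part them, and 8 splits allow no share under 0.05. The interaction called as many genes in 20 of 100 drawn reassignments of treatment within genotype that part every same-numbered pair.

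The numbers of Restored and New genes were compared with those under the 70 assignments of the 8 3xTg mice to vehicle and inhibitor. As many Restored genes were found in 32 of 70 and as many New genes in 14 of 70 assignments, and in 5 and 2 of the 16 that part every same-numbered pair. The average reduction in Restored genes was as large in 38 of 70 and 7 of 16. The share of ab142089 New genes with the listed sign was as far from 50% in 62 of 70 and 16 of 16. That count cannot flag a low share, since the median over the other assignments was 67.7%, not 50%. A share as low as the real 47.7% was found in 3 of 70 assignments, the real one included. Among the others that part every same-numbered pair, the lowest share was 54.3%. Genes near the threshold could also cross it by sampling noise with no drug effect. In 20 simulations with 1 mean for all 3xTg mice, 523.35 Restored genes were found on average when every gene was given its estimated difference, more than the 374 observed, with a Restored share of 42.7% and an average reduction of 41.2%. That simulation also gave 1226 DEGs in WT-D vs 3xTg-D and 702 Maintained genes, against 809 and 435 observed, and 510 New genes, against 502. When only genes with an adjusted p of 0.05 or less were given a difference, 170.7 were found, fewer than observed, with a share of 31.2% and a reduction of 50.1%, and there were 547 DEGs in WT-D vs 3xTg-D, 377 Maintained and 165 New genes. The direct comparison of 3xTg-D with 3xTg-S gave 151.75 and 152.75 DEGs on average in the simulations, against 149 observed. The observed 149 is from the fit without the replicate block. With the block 1133 were observed, of which 204 passed the adjusted threshold, and these counts have no simulated counterpart here. Neither simulation has the observed number of DEGs in WT-D vs 3xTg-D, and the answer depends on how many small differences are assumed, so sampling noise is neither shown nor excluded.

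The DEG counts of the CAY10566 cohort are close to those the paper gives for ab142089, and libraries shared between the 2 vehicle groups could explain that. The vehicle group means in the paper's lists differed from those here by a robust standard deviation of at least 0.199 on the log2 scale (0.261 in WT-D), against standard errors of 0.0689 and 0.0752, which goes against shared libraries.

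Tissue other than hippocampus may add to the DEGs between groups. At the unadjusted threshold, the calls fell by over 1.5 times with the choroid plexus score as covariate in 1 of the 5 comparisons. That was 3xTg-D vs 3xTg-S (149 to 77, where chance gives 165 for mice that deviate independently). At the adjusted threshold they fell from 305 to 176 in WT-D vs 3xTg-D and from 261 to 139 in WT-D vs 3xTg-S. In WT-S vs 3xTg-S they fell from 230 to 116. Choroid plexus tissue left on some hippocampi is therefore neither shown nor excluded. Striatal or thalamic tissue was tested by marker scores, whose smallest exact permutation p in WT-D vs 3xTg-D and WT-D vs 3xTg-S was 0.0286 (thalamus, fell by 0.21 in WT-D vs 3xTg-S), the smallest the design allows, and 0.286 after adjustment over the 50 score tests run. Of these 50 tests, 5 had a p of 0.05 or less, where chance gives 1.43, since 0.0286 is the only such p that 4 mice against 4 allow. Thalamic tissue thus remains open. With the share of reads outside annotated genes as covariate, 0 of the 5 comparisons fell by over 1.5 times.

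Genes that differ in both WT-D vs 3xTg-D and WT-D vs 3xTg-S may partly reflect strain segments linked to the background of the 3xTg line. Of the Maintained genes, 56.8% had another Maintained gene within 5 tested genes on the chromosome, 2.43 times the share of random gene sets (23.4%, permutation p = 0.001, the smallest that 1000 sets give). The ratio was 1.43 for Restored and 1.22 for New genes (permutation p = 0.001 and 0.014). Chromosome 13 held 60 Maintained genes, 9.51% of its 631 tested genes. No genotypes of these mice were analysed here.

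The second principal component of the 16 mice may reflect a difference between libraries, since it followed the share of reads outside annotated genes with an r of 0.949. Both followed the replicate number, which held 71.4% of the variance of the share and 77.4% of that of the component within groups (exact permutation p 0.00203 and 0.00159), so the replicate block takes up part of this difference. What the number stands for is not stated in the paper, and what sets the share was not tested. Over the 35 splits of the 8 3xTg mice, the number of genes called rose with the difference in mean share between the 2 sides with a Spearman's rho of 0.555, under the 0.6 set for this test. The split with the most genes (2409) had a difference of 3.20 percentage points, the real split one of 1.66, and the split with the largest difference (3.41) called 500 genes.

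Ependymal marker genes were lower in 3xTg-S mice. Their score (6 genes, mean log2 CPM) fell by 0.88 from WT-D, by 0.68 from 3xTg-D and by 0.65 from WT-S to 3xTg-S (exact two-sided permutation p 0.0286 each, the smallest the design allows, 0.286 after adjustment over the 50 score tests). Ventricle wall tissue taken in varying amounts would raise the ependymal and choroid plexus scores together. Their r over the 16 mice was 0.451 (rho 0.512), below the 0.6 set for this test. The relation was positive, however, and the choroid plexus score was also lowest on average in 3xTg-S mice (0.41), so ventricle wall tissue stays open. The share of reads outside annotated genes was unrelated to the ependymal score over the 12 mice outside 3xTg-S (r −0.0177, rho −0.0350). An inhibitor effect specific to 3xTg mice is not shown either, since the difference between the effects in the genotypes was −0.44 with an exact permutation p of 0.210. A loss of ependymal transcripts with the inhibitor in 3xTg mice is thus only a hypothesis, beside ventricle wall tissue, to test in other mice.

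The scores of 11 immediate-early genes and 5 MHC-I genes, which the paper reports for other experiments, had no exact permutation p under 0.05 in any of the 5 comparisons here. These permutations do not pair mice by replicate number, although same-numbered mice deviated together, so a paired difference is not excluded. The immediate-early score fell by 0.33 from WT-D to 3xTg-D (exact permutation p 0.0857, adjusted 0.429) and differed by 0.09 between 3xTg-D and 3xTg-S (exact p 0.571). The MHC-I score fell by 0.36 from WT-D to 3xTg-D (exact p 0.514) and by 0.40 from 3xTg-D to 3xTg-S (exact p 0.514). When each mouse was left out, these differences ran from −0.83 to 0.30 and from −0.67 to 0.071, so neither direction is settled. The paper measured its MHC-I genes in single microglia, while this score is of whole hippocampus. Among genes the paper names for 8-month-old mice, the log2 fold change in WT-D vs 3xTg-D was 0.27 for Apoe (standard error 0.13). For Trem2 it was 0.50 (standard error 0.26) and for C4b −0.04 (standard error 0.43). When each mouse was left out, it ran from 0.11 to 0.35 for Apoe and from 0.14 to 0.64 for Trem2. For C4b it ran from −0.27 to 0.77. WT-D mouse 1, flagged above for its MHC-I score, had 158 CPM of C4b, against 33.4 to 49.9 CPM in the other WT-D mice. The 3xTg-D mice had 58.3 to 81.5 CPM, so the C4b value rests on that mouse. For Sorl1, which the paper's text does not name but its ab142089 list of GWAS genes holds, the log2 fold change was −0.26 (standard error 0.11). The edgeR adjusted p-values of these 4 genes were 0.364 to 0.980. For the desaturases Scd1, Scd2 and Scd3 it was −0.19, 0.05 and −0.22, with edgeR adjusted p-values of 0.365 to 0.730. In WT-D vs 3xTg-S it was −0.30, −0.08 and −0.34, with edgeR adjusted p-values of 0.218, 0.696 and 0.446, and with the replicate block the adjusted p of Scd1 was 0.0385. Scd2 overlaps a microRNA gene on the same strand and Sorl1 a gene on the other strand. Ttr fell by 4.89 on the log2 scale from WT-D to 3xTg-D (standard error 1.49, edgeR adjusted p = 0.178), a change that lost its unadjusted p of 0.01 in 5 of the 8 fits that left out a mouse. In those 8 fits its log2 fold change ranged from −5.65 to −1.66. WT-D mouse 4 had 638 CPM of Ttr, against 1.82 to 31.7 CPM in the other WT-D mice.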
